# The NFIB/CARM1 partnership is a driver in preclinical models of small cell lung cancer

**DOI:** 10.1038/s41467-023-35864-y

**Published:** 2023-01-23

**Authors:** Guozhen Gao, Simone Hausmann, Natasha M. Flores, Ana Morales Benitez, Jianjun Shen, Xiaojie Yang, Maria D. Person, Sitaram Gayatri, Donghang Cheng, Yue Lu, Bin Liu, Pawel K. Mazur, Mark T. Bedford

**Keywords:** Methylation, Cancer genetics

## Abstract

The coactivator associated arginine methyltransferase (CARM1) promotes transcription, as its name implies. It does so by modifying histones and chromatin bound proteins. We identified nuclear factor I B (NFIB) as a CARM1 substrate and show that this transcription factor utilizes CARM1 as a coactivator. Biochemical studies reveal that tripartite motif 29 (TRIM29) is an effector molecule for methylated NFIB. Importantly, NFIB harbors both oncogenic and metastatic activities, and is often overexpressed in small cell lung cancer (SCLC). Here, we explore the possibility that CARM1 methylation of NFIB is important for its transforming activity. Using a SCLC mouse model, we show that both CARM1 and the CARM1 methylation site on NFIB are critical for the rapid onset of SCLC. Furthermore, CARM1 and methylated NFIB are responsible for maintaining similar open chromatin states in tumors. Together, these findings suggest that CARM1 might be a therapeutic target for SCLC.

## Abstract (web summary)

Protein arginine methylation can contribute to tumor progression. Here the authors show that protein arginine methyltransferase, CARM1, methylates transcription factor NFIB to promote the growth of small cell lung cancers.

## Introduction

Protein arginine methylation is a pervasive posttranslational modification (PTM) that plays an important role in cell signaling, but when deregulated, can be associated with different diseases. Indeed, the overexpression of protein arginine methyltransferases (PRMTs) is frequently seen in human cancers, and is generally associated with poor clinical outcome^1,2^, which has prompted the development of PRMT small molecule inhibitors^3^. There are nine enzymes in the PRMT family: PRMT1-9; PRMT4 is also referred to as CARM1. CARM1 together with PRMT1, 2, 3, 6, & 8, are classified as type I PRMTs that catalyze the deposition of asymmetric dimethylarginine (ADMA), while PRMT5 and 9 are grouped together as type II PRMTs and are responsible for symmetric dimethylarginine (SDMA)^4^.

CARM1 was the first PRMT to be implicated in transcriptional regulation through its ability to be recruited by nuclear receptors and then methylate histone H3^5^. Subsequent studies have sought to unravel the biological roles of CARM1 by screening for its substrates using protein arrays^6^, and by the direct testing of candidate substrates^7^, small-pool screening^8^ and mass spectrometry approaches^9,10^. A host of CARM1 substrates have been identified, which clearly places this enzyme in a central position for coactivating transcription. It methylates and regulates the activity of other coactivators like p300/CBP^11^ and the H3K4 methyltransferases KMT2C and KMT2D^9,10^. It also stabilizes promoter/enhancer looping by modifying MED12 in the Mediator complex^9,12^. CARM1 modulates chromatin-remodeling by targeting Pontin^13^. Finally, CARM1 directly methylates a number of transcription factors including PAX7^14^, SOX2^15^, RUNX^16^, and YY^17^. Mechanistically, a CARM1 methylated substrate is often able to recruit an effector molecule, or “reader”, to the newly created methyl-motif. One such effector is TDRD3^18^, which binds both the histone H3R17me2a and the MED12-R1899me2a marks^9,19^, and in-turn recruits TOP3B to chromatin to resolve R-loops and untangle RNA structures^20^. TDRD3 harbors a Tudor domain for the purpose of reading the ADMA marks deposited by CARM1 and PRMT1. Other Tudor domain-containing proteins like SND1, SMN, SPF30 and TDRD1, all selectively interact with SDMA marked motifs^21^. It is likely that additional methylarginine effector proteins exist.

To expand our understanding of how CARM1 regulates cellular processes, we performed a focused search of additional substrates of this enzyme and identified the nuclear factor I (NFI) family of transcription factors. The NFI family has four members: NFIA, NFIB, NFIC, and NFIX^22^, and all four harbor a conserved motif that can be modified by CARM1. Importantly, both *Carm1* and *Nfib* null mice display very similar lung hyperplasia that causes death just after birth due to respiratory defects^23–25^, possibly indicative of a mechanistic link between CARM1 and NFIB in the lung. NFIB was reported as an oncogene that promotes metastasis of small cell lung cancer (SCLC) by increasing the chromatin accessibility in gene distal regions^26–28^. High levels of NFIB are associated with human SCLC metastases and poor overall survival^28^. Like NFIB, CARM1 is often overexpressed in human cancers, including lung cancer^1,29^. Furthermore, in a mouse model of overexpression, elevated CARM1 levels in Keratin 5 (K5) expressing tissues (skin and the mammary gland) present with a high incidence of spontaneous tumors^30^. These findings suggest that CARM1 inhibitors may have therapeutic value, and such compounds have been developed by Pharma^31,32^ and in an academic setting^33^. CARM1 inhibitors display anti-tumor activity, in a pre-clinical setting, against multiple myeloma^31,32^, acute myeloid leukemia^34^, breast cancer^33^ and diffuse large B-cell lymphoma^35^.

The recent study showing that CARM1 inhibition is a vulnerability for CREBBP/EP300 mutations carrying lymphomas^35^, prompted us to investigate if other tumor types that are driven by CARM1 substrates may also be responsive to CARM1 inhibitors. Here, we explored the consequence of NFIB methylation, and show that the TRIM29 protein interacts with NFIB in a CARM1-dependent manner. The NFIB methylation site (R388) is important for promoting the transcription of its target genes, and as an effector of this mark, TRIM29 functions as a transcriptional coactivator. These cell-based studies encouraged us to investigate the importance of NFIB methylation by CARM1 in vivo. Using a genetically engineered mouse model (GEMM) for SCLC, we find that both *Carm1* conditional loss and *Nfib*^R388K^ knock-in results in a significant increase in survival, and the tumors derived from these two models display very similar patterns of open chromatin. Furthermore, SCLC PDX models are sensitive to CARM1 inhibitor treatment. These studies suggest that tumors that are driven by NFIB amplification are vulnerable to the targeting of CARM1 activity.

## Results

### NFIB is a CARM1 substrate

To identify substrates for CARM1, we immunoprecipitated ADMA-containing peptides using previously reported ADMA antibodies^36^ from proteolytically digested CARM1 wild-type (WT) and knockout (KO) mouse embryonic fibroblasts (MEFs). Both the antibodies (D4H5 and D6A8) used for the enrichment of ADMA methylated peptides have been shown to recognize a subset of CARM1 substrates, but they also recognize PRMT1 substrates^36^. Thus, the use of CARM1 WT and KO MEFs in this experiment will help us identify the CARM1-specific substrates. The ADMA-enriched peptides were then identified by LC-MS/MS. A total of 1062 peptides that contain di-methylated arginine were cataloged (Supplementary Data S1A). Among them, 270 peptides were identified from CARM1 WT, but not KO MEFs (Fig. 1a), suggesting that these are sites of CARM1-mediated methylation.

**Fig. 1:**
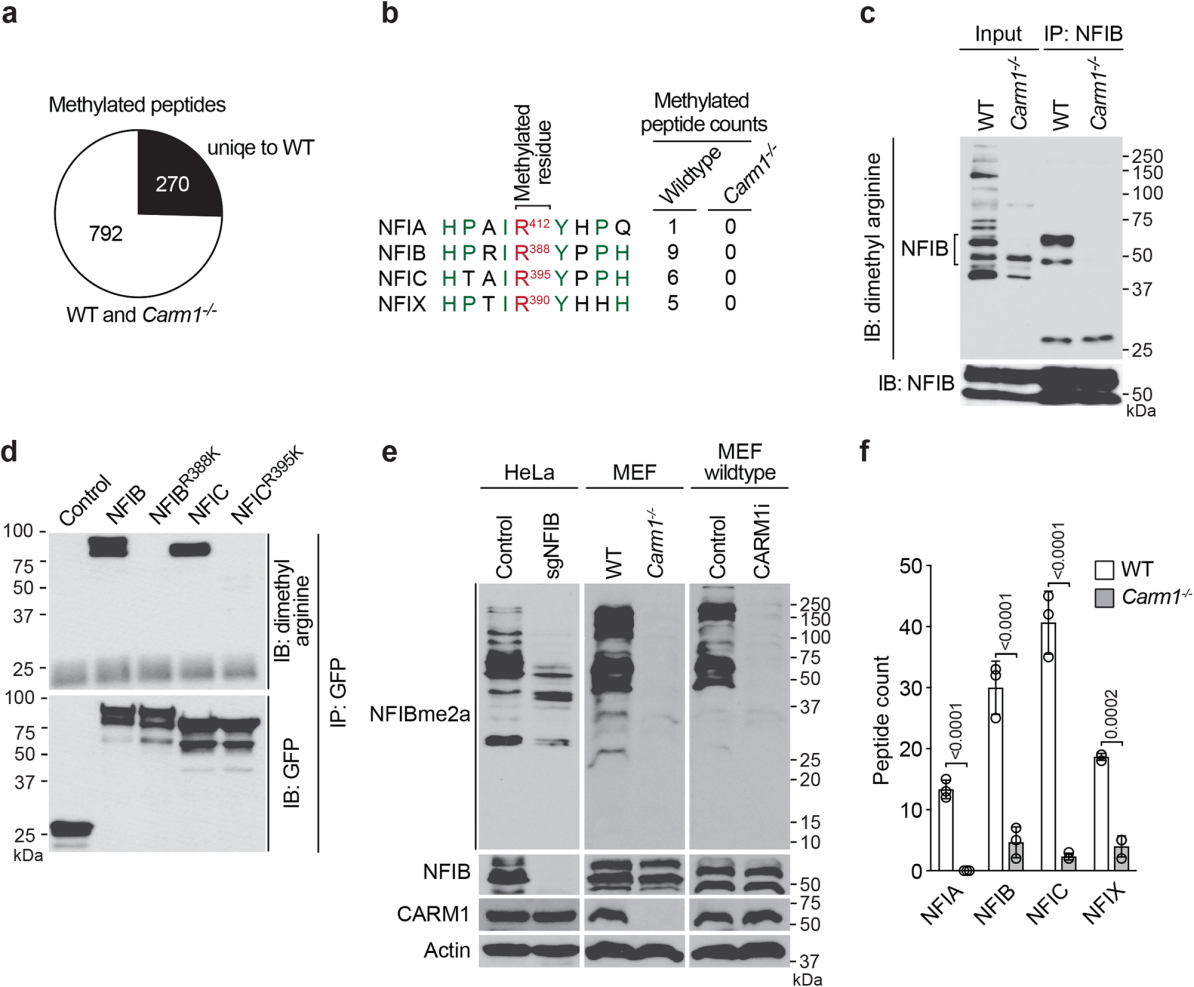
Identification of NFIB as a CARM1 substrate. **a** ADMA-containing proteins were immunoprecipitated from CARM1 wild-type (WT) or knockout (*Carm1*^*−/−*^) MEFs, and identified by LC-MS/MS. **b** Identified peptides from the nuclear factor I family. **c** NFIB protein was immunoprecipitated from either CARM1 WT or KO MEFs, and immunoblotted with antibodies against ADMA (D4H5) or NFIB. **d** GFP vector control, GFP-NFIB-WT or -R388K, GFP-NFIC-WT or -R395K constructs were transfected into HeLa cells. GFP-tagged proteins were immunoprecipitated and immunoblotted with antibodies against ADMA (D4H5) or GFP. **e** Validation of NFIB methylation using the NFIBme2a antibody. Total cell lysates were analyzed from NFIB WT/KO HeLa cells, CARM1 WT/KO MEFs and WT MEFs treated with CARM1 inhibitor (CARM1i, TP-064). Actin shown as a loading control. **f** IP-MS was performed, in triplicate, on cell lysates from WT or *Carm1*^*−/−*^ MEFs using the NFIBme2a antibody. Exclusive spectrum counts for all the four NFI family proteins were analyzed and plotted. Data present in mean ± SEM*; P* values determined by two-tailed student’s t-test. All blots are shown as representative data from three independent experiments.

Notably, all the nuclear factor I (NFI) family members (NFIA, NFIB, NFIC and NFIX) were identified as methylated in CARM1 WT MEFs only, and they harbor a conserved amino acid sequence around the methylated arginine site (Fig. 1b). The motif is proline-rich, which is indicative of a CARM1 methylation motif and consistent with the reported recognition motif for the D4H5 antibody used for the peptide-enrichment step^10^. The NFI peptides constitute about 8% of total peptides unique to CARM1 WT MEFs, indicating that they are dominant targets for CARM1. We are particularly interested in the methylation of NFIB, since both *Nfib* and *Carm1* knockout mice die perinatally, due to a similar deficiency in lung development^24,25,37,38^. To confirm that NFIB is methylated by CARM1 in the cells, we immunoprecipitated (IPed) NFIB from both CARM1 WT MEFs and CARM1 KO MEFs, and detected the methylation of NFIB by immunoblotting with the specific ADMA antibody (D4H5) (Fig. 1c). The ADMA antibody only detected IPed NFIB from CARM1 WT, but not CARM1 KO MEFs. Furthermore, we then made GFP fusions of NFIB or NFIB^R388K^ (where the arginine methylation site is mutated to lysine) and transfected them into HeLa cells. The GFP-tagged NFIB proteins were then IPed for the detection of ADMA by Western (Fig. 1d). Methylation on wild-type, but not on mutated NFIB, can be observed. Similarly, methylation of NFIC is abolished when R395 is mutated to lysine.

We also generated our own methyl-specific antibody that recognizes the NFIB^R388me2a^ motif (Supplementary Fig. 1a) and produced NFIB KO HeLa cells to help characterize this antibody (Supplementary Fig. 1b). This purified antibody (NFIBme2a) was tested on total cell lysates from NFIB WT and KO HeLa cells, CARM1 WT and KO MEFs, as well as WT MEFs treated with vehicle or a specific CARM1 inhibitor^31^ (TP-064). This NFIBme2a antibody is totally CARM1-dependent as it does not recognize any proteins when CARM1 is absent or inhibited (Fig. 1e). The Western analysis of the NFIB knockout cells reveals that the NFIBme2a antibody does recognize additional CARM1 methylated proteins, apart from NFIB, and these might be other NFI family members (Fig. 1e). Indeed, mass spec. analysis was performed in triplicate on CARM1 WT and KO MEFs, using our own methyl-specific antibody, and we identified strong enrichment of the NFI family members (Fig. 1f), as well as a number of additional proteins that are putative CARM1 substrates (Supplementary Data S1B).

### CARM1 is a transcriptional coactivator for NFIB

NFIB is a transcription factor that governs the expression of numerous genes critical for SCLC differentiation, hair follicle stem cell behavior, androgen receptor signaling, megakaryocyte cell maturation and neuron development^39^. We were interested in determining whether the methylation of NFIB by CARM1 is a way of promoting its transcriptional activity. To identify direct NFIB target genes, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) to detect the distributions of NFIB binding sites across the genome of HeLa cells. ChIP-seq was performed using two independent NFIB antibodies, and also using a GFP antibody on a HeLa cell line that stably expresses GFP-NFIB (Supplementary Fig. 1c). By comparing all 3 sets of ChIP-seq data, we found 1696 high-confident loci were directly bound by NFIB, which we refer to as NFIB^YYY^ (YYY = yes for all three Abs) (Supplementary Fig. 1d). We also performed a ChIP-seq experiment using an antibody that recognizes the histone H3R17me2a mark, which CARM1 deposits. Although this H3R17me2 antibody recognizes the methylation site on H3, it also cross-reacts with many other CARM1 substrates^8^, and methylated NFIB itself (Supplementary Fig. 1e). Thus, the H3R17me2a ChIP peak denotes regions of CARM1 activity, and not necessarily the H3R17me2a mark itself. We found that roughly one third (523) of the NFIB^YYY^ peaks overlap with sites that harbor CARM1 activity (Supplementary Fig. 1f and Supplementary Data S2), and represent NFIB-bound loci that are candidates for CARM1 regulation. We selected six NFIB-bound loci from this set of 523 peaks and validated this binding by ChIP-qPCR (Supplementary Fig. 1g). To test whether methylation of NFIB affects transcription regulation, we compared the mRNA levels of these selected genes upon the overexpression of wild-type NFIB (NFIB-WT) or the methylation-deficient mutant (NFIB-R388K). Generally, overexpression of NFIB-WT significantly increased the mRNA levels of the selected genes, while overexpression of NFIB-R388K did not promote transcription (Supplementary Fig. 1h). Consistent with this finding, inhibition of NFIB methylation by the CARM1 inhibitor, TP-064, also significantly inhibited the expression of all the selected NFIB target genes, except FERMT1 (Supplementary Fig. 1i). These results indicate that the methylation of NFIB by CARM1 plays an important role in regulating the gene expression program driven by this transcription factor.

### TRIM29 is an effector molecule for methylated NFIB

As a transcription factor, NFIB harbors DNA-binding domains towards its N-terminus, and the C-terminal region carries the transactivation and repression activities^40^. The CARM1 methylation site on NFIB (R388) is located in the C-terminal transcription modulation domain, and thus this methylation will likely not impact the DNA-binding properties of NFIB. In many cases, the posttranslational modification of TFs regulates their activator/repressor functions by facilitating the recruitment of effector proteins that co-regulate transcription. We thus sought to identify a “reader” for the NFIB methylation site. To do so, we ectopically expressed GFP-tagged NFIB-WT or its R388K mutant version in HeLa cells. We then purified the respective protein complexes using the GFP-Trap affinity approach and identified the interacting proteins by proteolytic digestion and LC-MS/MS (Fig. 2a and Supplementary Data S3). We were interested in identifying proteins that bound GFP-NFIB but not GFP-NFIB^R388K^, as these will be the candidate effector proteins for the CARM1 methylation site. We selected 15 proteins that were identified by two or more peptides in the GFP-NFIB complex and displayed zero peptides in the GFP-NFIB^R388K^ complex. Most of the selected proteins had reported functions related to transcriptional regulators. These effector candidates were cloned into an expression vector with a tag and overexpressed in HeLa cells (in a few cases endogenous proteins were directly detected using commercial antibodies), and the cells were then treated with DMSO or CARM1 inhibitor. Proteins interacting with NFIB were co-immunoprecipitated and examined for FLAG tag signal (Fig. 2b). TRIM29 was shown to interact with NFIB in a CARM1-dependent manner. This methylation-dependent interaction was further validated by an in vitro peptide pull-down assay, where GST-tagged TRIM29 preferentially binds to methylated NFIB peptides (Fig. 2c), demonstrating that this is a direct interaction. TDRD3 is a methylation reader that binds to many proteins marked with ADMA, including histones H3 and H4, RNA polymerase II, and MED12^9,19,41^. Here, we show that TDRD3 can also bind to the CARM1 methylation site on NFIB, and they can be co-IPed (Fig. 2c and Supplementary Fig. 2a). Thus, the methylated form of NFIB may be coregulated by either TRIM29 or TDRD3, which was further investigated.

**Fig. 2:**
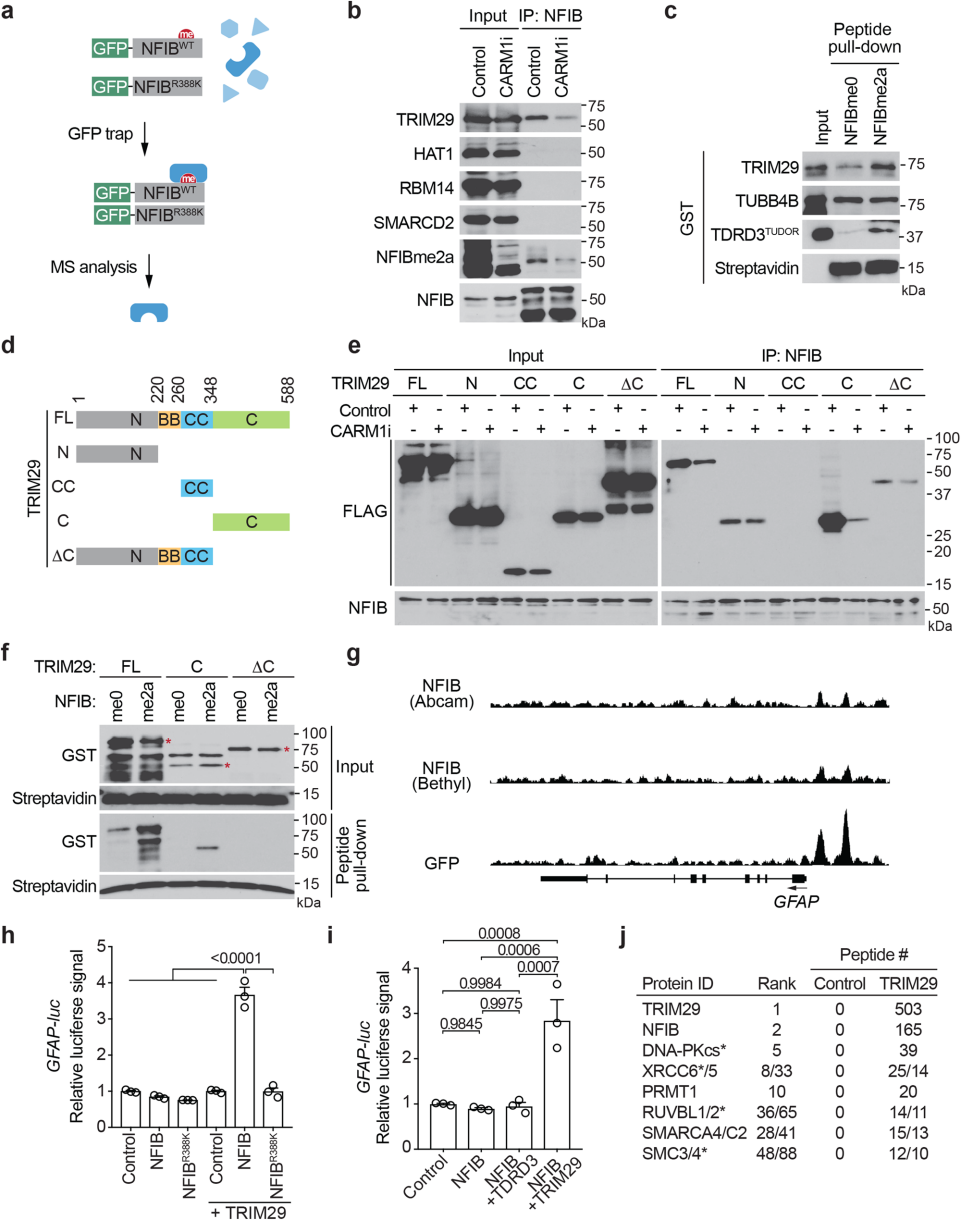
TRIM29 is an effector for methylated NFIB dentification. **a** Workflow of the screening for proteins that bind wild-type but not mutant NFIB. **b** HEK293T cells were transfected with indicated transcription regulators. The cells were cultured in the presence or absence of CARM1 inhibitor. The NFIB protein complex was immunoprecipitated and the association of these candidates was tested by Western blot, using an anti-FLAG antibody. **c** GST-tagged full-length TRIM29 was incubated with biotin-labeled unmethylated or methylated NFIB peptides. Peptide pull-down was performed using streptavidin-conjugated beads. **d** Scheme showing the domains of TRIM29 that were fused to FLAG and GST for the experiments performed in (**e**) and (**f**). **e** Full length and truncated TRIM29 constructs were transfected into HEK293T cells. The cells were cultured in the presence or absence of CARM1 inhibitor. NFIB was IPed and the interaction of these TRIM29 mutants was tested by Western blot, using an anti-FLAG antibody. **f** GST-tagged full-length and truncated TRIM29 were incubated with biotin-labeled unmethylated or methylated NFIB peptides. Peptide pull-down was performed using streptavidin-conjugated beads. **g** ChIP-seq tracks showing the distribution of NFIB in promoter regions of GFAP gene. Three different antibodies were used to generate the tracks: an Abcam antibody, a Bethyl antibody, and a GST antibody that detects ectopically expressed GFP-NFIB. **h** HEK293T cells were co-transfected with GFAP-luc, together with GFP control construct, NFIB-WT, NFIB-R388K, TRIM29, TRIM29 plus NFIB-WT, or TRIM29 plus NFIB-R388K. The luciferase activities were detected by dual luciferase assay. The relative luciferase activities are normalized to the GFP control. Experiments were performed in biological triplicate. Data present in mean ± *SEM*; *P* values determined by two-tailed student’s t-test. **i** HEK293T cells were co-transfected with GFAP-luc, together with GFP control construct, NFIB, NFIB plus TDRD3, or NFIB plus TRIM29. The luciferase activities were detected by dual luciferase assay. The relative luciferase activities are normalized to the GFP control. Experiments were performed in triplicate. Data present in mean ± SEM; *P* values determined by two-tailed student’s t-test. **j** TRIM29-interacting proteins are identified by GFP trap in H69 SCLC cell line, followed by MS analysis as in (**a**). List of high-confidence candidate interacting proteins from MS analysis of GFP-tagged TRIM29 and GFP (control). Asterisk denotes TRIM29-binding proteins that have previously been identified by MS^42^. All blots are shown as representative data from three independent experiments.

We next mapped the region of TRIM29 that directly interacts with methylated NFIB. To do so, we generated four truncated forms of TRIM29 (Fig. 2d) and subjected these FLAG-tagged proteins to a co-IP with endogenous NFIB. For this experiment, HeLa cells were also treated with CARM1 inhibitor. We observed that both the N-terminal domain and the C-terminal domain of TRIM29 interact with NFIB (Fig. 2e). When NFIB methylation is inhibited, the interaction between the C-terminus and NFIB is significantly reduced, while interaction between the N-terminus and NFIB remained unchanged, suggesting that the C-terminal domain of TRIM29 is responsible for the methylation-dependent interaction. To confirm this, a peptide pull-down assay was performed using GST fusion of full-length TRIM29, as well as fusions of the C-terminal domain only, and a fusion of TRIM29 without its C-terminus (Fig. 2d). Clearly, the C-terminal domain specifically interacts directly with methylated NFIB (Fig. 2f). Using a co-IP assay, we also show that endogenous NFIB and TRIM29 interact, and that this interaction is prevented by CARM1 inhibitors (Supplementary Fig. 2b).

The C-terminal domain of TRIM29 was reported to mediate interactions with many proteins^42^. This region is an orphan domain that has no homologous regions in other proteins. To further characterize TRIM29 as an arginine methylation reader, we incubated the C-terminal domain of TRIM29 with a methylated GAR motif from fibrillarin. TRIM29 interacted strongly with the fibrillarin GAR motif that has the ADMA marks, but not the SDMA form (Supplementary Fig. 2c). As expected, the Tudor domain of TDRD3 showed stronger binding to ADMA marks, while the Tudor domain of SMN showed stronger binding to SDMA marks. Thus, TRIM29 likely binds additional methylated proteins apart from just NFIB.

### TRIM29 promotes the transcription of NFIB target genes

Effectors that specifically bind to arginine methylated transcription regulators can shape the downstream transcription program^13,19,43^. GFAP is a well-studied target gene of both NFIA and NFIB in astrocytes^44–46^, and a direct NFIB target identified by our ChIP-seq. Indeed, both NFIB antibodies (Abcam and Bethyl) display GFAP promoter peaks, which are elevated in ectopic GFP-NFIB expression (Fig. 2g). To establish if TRIM29 can coactivate the expression of NFIB regulated GFAP, we performed an in vitro luciferase reporter assay. We found that TRIM29 can significantly promote transcription driven off the GFAP promoter. This coactivator activity is seen when wild-type NFIB is overexpressed with TRIM29, but not when the methylation deficient NFIB mutant is overexpressed (Fig. 2h). Next, we compared the coactivator activity of TRIM29 and TDRD3, as we have shown that both these proteins can function as readers of the methylated NFIB peptide (Fig. 2c). Using the GFAP luciferase reporter assay, we see that TRIM29, but not TDRD3, functions with NFIB to coactivate expression of this promoter (Fig. 2i and Supplementary Fig. 2d). We thus focused our attention on TRIM29 as a novel effector molecule for methylated NFIB. Next, we confirmed TRIM29 protein expression in the cell lines used in this study (Supplementary Fig. 2e) and observed that expression of the majority of the identified NFIB-regulated genes (see Supplementary Fig. 1g) is promoted upon overexpression of TRIM29 (Supplementary Fig. 2f).

Overexpression of NFIB is correlated with advanced tumor stages and metastasis in small cell lung cancers^27,28^ therefore, we hypothesize that methylation of NFIB may also regulate the progression of SCLC. Since the mechanistic studies described above were performed in HeLa and HEK293T cells, we sought to confirm the NFIB/TRIM29 interaction in SCLC cells. To that end, we performed the GFP-trap experiment with GFP-TRIM29 in H69 SCLC cell line and found that the top-ranked binding protein is NFIB (Fig. 2j and Supplementary Data S4). Thus, reciprocal GFP-trap experiments in HeLa and H69 cell lines identified the NFIB/TRIM29 interaction (Fig. 2a, j).

### CARM1-mediated methylation of NFIB is required for tumor growth of SCLC in vivo

We examined the CARM1-NFIB regulatory module in SCLC by immunostaining human tumor samples for CARM1, NFIB and NFIBme2a. We found that high levels of CARM1 and NFIB are independently predictors of poor patient survival (Fig. 3a) and a combination of CARM1^high^/NFIB^high^ predicts worse survival (Fig. 3a). Next, we analyzed tumors harvested from *TKO* mouse model of SCLC which carries conditional knockout of three tumor suppressors (*Rb1, Rbl2, Trp53*)^47^ commonly mutated in human cancer. We observed increased levels of CARM1, NFIB, and NFIBme2a as cancer progresses into malignant disease (Fig. 3b). In addition, we noted that NFIB expression correlates with human SCLC cell lines sensitivity to CARM1 inhibitor (CARM1i, TP-064) (Supplementary Fig. 3a). To investigate the importance of CARM1’s enzymatic activity in driving SCLC development, we performed a xenograft using modified H69 (Fig. 3c–f) and CORL47 (Supplementary Fig. 3b, c) cells. These cells harbored a CRISPR-mediated knockout of CARM1 and were rescued with either WT or enzyme-dead (R168A) CARM1. Tumor volume was dramatically impaired when CARM1 was ablated, and this phenotype was not rescued when the KO cells were complemented with mutant CARM1 (Fig. 3c, d and Supplementary Fig. 3b). Our results implicate CARM1 methylation of NFIB in SCLC tumorigenesis. Thus, we wanted to independently test the role of NFIB R388 methylation in the regulation of cancer expansion. Depletion of NFIB led to attenuated growth of SCLC H69 cells in vivo (Fig. 3e, f). Complementation with wild-type NFIB, but not NFIB harboring an R388K substitution, was able to fully restore cancerous growth in vivo (Fig. 3e, f and Supplementary Fig. 3c). We further confirmed that CARM1i phenocopies genetic ablation of CARM1 and NFIB methylation in H69 and CORL47 cells and that inhibitor does not exert an unspecific effect on cancer cells growth (Supplementary Fig. 3d, e). Similar to genetic or pharmacological inhibition of CARM1 and ablation of NFIB methylation, we observed reduced tumorigenic capacity of SCLC cells upon TRIM29 deletion (Supplementary Fig. 3f, g). Together, these data argue that CARM1 regulates SCLC tumor growth via methylation of NFIB R388 and the subsequent recruitment of the methylation reader TRIM29.

**Fig. 3:**
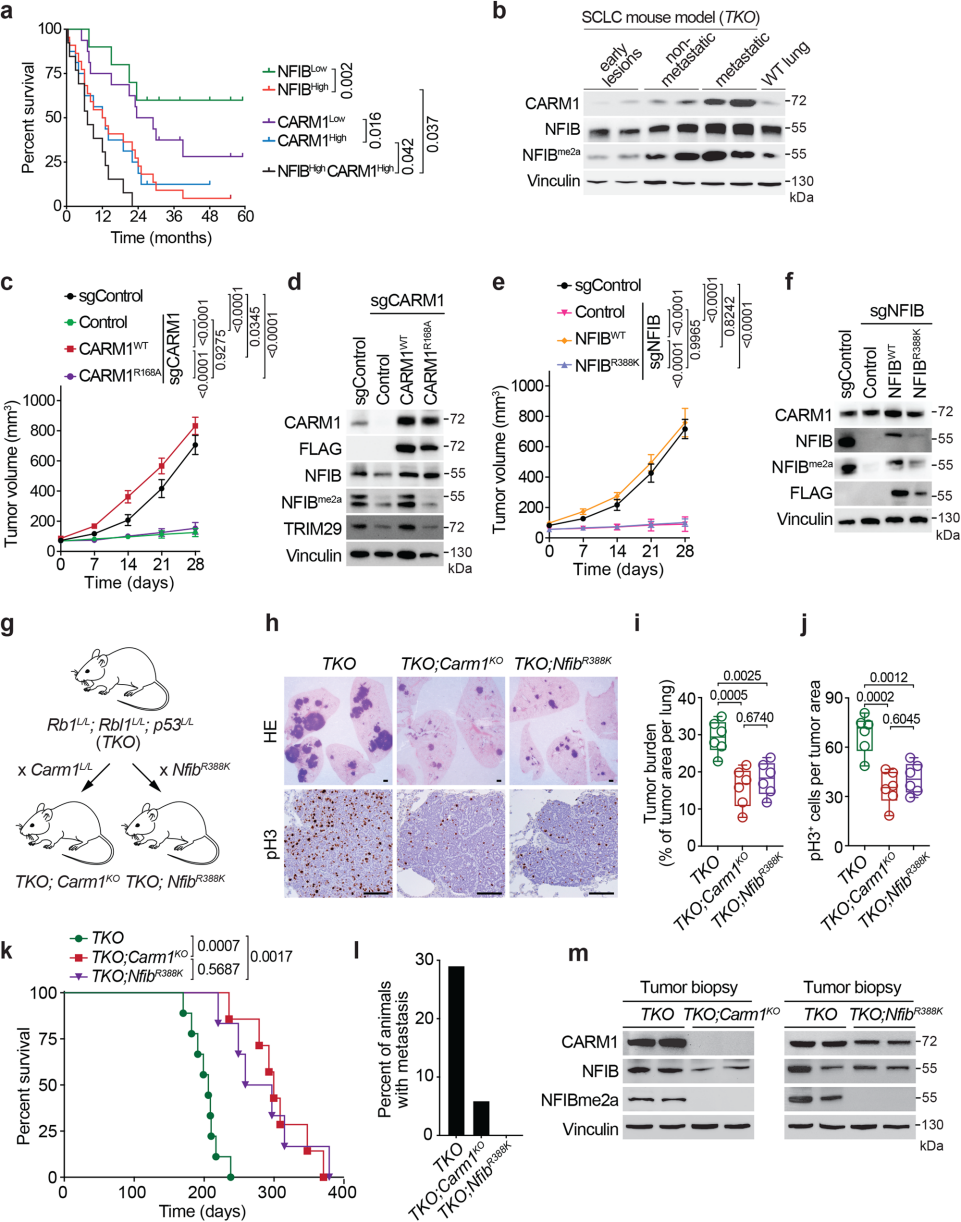
CARM1-mediated methylation of NFIB at K388 promotes SCLC pathogenesis. **a** High expression of CARM1 and NFIB predicts poor SCLC patient survival. Analysis of SCLC tissue array IHC for CARM1 and NFIB. *P* values by Log-rank test, *n* = 32 (16 ♂ / 16 ♀, no sex difference noted). **b** Immunoblot analysis of CARM1, NFIB and NFIB^R388me2a^ in three independent and representative tissue biopsies lysates (of six analyzed) from SCLC mouse model (*TKO*) at early and late stages of tumorigenesis with non-metastatic and metastatic disease. **c** H69 SCLC cells xenograft growth in NSG mice modified to express sgRNA CARM1 or sgRNA control and overexpressing WT or catalytically deficient R168A CARM1 (*n* = 5; *P* values by two-way ANOVA with Tukey’s testing for multiple comparisons, data represent mean ± SEM). **d** Immunoblots with indicated antibodies of cell lysates as in (**c**). **e** Complementation of sgRNA NFIB depleted H69 SCLC cells with WT or R388K mutant NFIB shows that NFIB methylation is required for SCLC cell growth in vivo (*n* = 5; *P* values determined as in (**c**)). sgControl as in (**c**). **f** Immunoblots with indicated antibodies of cell lysates as in (**e**). **g** Schematic of the *Rb1; Rbl2; Trp53* (*TKO*) mouse SCLC models harboring either a conditional *Carm1*^*L/L*^ knockout allele or a *Nfib* R388K mutant. **h** Representative HE and IHC of phospho-H3 staining, scale bars, 100 µm. **i** Quantification of tumor burden in indicated mutant mice (*n* = 6, balanced ♂/♀, no sex difference noted). *P* values by two-way ANOVA with Tukey’s testing for multiple comparisons; box plots, the line indicates the median, the box marks the 75th and 25th percentiles and the whiskers indicate the minimum and maximum values. **j** Quantification of proliferation marker (phospho-H3^+^ cells) in indicated mutant mice as in (**i**) (*n* = 6). **k** Kaplan–Meier survival curves of *TKO* control (*n* = 9, median survival 193d) and *TKO;Carm1*^*KO*^ (*n* = 7, 297d) *and TKO;Nfib*^*R388K*^ mutant mice (*n* = 6, 288d). *P* values by Log-rank test, balanced ♂/♀, no sex difference noted. **l** Liver metastasis incidence in the indicated mouse models as in (**i**). **m** Immunoblots with indicated antibodies of two independent and representative tumor biopsy lysates from indicated mutant mice. In all panels, Vinculin is a loading control.

### The CARM1/NFIB partnership promotes cancer in SCLC GEMMs

To directly test the role of the CARM1-NFIB axis in SCLC pathogenesis, we generated a *Nfib*^*R388K*^ mutant mouse model using a CRISPR/Cas9 strategy. The donor DNA for the homologous recombination-driven mutation was designed to replace R^388^ with a lysine residue, and at the same time, disrupt an EcoRV site in the *Nfib* gene (Supplementary Fig. 3h). The loss of the EcoRV site made for efficient genotyping (Supplementary Fig. 3i). *Nfib*^*R388K*^ homozygous mice were viable and displayed no overt phenotypes. To further validate the establishment of a mutant NFIB mouse model, we immunoprecipitated NFIB from lung and spleen tissue of wild-type or *Nfib*^*R388K*^ homozygous mice and performed Western analysis using the anti-NFIBme2a antibody we developed (Fig. 1e). NFIB IPed from wild-type mice, but not *Nfib*^*R388K*^ homozygous mice, can be detected with the anti-NFIBme2a antibody, thus confirming that the R388 site is mutated in the mouse model (Supplementary Fig. 3j). We then crossed the *Nfib*^*R388K*^ mouse with the TKO GEMM of SCLC to obtained *TKO;Nfib*^*R388K*^ mice (Fig. 3g). In addition, we have previously generated a conditional knockout allele for CARM1^25^, and this mouse was also crossed onto the *TKO* line to generate *TKO;Carm1*^*KO*^ mice (Fig. 3g). Adenoviral-Cre intratracheal lavage was used to induce the conditional alleles recombination, and initiate cancer development. Both the loss of CARM1 and the mutation of the CARM1 methylation site on NFIB in the TKO mouse model resulted in dramatically reduced lung tumor burden, as well as the levels of the tumor cell proliferation biomarker, phospho-H3 (Fig. 3h–j). Both *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ mutant mice displayed significantly prolonged survival over the *TKO* control (Fig. 3k). Both models also display a striking decrease in liver metastasis (Fig. 3l). Loss of NFIB methylation was confirmed in both mouse models by Western blotting with the NFIBme2a antibody (Fig. 3m). These results support a role for CARM1-mediated arginine methylation of NFIB in the development of SCLC.

### CARM1 and NFIB share the ability to promote an open chromatin state

To gain a molecular understanding of the NFIB/CARM1 pathway, we perform ATAC-seq and RNA-seq on the same tumor biopsies obtained for *TKO*, *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ mutant mice. 

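ATAC-seq measures open chromatin as the number of sequenced reads where a transposase could cut the DNA. Libraries were made from lung tumors of 3 genotypes, with 3 libraries of each. TKO mice carry conditional alleles of Rb1, Trp53 and another retinoblastoma family gene, which is Rbl2 in the Results and Rbl1 in the sample labels. *TKO;Carm1* KO mice carry a conditional allele of Carm1 as well (CARM1 knockout tumors). In *TKO;Nfib* R388K mice, the arginine of NFIB that CARM1 methylates is replaced by lysine (NFIB mutant tumors). Cre was given at 8 weeks of age, and the labels place the collection of tumors 28 weeks later. The paper reports a lower tumor burden and longer survival in both mutants, and the stage of the tumors at collection was not compared here. By the Methods, the cells were sorted for their tdTomato reporter, which Cre switches on. The Results name tumor biopsies, and the Methods for ATAC-seq also name cancer cell lines, so the source of the cells is not settled here. The authors mapped the reads to mm10 with Bowtie2, removed duplicates with Picard and called peaks with MACS2. By the Methods, putative copy number altered regions were left out. The values are unnormalized counts of single reads, made with featureCounts according to the file header and with bedtools multicov according to the Methods. They cover 1 set of 111664 peaks common to all libraries, with a median length of 780 bp. Between 26917178 and 47653979 reads per library were counted on peaks, with a median of 41880423 in TKO, 35213156 in CARM1 knockout and 36907914 in NFIB mutant tumors. A peak with 3 reads or fewer in a library was taken as not detected, a limit of 0.063 to 0.112 CPM (counts per 1000000 counted reads). This limit covers counting error only, since PCR copies without molecular identifiers are not independent molecules. The 10 peaks with the most reads held between 13.5 and 32.6% of the counts of a library. Libraries were scaled by edgeR's TMM method, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment compared the genotypes in 1 model of all 9 libraries. The test covered the 111116 peaks kept by filterByExpr. A peak was called at an adjusted p under 0.1 with an absolute log2 fold change of at least 0.5, the thresholds of the Methods. With 3 libraries against 3 there are 10 splits, so an exact permutation test of a single value could not give a p under 0.10.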

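By the Methods, RNA-seq measured the transcripts of cells sorted for tdTomato from tumors of the same 3 genotypes, again with 3 libraries of each. The Results name tumor biopsies for RNA-seq as well. The authors trimmed the reads with Trim Galore, mapped them to mm10 with HISAT2 and counted them with htseq-count. The values are unnormalized counts for 46078 genes under Ensembl identifiers, where the Methods name RefSeq transcripts. Gene names and positions were taken from an annotation of the same build, GRCm38, which holds 45143 of these genes. Between 15848866 and 20915057 reads per library were counted on genes, with a median of 19090012 in TKO, 17819472 in CARM1 knockout and 17676402 in NFIB mutant tumors. The limit of 3 counts came to 0.143 to 0.189 CPM. Reads outside annotated genes made up 10.0 to 12.2% of the reads in the TKO libraries and 3.65 to 5.17% in the libraries of the mutants. The genes were tested as the peaks were, over the 15514 genes with enough counts, and a gene was called at an absolute log2 fold change of at least 0.8. The labels and the paper's text name no sequencing batch. Carm1 itself (ENSMUSG00000032185) lies on chromosome 9 from 21546894 to 21592623. It had 97.7, 103 and 44.5 CPM in the TKO libraries, 63.4, 79.1 and 50.8 CPM in the CARM1 knockout libraries and 100, 104 and 102 CPM in the NFIB mutant libraries. In CARM1 knockout tumors its log2 fold change against TKO was -0.34 (standard error 0.31, adjusted p = 0.41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called. Over 13 alternative settings the adjusted p ranged from 0.0538, without TKO replicate 3, to 0.772, and none of them called the gene. In NFIB mutant tumors the log2 fold change was 0.32, and between the mutants it was -0.66 (adjusted p = 0.571 from the same test). Gene counts do not resolve the exons that Cre removes, so they do not test the knockout itself.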

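Over all peaks tested, the median absolute log2 fold change against TKO was 2.02 in CARM1 knockout tumors and 2.11 in NFIB mutant tumors. In 61.7% of the peaks the 6 mutant libraries did not overlap the 3 TKO libraries, a separation that chance gives in 2.38% of peaks. The mutant libraries were all higher in 36739 peaks and all lower in 31775. The 5 largest rises and the 5 largest falls were taken from the peaks called in the same direction in both mutants, by a rule fixed beforehand. The rise with the most reads lay between genes on chromosome 11 from 35065318 to 35066891, 55120 bp from the start of Slit3. Its accessibility was 0.245 ± 0.0523 CPM (SD, n = 3) in TKO, 24.1 ± 2.29 CPM in CARM1 knockout and 24.5 ± 3.43 CPM in NFIB mutant tumors. The log2 fold changes were 6.62 (standard error 0.29, adjusted p = 3.18e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.64 (adjusted p = 2.11e-06). The other 4 rises lay in introns of Fyb (chromosome 15 from 6564624 to 6565561), Sh3tc2 (chromosome 18 from 62017242 to 62017933) and Lrrc4c (chromosome 2 from 97433847 to 97434848), and between genes on chromosome 4 from 7688359 to 7689268. Their mean in TKO was 0.0638 to 0.119 CPM, close to the limit of detection, so no fold is given. Among the falls, a peak on chromosome 6 from 62280703 to 62281705 had 18.5 ± 16.5 CPM in TKO, 0.0848 CPM in CARM1 knockout and 0.036 CPM in NFIB mutant tumors, of which only the NFIB mutant libraries were all under the limit (adjusted p = 0.000284 and 0.000177), and its TKO mean was 10.3 CPM without TKO replicate 2. A peak on chromosome 12 from 66591302 to 66592500 had 22.6 ± 19.0 CPM in TKO (14.9 CPM without TKO replicate 2), 0.0431 CPM in CARM1 knockout and 0.164 CPM in NFIB mutant tumors. The remaining 3 falls, on chromosome 12 from 12347310 to 12357345, from 12656593 to 12816188 and from 12865716 to 12926928, neighbour Mycn. The 123 peaks within 1000000 bp of Mycn held 9.29 and 9.09% of all counts in TKO replicates 1 and 2, 0.151% in TKO replicate 3 and at most 0.114% in any mutant library. Accordingly, the last of these peaks had 10200 ± 9070 CPM in TKO and 18.1 and 16.6 CPM on average in the mutants, and its fall was set by those 2 TKO libraries.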

ATAC-seq revealed massive changes in chromatin accessibility. 

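Each peak was placed by its middle on the annotation of GRCm38 as promoter, within 1000 bp of a transcription start site, or else as exon, intron or intergenic. A peak was counted as present in a genotype at 1 CPM or more in at least 2 of its libraries. By this measure 68090 peaks were present in TKO, 73327 in CARM1 knockout and 73240 in NFIB mutant tumors. Promoters held 22.6% of the peaks present in TKO, 21.0% of those in CARM1 knockout and 20.9% of those in NFIB mutant tumors. Introns held 42.4, 42.9 and 42.9%, and intergenic sequence 30.3, 31.9 and 32.0%. The share of exonic peaks was 4.65% in TKO, 4.18% in CARM1 knockout and 4.19% in NFIB mutant tumors. Computed library by library, this share of peaks had an SD of 0.0539, 0.0444 and 0.0677 percentage points within the genotypes (n = 3 each), so the gap between TKO and the mutants was larger than the spread between libraries. By reads in place of peaks the order was the opposite, with 2.04 to 2.23% of the counts in exonic peaks in the TKO libraries and 2.31 to 2.79% in the mutant libraries. The choice that moved it most was placing peaks by any overlap, in the order promoter, exon, intron and intergenic, which gave an exonic share of 10.8% in TKO. Of all peaks, 15.4% were at promoters. Among the peaks called higher than in TKO, promoters made up 6.52% in CARM1 knockout and 6.54% in NFIB mutant tumors, and among those called lower they made up 17.2 and 18.7%.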

Mapping of the accessibility in different genomic regions reveals that *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ show similar patterns compared to *TKO* (Supplementary Fig. 4a). 

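Against TKO, 42971 peaks were called higher and 36014 lower in CARM1 knockout tumors, together 71.1% of those tested. In NFIB mutant tumors 43655 peaks were called higher and 37777 lower, together 73.3%. With the mutants set against TKO together, 45593 peaks were higher and 38768 lower. The alternative that moved these counts most kept only peaks with at least 10 reads in every library. It left 65496 peaks to test, of which 38831 were called in CARM1 knockout and 40676 in NFIB mutant tumors. The split into higher and lower peaks moved with the scaling. When libraries were scaled by their totals alone, the median log2 fold change of all peaks rose by 0.57 in both mutants. The calls then came to 52571 higher and 27254 lower peaks in CARM1 knockout tumors and 52670 higher and 29271 lower in NFIB mutant tumors, with 65.9 and 64.3% of the calls higher in place of 54.4 and 53.6%. The Methods take the depth from start sites of uniformly expressed genes. With 806 start-site peaks of 885 genes whose log2 expression changed by less than 0.25 in both mutants, 49496 peaks were called higher and 29061 lower in CARM1 knockout tumors, and 51205 higher and 29874 lower in NFIB mutant tumors. This scaling raised the median by 0.42 and 0.50. An offset for the GC content of the peaks raised it by 0.39 and 0.37 and gave 61.6 and 60.6% higher among the calls.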

A more detailed analysis of all changes in chromatin accessibility revealed that loss of CARM1 or mutation of NFIB cause over 30,000 sites of up- and downregulation (Fig. 4a, b). Importantly, when changes between *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ are compared, there is almost no difference in accessibility (Fig. 4c), which implies that the chromatin changes observed in *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ are matching. This is also true for the RNA-seq changes observed between tumor samples (Supplementary Fig. 4b). 

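Between CARM1 knockout and NFIB mutant tumors no peak was called in either direction, and the smallest adjusted p was 0.124. At an unadjusted p under 0.05 there were 6813 peaks. The median absolute log2 fold change between the mutants was 0.35. The alternative that moved this count most was DESeq2, which the Methods name for the paper's own comparisons. Its Wald test called 523 peaks higher and 537 lower in CARM1 knockout than in NFIB mutant tumors. Fitting the libraries of the mutants alone gave 16 calls, scaling by totals alone gave 7, and at least 10 reads in every library gave 8. Leaving out TKO replicate 3 gave 50 calls. The spread between tumors of a genotype bounds what a count of 0 can exclude. Counts were simulated with the spread of these libraries and a change in 200 peaks. Of these changes between the mutants, 20.2% of the 4-fold and 47.0% of the 8-fold ones were called. With so few changed peaks the adjustment of p is strict, so these shares do not hold for a widespread difference. In both mutants against TKO the same 9 libraries gave calls in most peaks. The paper reasons that the near absence of differences between the mutants implies matching chromatin changes in the NFIB mutant and the CARM1 knockout tumors.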

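In RNA-seq, 3185 genes were called higher and 2836 lower in CARM1 knockout tumors against TKO, together 38.8% of the genes tested. In NFIB mutant tumors 3459 genes were called higher and 3640 lower, together 45.8%. Between the mutants no gene was called, the smallest adjusted p was 0.115, and 1414 genes had an unadjusted p under 0.05. Median absolute log2 fold changes were 0.92 and 1.02 against TKO and 0.32 between the mutants. DESeq2, which the Methods name for RNA-seq as well, moved the comparison of the mutants most, with 316 genes higher and 222 lower in CARM1 knockout tumors. For the comparisons with TKO it was the filter for at least 10 counts in every library, which called 4520 of 10947 genes in NFIB mutant tumors. Scaling by totals alone lowered the median log2 fold change of all genes, to a shift of -0.27 in CARM1 knockout and -0.33 in NFIB mutant tumors. The share of higher genes among the calls then fell from 52.9 to 39.4% and from 48.7 to 35.8%. In 45.5% of the genes the mutant libraries did not overlap the TKO libraries, 3452 being higher in every mutant library and 3610 lower. In simulated counts with the spread of these libraries and 200 changed genes, 33.3% of the 4-fold changes between the mutants were called. This share does not hold for a widespread difference either. The 5 largest rises and falls were chosen as for the peaks. Saa3 (ENSMUSG00000040026, chromosome 7 from 46711998 to 46715700) had 0.0882 ± 0.0886 CPM (SD, n = 3) in TKO, 1030 ± 1290 CPM in CARM1 knockout and 732 ± 1180 CPM in NFIB mutant tumors. Its log2 fold changes were 13.38 (standard error 2.74, adjusted p = 0.0093 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 12.88 (adjusted p = 0.00821). The TKO libraries held 0, 2 and 4 counts of Saa3, so the size of these folds rests on counts near the limit. The TKO libraries were at or under the limit of 3 counts for the other rises, Mfap5, Siglecg, Steap4 and Slit3. Slit3 (ENSMUSG00000056427) was at least 1380-fold higher in CARM1 knockout and at least 3780-fold higher in NFIB mutant tumors, Steap4 at least 838-fold and 747-fold, Mfap5 at least 396-fold and 516-fold, and Siglecg at least 163-fold and 403-fold. Single libraries moved several of these bounds by over 1.5 times. For CARM1 knockout tumors they were 820-fold for Slit3 and 529-fold for Steap4 without replicate 1, and 213-fold for Mfap5 and 102-fold for Siglecg without replicate 3. For Slit3 in NFIB mutant tumors it was 2430-fold without replicate 2. Saa3 averaged 296 CPM in CARM1 knockout tumors without replicate 1 and 50.6 CPM in NFIB mutant tumors without replicate 2. The falls were Calb1, Plppr5, Gria2, Reln and Epha5. Gria2 (ENSMUSG00000033981, chromosome 3 from 80681450 to 80802835) had 170 ± 46.8 CPM (SD, n = 3) in TKO and 0.0936 ± 0.162 CPM in CARM1 knockout tumors (log2 fold change -10.65, adjusted p = 0.000748), and it was at least 893-fold lower in NFIB mutant tumors. The CARM1 knockout libraries held 0, 0 and 5 counts of Gria2, so the size of -10.65 also rests on counts near the limit. Calb1 was at least 1560-fold lower in CARM1 knockout tumors, with 42.0, 6.12 and 906 CPM in the TKO libraries, or at least 118-fold without TKO replicate 3. Reln was at least 227-fold and Epha5 at least 195-fold lower in CARM1 knockout tumors, and Plppr5 was at least 258-fold lower in NFIB mutant tumors, or 149-fold without TKO replicate 3. All of these genes were called in both mutants under each of the 13 alternatives. Lists of marker genes fixed beforehand moved as well. The median gene of 6 fibroblast genes had 0.144 to 4.38 CPM in the TKO libraries and 1640 to 3610 CPM in the libraries of the mutants. The median of 12 neuroendocrine genes was 86.8 to 208 CPM in TKO, 95.8 CPM in CARM1 knockout replicate 3 and at most 0.669 CPM in the other mutant libraries.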

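Across the 15514 genes tested, which are not independent replicates, the log2 fold changes against TKO of CARM1 knockout and NFIB mutant tumors correlated with Pearson's r = 0.868, a slope of 1.03 and the same sign in 88.8% of genes. Across peaks, which are not independent either, r was 0.963, Spearman's rho 0.964, the slope 1.00 and the share with the same sign 94.5%. Both sets of fold changes share the 3 TKO libraries. In 20 simulated RNA-seq experiments in which all 9 libraries came from 1 mean, the shared libraries alone gave a mean r of 0.492, at most 0.520, and the same sign in 66.6% of genes. In 10 such ATAC-seq experiments the mean r was 0.511, at most 0.517, with the same sign in 67% of peaks. With separate TKO libraries for each mutant, the mean r was 0.764 in RNA-seq, from 0.737 to 0.799 over the ways to divide them, and 0.853 in ATAC-seq, from 0.790 to 0.883. The alternative that moved the RNA-seq value most was DESeq2's fold changes over all genes with a count, with r = 0.763. When each library was left out in turn, r stayed between 0.802 and 0.901 for genes and between 0.952 and 0.967 for peaks. In the principal component analysis of the 500 most variable genes, the first component held 79.5% of the variance and the second 8.56%. The first component placed the TKO libraries at 98.1 to 113, CARM1 knockout replicate 3 at 5.28 and the other mutant libraries lower still, down to -76.5. For peaks it held 88.9% and the second 5.12%, with the TKO libraries at 55.0 to 101 and the mutant libraries at -54.7 to -25.4. Over all tested features in place of the 500 most variable, the first component held 63.9% in RNA-seq and 75.2% in ATAC-seq. Library by library, log2 CPM correlated with a mean r of 0.895 between CARM1 knockout and NFIB mutant libraries in RNA-seq, against 0.896 within CARM1 knockout, 0.915 within NFIB mutant and 0.918 within TKO libraries. Between TKO and the mutants the mean was 0.664 for CARM1 knockout and 0.638 for NFIB mutant. In ATAC-seq the mean was 0.890 between the mutants, against 0.895 within CARM1 knockout, 0.902 within NFIB mutant and 0.869 within TKO libraries. Between TKO and the mutants it was 0.391 and 0.364. Hierarchical clustering into 2 groups set the TKO libraries apart from all mutant libraries in both assays. Into 3 groups, it set CARM1 knockout replicate 3 apart in RNA-seq and TKO replicate 3 apart in ATAC-seq.

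**Figure D1:**
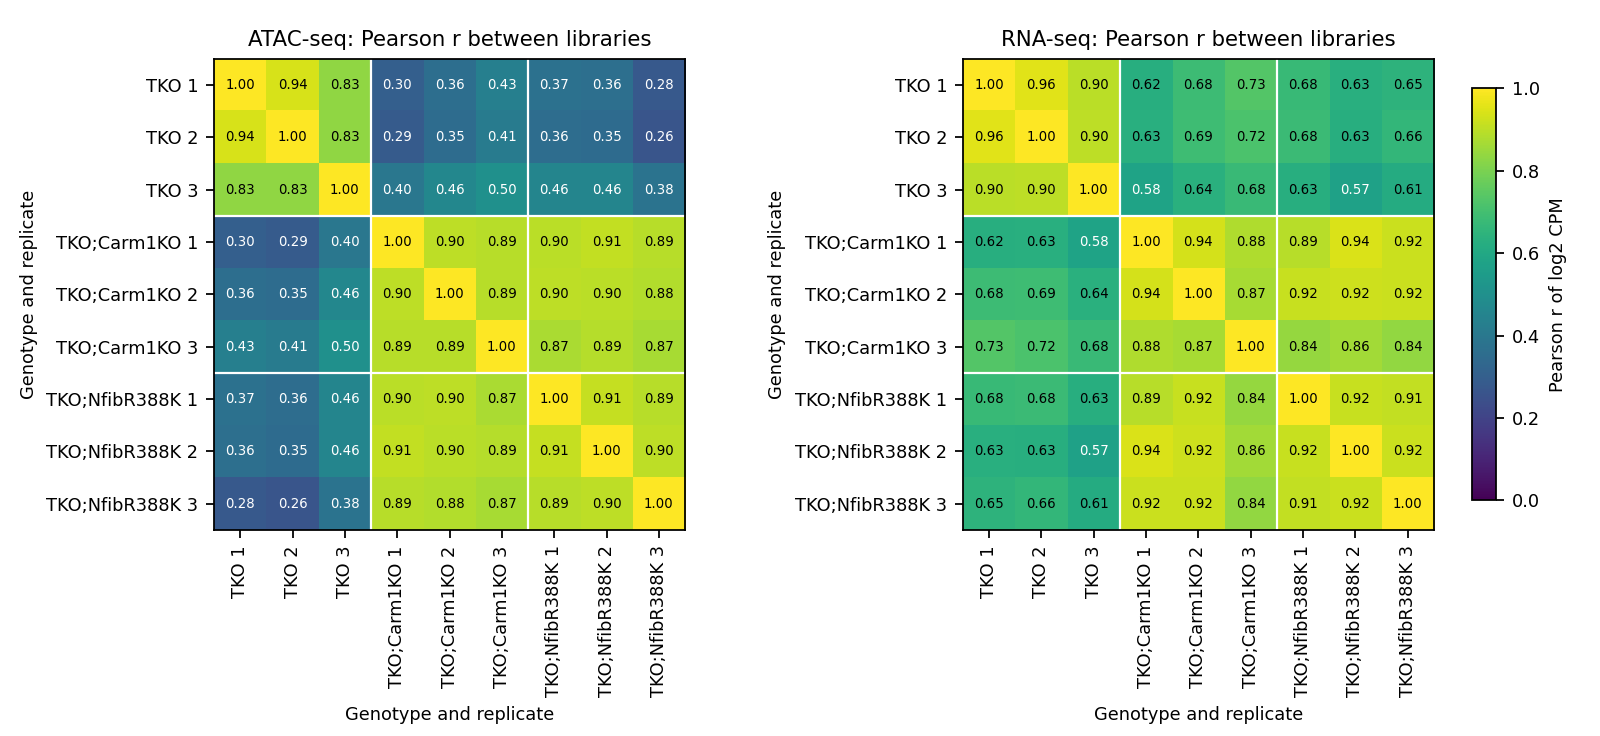
Pearson's r of log2 CPM between every pair of the 9 libraries, for ATAC-seq and for RNA-seq, with libraries ordered by genotype on both axes and r given by the color. The libraries of the mutants form 1 block apart from the TKO libraries, and the lowest r between a TKO and a mutant library is 0.264 in ATAC-seq and 0.573 in RNA-seq.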

The similarity of the accessibility and expression changes, between *TKO;Nfib*^*R388K*^ and *TKO;Carm* ^*KO*^ tumors, is further validated by measurement of the linear correlation of these two data sets (Fig. 4d, e), the apparent grouping of *TKO;Nfib*^*R388K*^ and *TKO;Carm* ^*KO*^ when gene cluster analysis is performed on the transcriptome changes (Fig. 4f) and the principal component analyses (Supplementary Fig. 4c, d). 

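Of the 7947 genes called in CARM1 knockout or NFIB mutant tumors against TKO, 5167 (65.0%) were called in both in the same direction, 2782 higher and 2385 lower. They made up 85.8% of the calls in CARM1 knockout and 72.8% of those in NFIB mutant tumors, and 6 genes were called in opposite directions. Of the 87326 peaks called in either mutant, 73065 (83.7%) were called in both in the same direction and 26 in opposite directions. Of the 20 simulated RNA-seq experiments without any change, 1 had a call common to both mutants, and of the 10 for ATAC-seq 0. At an adjusted p under 0.05 the share was 81.3% of the peaks. It moved further without CARM1 knockout replicate 1, to 54.1% of the genes and 79% of the peaks. Peaks were assigned to the gene with the nearest start site within 50000 bp, and 3925 genes were then called in both mutants in both assays, irrespective of direction. Gene sets were tested with camera at a preset correlation between genes, over 23 sets that had been fixed before except for a list of Trp53 targets. At an adjusted p under 0.05 it called 14 sets in CARM1 knockout and 13 in NFIB mutant tumors, and 13 in both in the same direction. Of these, 9 were also called in both by fry, and none was called at a correlation estimated from the libraries. Among the Reactome sets, Interferon Signaling had a median log2 fold change of 2.01 in CARM1 knockout (adjusted p = 5.91e-07) and 2.13 in NFIB mutant tumors (adjusted p = 4.14e-06), or 1.97 and 2.12 with genes under the limit of detection set to their bound. Cytokine Signaling rose by 1.32 and 1.46 (1.26 and 1.35 at the bound), Immune System by 0.69 and 0.74 (0.68 and 0.74) and Apoptosis by 0.52 and 0.55. Neuronal System fell, with medians of -1.07 and -1.77 (adjusted p = 0.0011 and 0.000249, and -1.07 and -1.71 at the bound). E2F-mediated regulation of DNA replication had -0.49 and -0.62, and Chromatin organization -0.24 and -0.31 (adjusted p = 0.0321 and 0.0465). The latter lost its call in CARM1 knockout tumors in 5 and in NFIB mutant tumors in 6 of the 9 fits that each left out 1 library. The former lost it in CARM1 knockout tumors without TKO replicate 2 or CARM1 knockout replicate 3. S phase genes had medians of -0.78 and -0.70 (adjusted p = 2.97e-05 and 0.000228). G2M phase genes were called in CARM1 knockout only (-0.32, adjusted p = 0.00817) with -0.33 in NFIB mutant tumors (adjusted p = 0.0829), and a difference between the mutants was not called for this set. Reactome G2 M Checkpoints (-0.27 and -0.23), Cell Cycle (-0.21 and -0.19), DNA Repair (-0.12 and -0.19), Mitotic Spindle Checkpoint (-0.08 and -0.04) and a list of 27 E2F-regulated replication genes (-0.48 and -0.31) were not called. A list of 30 neural fate transcription factors had medians of -3.14 and -5.63 (adjusted p = 0.000691 and 0.000671, and -3.13 and -5.03 at the bound). Of its 20 genes tested, 6 were lower in CARM1 knockout and 14 in NFIB mutant tumors, or 5 and 15 adjusted over the list alone, where 1 was higher in the latter. Without CARM1 knockout replicate 3 the median in CARM1 knockout tumors was -5.35. The genes nearest the NFIB peaks that the paper mapped in HeLa cells rose by 0.43 and 0.53 (adjusted p = 0.00346 and 0.00422), and those nearest peaks of NFIB with H3R17me2a by 0.64 and 0.78. Between the mutants camera called 3 sets, the neuroendocrine genes (5.93), the leukocyte genes (1.12) and Neuronal System (0.34), and fry called none of them. These calls rested on CARM1 knockout replicate 3, without which none of the 3 was called and the medians were -0.19, -0.06 and -0.01. Neuronal System also lost its call with the replicate block, with totals alone, and without any single TKO library or NFIB mutant replicate 2 or 3. The leukocyte genes also lost theirs with the replicate block and without NFIB mutant replicate 3. The number of sets called between the mutants was 1 without CARM1 knockout replicate 3, 1 with the replicate block and 8 without NFIB mutant replicate 1. Adjusted over the list alone, 11 of the 12 neuroendocrine genes were higher in CARM1 knockout than in NFIB mutant tumors, all but Grp, with adjusted p-values from 0.0408 to 0.0833. Of the lung epithelium genes, Sftpb (log2 fold change -8.94, adjusted p = 0.0866) and Sftpa1 (-8.15, adjusted p = 0.0943) were lower. Without CARM1 knockout replicate 3, NFIB mutant replicate 2 or NFIB mutant replicate 3 the count of neuroendocrine genes was 0, and that of lung epithelium genes was 0 in 7 of the 9 fits that each left out 1 library. These genes were singled out after their values were seen, and none of them was called over all genes.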

As would be expected from these parallels, *TKO;Nfib*^*R388K*^ and *TKO;Carm* ^*KO*^ tumors display overlap in the Venn diagram depicting differentially expressed genes and chromatin accessibility changes (Supplementary Fig. 4e) and share GSEA signatures (Fig. 4g and Supplementary Fig. 5a). In addition, we found that previously published^27^ NFIB ChIP-seq peaks obtained from murine KP1 cells significantly overlapped with the down-regulated ATAC-seq peaks in *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ versus *TKO* control of which over 93% shared peaks between *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ (Supplementary Fig. 4f). 

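The NFIB peaks of KP1 cells were not analysed here. Among the peaks lower than in TKO, 34171 were called in CARM1 knockout and NFIB mutant tumors alike. These made up 94.9% of the lower peaks of CARM1 knockout tumors, 90.5% of those of NFIB mutant tumors and 86.2% of the peaks lower in either.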

As an example of some of the commonly regulated targets, which require both CARM1 and the NFIB methylation site, we show the browser tracks for LINGO1, SOX1, EPHB3, FOXA and MYCL (Supplementary Fig. 5b) and validate that these changes also occur at the protein level (Fig. 4h). Thus, CARM1 methylates NFIB and together they cooperate to reshape chromatin and coregulate gene expression.

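Lingo1 (ENSMUSG00000049556, chromosome 9 from 56618475 to 56796468) had 76.5 ± 15.3 CPM (SD, n = 3) in the TKO RNA-seq libraries, 1.14 ± 1.38 CPM in CARM1 knockout and 0.368 ± 0.437 CPM in NFIB mutant tumors. Its log2 fold changes were -6.05 (standard error 1.34, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.67 (standard error 1.46, adjusted p = 0.00568), and all 13 alternatives called both. Its mean was 0.355 CPM in CARM1 knockout tumors without replicate 3 and 0.127 CPM in NFIB mutant tumors without replicate 1. Of the 22 ATAC-seq peaks from 5000 bp upstream of Lingo1 to its end, 19 were called lower in both mutants. Sox1 (ENSMUSG00000096014, chromosome 8 from 12395295 to 12400126) had 62.2, 43.2 and 149 CPM in the TKO libraries. In CARM1 knockout tumors it had 0, 0.0583 and 17.5 CPM, and its log2 fold change of -3.85 (standard error 1.83, adjusted p = 0.133) was not called. Without replicate 3, which gave the last of these values, the CARM1 knockout libraries held 0 and 1 counts, under the limit, so no fold is given. The fall was called in that fit (adjusted p = 0.00179, within a range of 0.00179 to 0.262 over the alternatives). DESeq2 and the replicate block called it with replicate 3 included. In NFIB mutant tumors Sox1 was at least 445-fold lower than in TKO (adjusted p = 0.0147), or 276-fold without TKO replicate 3. All 4 peaks at Sox1 were called lower in both mutants, and 2 of them without TKO replicate 3. Ephb3 (ENSMUSG00000005958, chromosome 16 from 21204755 to 21223305) had 60.7 ± 17.1 CPM in TKO, 70.2 ± 24.2 CPM in CARM1 knockout and 61.6 ± 4.86 CPM in NFIB mutant tumors. Its log2 fold changes of 0.21 (adjusted p = 0.602) and 0.02 (adjusted p = 0.958) were smaller than the spread between tumors, and no alternative called them. Scaled by library totals alone they were -0.05 and -0.29. At Ephb3, 4 of 5 peaks were lower in both mutants, or 2 of 5 without TKO replicate 2, without CARM1 knockout replicate 1, with totals alone or with depth from start sites. The figures of the paper name EFNB3 in place of EPHB3. Efnb3 (ENSMUSG00000003934, chromosome 11 from 69554092 to 69560205) had 13.4 ± 3.68 CPM in TKO, 0.681 ± 0.0743 CPM in CARM1 knockout and 0.948 ± 0.364 CPM in NFIB mutant tumors. The log2 fold changes were -4.28 (adjusted p = 0.00118) and -3.81 (adjusted p = 0.00128), and both of its peaks were called lower in both mutants. Mycl (ENSMUSG00000028654, chromosome 4 from 122995652 to 123002485) had 146, 14.7 and 7.18 CPM in TKO, 14.7, 7.87 and 11.4 CPM in CARM1 knockout and 1.40, 2.03 and 2.16 CPM in NFIB mutant tumors. In CARM1 knockout tumors its log2 fold change of -2.30 (adjusted p = 0.108) was not called and rested on TKO replicate 1, without which it was 0.07 (adjusted p = 0.93, within a range of 0.0394 to 0.93). DESeq2, scaling by totals alone, and the fits without TKO replicate 2 or 3 called it. In NFIB mutant tumors it was -4.90 (adjusted p = 0.0121), and -2.54 without TKO replicate 1. Of the 3 peaks at Mycl, 2 were lower and 1 was higher in both mutants, and without TKO replicate 1 a single peak was lower. At Foxa1, 2 of 3 peaks were lower in both mutants. Nfib (ENSMUSG00000008575, chromosome 4 from 82290173 to 82705750) had 524 ± 89.7 CPM in TKO, 126 ± 78.3 CPM in CARM1 knockout (80.9 CPM without replicate 2) and 93.3 ± 11.0 CPM in NFIB mutant tumors. Its log2 fold changes were -2.06 (adjusted p = 0.00799) and -2.49 (adjusted p = 0.00325). The median over the 24 genes tested within 5000000 bp of Nfib was -0.92 with the mutants together, and over the 296 peaks in that region it was 0.14. A set of 18 genes was taken from those the paper names for these tumors, their alleles or its cell experiments. Nfia, Nfic, Nfix, Trim29 and Tdrd3 came from the cell experiments. Of the 18 genes, 7 were called in the same direction in both mutants: Nfib, Nfic, Tdrd3, Lingo1, Lingo2, Efnb3 and Rb1. Nfic rose by 1.22 and 1.20 on the log2 scale, Tdrd3 fell by 0.85 and 1.10, Rb1 fell by 1.32 and 1.64, and Lingo2 was at least 8.25-fold and 8.80-fold lower. Nfia (-1.21), Rbl2 (-0.89) and Trim29 (5.09) were called in CARM1 knockout tumors only, and Sox1, Foxa1 and Mycl in NFIB mutant tumors only. None of these genes was called between the mutants, which does not show that they were equal. Their log2 fold changes in CARM1 knockout against NFIB mutant tumors were -0.54 for Nfia, -0.38 for Rbl2 and 3.26 for Trim29. For Sox1, Foxa1 and Mycl they were 7.74, 3.37 and 2.60. Nfix, Rbl1, Trp53, Ephb3 and Carm1 were not called. Scaling by totals alone gave 11 in place of 7, and leaving out 1 library gave between 5 and 7, with 5 without TKO replicate 1, CARM1 knockout replicate 1 or CARM1 knockout replicate 2. Rb1 in CARM1 knockout tumors (adjusted p = 0.0932, with a range of 0.0389 to 0.23) was called in 5 of 13 alternatives and lost its call in 7 of the 9 fits that each left out 1 library. Without TKO replicate 1 the call of Rb1 in NFIB mutant tumors was lost as well (adjusted p = 0.109, within a range of 0.0154 to 0.109). Tdrd3 was called in CARM1 knockout tumors in 10 alternatives, Nfic in 11, Nfia in 9, Rbl2 in 8 and Trim29 in 12. Of the 229 peaks at the 18 genes, 140 were called in the same direction in both mutants.

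**Figure D2:**
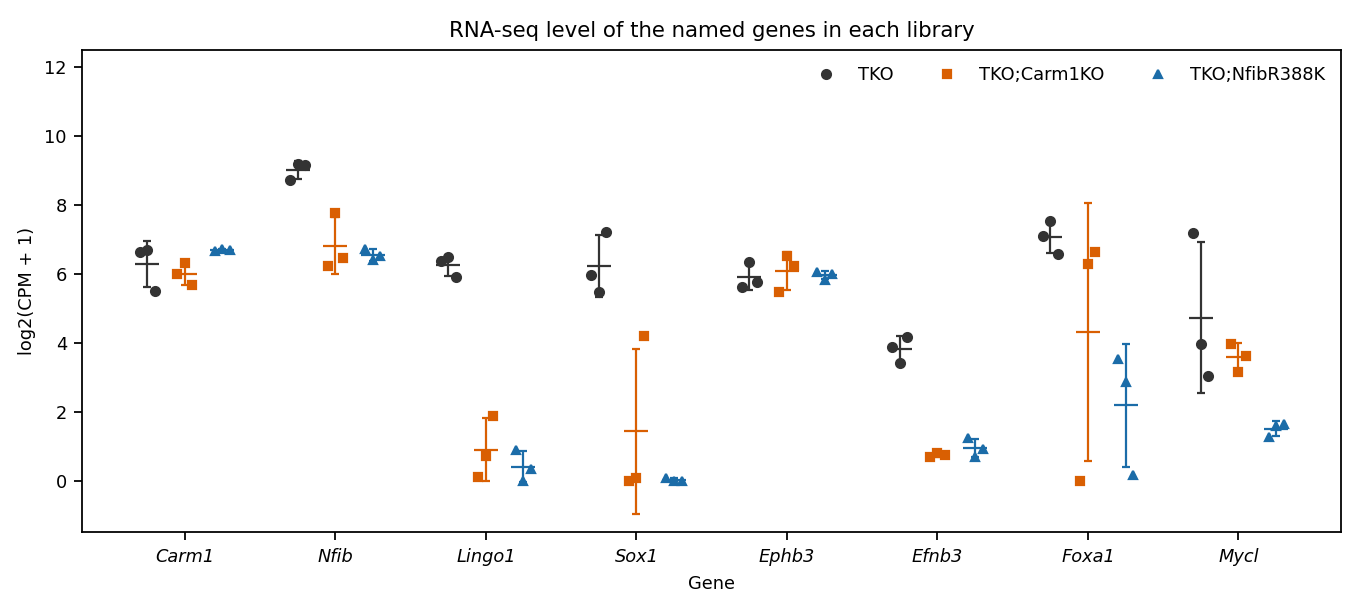
RNA-seq counts of Carm1, Nfib, Lingo1, Sox1, Ephb3, Efnb3, Foxa1 and Mycl as log2 of CPM plus 1, with 1 point per library and bars for the mean ± SD of the 3 libraries of each genotype. Lingo1, Efnb3 and Nfib are lower in every mutant library than in every TKO library, Ephb3 overlaps between the genotypes, and Sox1 in CARM1 knockout replicate 3 lies apart from the other mutant libraries.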

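Accessibility and expression were joined by gene over the 13976 genes tested in both assays. In both mutants, 2074 genes were lower in RNA-seq and 7235 had at least 1 lower peak among those nearest to their start sites. Both held for 1532 genes, where 1074 would overlap by chance (odds ratio 3.07, 95% confidence interval 2.77 to 3.42, Fisher's exact test, two-sided, p = 1.51e-109). Since genes are not independent, this p describes the overlap only. The 1532 genes were 73.9% of those lower in RNA-seq. For higher expression and accessibility the overlap was 2034 genes against 1303 by chance, with an odds ratio of 4.43. With peaks assigned within 5000 bp the genes lower in both measures numbered 1374, and DESeq2, the alternative that moved the count most, gave 2096. Without CARM1 knockout replicate 1 there were 1076, and without CARM1 knockout replicate 3 there were 1960. From the matching changes in chromatin and transcripts, and from protein blots of example targets, the paper concludes that CARM1 and NFIB act together on chromatin and jointly regulate genes.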

**Fig. 4:**
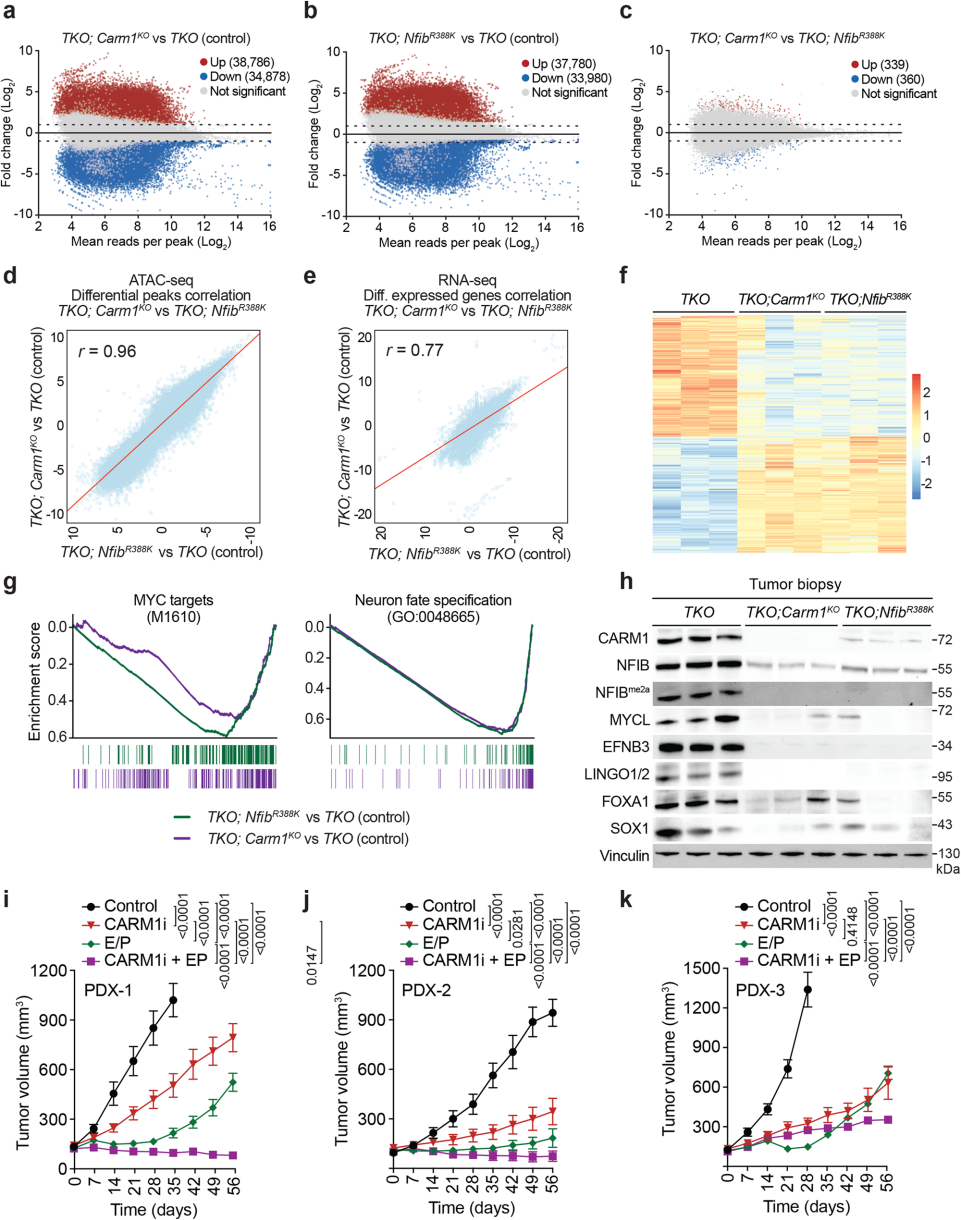
CARM1 methylation of NFIB regulates chromatin accessibility of SCLC cell to promote tumor growth. **a**–**c** ATAC-seq analysis of regions of differential chromatin accessibility in *TKO* (control) vs *TKO;Nfib*^*R388K*^ vs *TKO;Carm1*^*KO*^. **d** Correlation of differential chromatin accessibility between control, NFIB mutant and CARM1 knockout tumors collected from *n* = 3 independent mice for each group. Pearson’s correlation coefficient (*r*) was calculated. **e** Correlation of differential gene expression between control, NFIB mutant and CARM1 knockout tumors collected from n = 3 independent mice for each group. Pearson’s correlation coefficient (*r*) was calculated. **f** Gene clusters analysis of the expression changes detected by RNA-seq. **g** The CARM1-NFIB axis regulates multiple oncogenic programs. Examples of top gene set enrichment analysis (GSEA) signatures associated with CARM1 and NFIB K388 methylation deficiency in cancer cells isolated from *TKO* (control) vs. *TKO;Nfib*^*R388K*^ vs. *TKO;Carm1*^*KO*^ mutant mice. Normalized enrichment scores (NES) and false discovery rate (FDR) are provided (detailed statistics description in “Methods”). **h** Immunoblots with the indicated antibodies of tumor biopsy lysates from *TKO* (control), *TKO;Nfib*^*R388K*^, *TKO;Carm1*^*KO*^ mutant mice. Two independent samples are shown for each genotype. Vinculin shown as a loading control. **i**–**k** CARM1 inhibition attenuates the growth of three SCLC PDX models and in combination with Etoposide and Cisplatin (E/P) lead to tumor regression in NSG mice. Tumor volume quantification and immunoblots of the PDX were treated as indicated (*n* = 6 mice per group; *P* values were determined by two-way ANOVA with Tukey’s testing for multiple comparisons, data represent mean ± SEM).

### CARM1 small molecule inhibitors have therapeutic potential for the treatment of SCLC

Importantly, transcription factors like NFIB are considered “undruggable” targets^48^. However, as an enzyme, CARM1 is the therapeutically tractable target, and several potent and specific CARM1 inhibitors (CARM1i) have recently become available^31–33^; these inhibitors are active in in vivo mouse models. We thus tested the hypothesis that CARM1i may be of therapeutic value for SCLC by comparing it to the standard of care, which is etoposide and cisplatin (EP) chemotherapy. Three independent SCLC patient-derived xenograft (PDX) models were tested with EP, CARM1i, and EP + CARM1i. Monotherapy with CARM1i or EP could significantly attenuate tumor growth in all three models but was insufficient to lead to cancer regression (Fig. 4i–k). Strikingly, the EP + CARM1i combination led to the most dramatic effect on tumor volume and led to partial regression in two out of three PDXs. Thus, pre-clinical studies have provided four independent lines of evidence (complementation assays using xenografts; a *Nfib*^*R388K*^ knock-in mouse, a CARM1 conditional knockout mouse, and CARM1 inhibitors) supporting CARM1 as a potential therapeutic target for SCLC patients.

## Discussion

NFIB functions as an oncogene in small cell lung cancer^26^, by promoting SCLC metastasis and regulating chromatin accessibility^27,28,49,50^. There are also NFIB-independent mechanisms for SCLC metastases which involve the loss of the histone methyltransferase KMT2C^51^. Our study shows that loss of NFIB methylation inhibits the proliferation of SCLC cell lines as well as the progression of SCLC in mice (Fig. 3). These data further establish that the methylation of NFIB by CARM1 promotes the development of SCLC. Besides SCLC, NFIB was also reported to be amplified in ER-negative breast cancer and esophageal squamous cell carcinoma^52–54^, with possible oncogenic roles in these cancers. Furthermore, NFIB is reported to interact with transcription regulators to modulate its downstream transcription events. It was first shown to bind adjacent to the glucocorticoid receptor (GR) docking sequence on the promoter region of WAP gene and synergistically regulate the transcription of WAP^55^. Subsequent studies confirmed the association between NFIB and GR in gene regulation^56,57^. An interaction between NFIB and RFX1 was reported, and these transcription factors work together to modulate the expression of human growth hormone^58^. NFIB can regulate the transcription of androgen-dependent genes as well as estrogen responsive genes, by interacting with FOXA1^59,60^. Interestingly, tumor samples from *TKO;Nfib*^*R388K*^ and *TKO;Carm1*^*KO*^ mice display reduced FOXA1 expression (Fig. 4h and Supplementary Fig. 4e), suggesting the existence of a possible feedback loop. Moreover, NFIB can interact with FOXP2 to activate neuronal maturation genes^61^, and with KDM4D to regulate the expression of adipogenic regulators^62^. 

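Foxa1 (ENSMUSG00000035451, chromosome 12 from 57540628 to 57546916) had 137, 185 and 95.5 CPM in the TKO RNA-seq libraries, 0, 77.7 and 98.8 CPM in CARM1 knockout and 10.6, 6.29 and 0.127 CPM in NFIB mutant tumors. In NFIB mutant tumors its log2 fold change was -4.61 (standard error 1.91, adjusted p = 0.0826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 5 of 13 alternatives, with an adjusted p from 0.0181 to 0.176. In CARM1 knockout tumors it was -1.24 (standard error 1.66, adjusted p = 0.579), was not called in any of the alternatives, and came to -0.65 without replicate 1, the library without a count. The 3 ATAC-seq peaks at Foxa1 had a median log2 fold change of -1.66 in CARM1 knockout and -3.25 in NFIB mutant tumors. The paper proposes a feedback loop from the lower FOXA1 of these tumors.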

In this study, we report the arginine methylation-dependent interaction between NFIB and TRIM29 (Fig. 2), adding to our mechanistic understanding of how NFIB transcription programs are regulated.

A functional link between NFIB and TRIM29 has been made before. Indeed, a comparison of transcription regulatory networks in breast cancer, identified an overlapping TRIM29/NFIB risk-associated regulon^63^. Within a network, regulons overlap because different transcription factors and co-factors can regulate similar gene sets, which suggests that components of overlapping regulons work together. TRIM29 can regulate other transcriptional networks apart from NFIB. Our data shows that TRIM29 is a positive regulator of the transcription of NFIB target genes. This coactivator function of TRIM29 has been reported for MMP9 and p63, in non-small cell lung cancer and cervical cancer cells, respectively^64,65^. How TRIM29 functions as a coactivator is not clear. However, the ability of TRIM29 to interact with DNA repair proteins may provide mechanistic hint. Indeed, DNA-PK, XRCC6 and RUVBL1/2 were identified as highly ranked TRIM29 binders by both us and others^42^ (Fig. 2j). DNA-PK has numerous functions in the regulation of transcription, including (1) the phosphorylation of the general transcription factors TBP and TFIIB that stimulates basal transcription^66^; (2) the regulation of transcriptionally poised RNAPII^67^; (3) its presence at active sites of transcription^68^; and (4) its ability to co-regulator the androgen receptor^69^. The DNA-PK Ku regulatory proteins (XRCC6/5) were also identified as TRIM29 binders, and early studies using extracts from either DNA-PK- or XRCC6/5-null cells displayed decreased transcription of multiple promoters^70^. Moreover, RUVBL1/2, also known as Pontin and Reptin, have numerous roles in the control of transcription^71^. We also found that TRIM29 binds PRMT1 and the SWI/SNF complex (Fig. 2j), which both have clear roles in transcriptional regulation.

SCLC accounts for approximately 15% of lung cancer and is a highly malignant and nearly uniformly fatal disease. To date, no targeted therapy has been approved for SCLC and the disease remains commonly treated with conventional chemotherapy, inevitably leading to acquired resistance and relapse. Lack of novel therapeutics is in part due to the unique biology of SCLC, which is driven by mutations in tumor suppressors and amplifications of transcription factors like NFIB and MYC. Indeed, dysregulated transcriptional programs can drive transformation, giving rise to what has been termed “transcriptional addiction” in cancer^72^. Transcription factors are difficult proteins to target with small molecule inhibitors because of their lack of enzymatic activity for chemical intervention. However, transcription factors can be modified by enzymes to regulate their activity, and they can recruit proteins with enzymatic activity to function as transcriptional coregulators. These enzymes could serve as therapeutic targets as a workaround for this issue. Currently, the therapeutic standard of care for SCLC is etoposide and cisplatin (EP) chemotherapy. We have shown that arginine methylation of NFIB is important for the progression of small cell lung cancer (Figs. 3 and 4), and elimination of this methylation either by removal of CARM1 or by mutation of the NFIB methylation site, significantly prolongs the survival of the SCLC mouse model (Fig. 3). Unlike NFIB, CARM1 activity can be efficiently inhibited by a number of small molecule compounds. Some of these compounds have exhibited anti-tumor activity in preclinical studies of leukemia and lymphoma^34,35^. In the future, the treatment of an SCLC GEMM with CARM1 inhibitors will further determine their therapeutic values of targeting this pathway for this cancer type (Fig. 5).

**Fig. 5:**
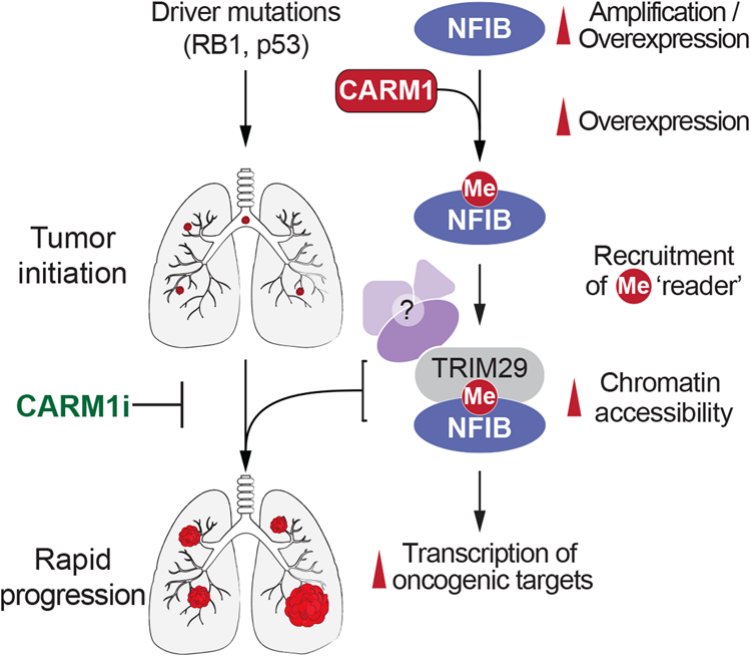
A model of CARM1-mediated NFIB regulation and SCLC therapeutic intervention. NFIB is methylated by CARM1, which subsequently recruits TRIM29 and possibly other effectors proteins. TRIM29 itself likely part of a protein complex that promotes the transcriptional activity of NFIB. CARM1 inhibitors (CARM1i) will attenuate the oncogenic properties of NFIB amplification.

## Methods

### Plasmids

Stable cells were generated using pLenti-CMV and CRISPR/Cas9 knockouts using pLentiCRISPRv2 lentiviral vectors. Mouse *Nfib* or *Nfic* were cloned in between BglII and SalI restriction sites of pEGFP-C1 vector to generate GFP-NFIB and GFP-NFIC constructs, respectively. Flag-tagged TRIM29, HAT1, RBM14, SMARCD2 and GST-tagged TRIM29 and TUBB4B were purchased from Biomatik. The truncated forms of TRIM29 were generated by standard cloning strategies using primers listed the Supplementary Table 1. TDRD3 expression plasmids were described previously^19^.

### Virus production, infection, and selection

Lentivirus were generated using psPAX2 and VSV-G packaging plasmids. For virus production, 5 × 10^6^ HEK293T cells were plated into 10 cm dishes and transfected with the plasmids of interest using PEI and appropriate packaging plasmids. Medium was changed 6 h later. Supernatants were collected at 48 h, passed through 0.2 μm filters and applied at 50% concentration to target cells. Two days after infection, cells were subjected to selected with Puromycin (2 μg/mL) or Blastcidin (5 μg/mL).

### Generation of NFIBK388me2a-specific antibody

The NFIB methyl-specific antibody (NFIB^K388me2a^) was raised using peptide corresponding to human NFIB Ac-SHPTI(R-uMe2)YPPHC-amide, which contains R388me2a residue. The peptide was used as antigen to immunize rabbits. Immunization and antiserum production were performed by Covance Immunology Services. Rabbit immunoglobulins were affinity purified against NFIB^R388me2a^ peptide and negatively selected against the non-methylated NFIB^R388me0^ peptide from mixed sera.

### Immunoblot analysis and immunoprecipitation

For western blot analysis, cells were lysed in RIPA buffer with 1 mM PMSF and protease inhibitor cocktail. Protein concentration was determined using the Coomassie plus assay. Protein samples were resolved by SDS-PAGE and transferred to a PVDF membrane. The following antibodies were used (at the indicated dilutions): NFIB (Bethyl #A303-566A, 1:2000), NFIB^R388me2a^ (made in house, 1:5000), CARM1 (Bethyl #A300-421A, 1:2000), FLAG (Sigma-Aldrich #F1804, 1:2000), Vinculin (Cell Signaling Technology #13901, 1:2000), TRIM29 (Santa Cruz #sc166718, 1:1000), pan-ADMA (made in house, 1:2000), pan-SDMA (made in house, 1:2000), GST (made in house, 1:1000), TDRD3 (Millipore #MABE1042, 1:1000), H3R17me2a (Millipore #07-214, 1:1000) and Actin (Sigma-Aldrich # A1978, 1:10,000). Secondary antibodies were used at 1:5000 or 1:10000 dilution. Protein bands were visualized using ECL detection reagent. For immunoprecipitation, cells were harvested in PBS buffer then pelleted by centrifugation and resuspended in lysis buffer (50 mM Tris pH 8, 150 mM NaCl, 1 mM EDTA, 0.5% NP40, 10% glycerol, supplemented with protease inhibitor cocktail). Lysates were incubated with manufacturer recommended amount of antibody for 2 h at 4 °C with rotation then with protein A/G Magnetic beads for 1 h at 4 °C and washed three times. Proteins were eluted with Laemmli buffer and analyzed by immunoblotting. For immunoprecipitation with the mouse tissue, 2–3-month-old mice were sacrificed, then the lungs and spleens were homogenized and lysed in the same lysis buffer. 2 µg of the Bethyl NFIB antibody was used for the immunoprecipitation as described above.

### Peptide pulldown

Full length and truncated GST-TRIM29 were expressed and purified from *E. coli*. Unmethylated or methylated NFIB peptides and indicated GST proteins were incubated in NP-40 buffer (50 mM pH 7.5 Tris-HCl, 150 mM NaCl, 0.1% NP-40, 5 mM EDTA, 5 mM EGTA, 1.5 mM MgCl_2_) supplemented with the protease inhibitor cocktail, and shaken for 1 h at 4 °C. The mixtures were then incubated with Streptavidin T1 Dynabeads for 45 min at 4 °C. The eluted samples were loaded on SDS-PAGE gel and detected by Western blots using anti-GST antibody.

### Mass spectrometry

Immunoprecipitated proteins from MEFs or HeLa cells were loaded into SDS-PAGE gel and electrophorized for 20 min. The gel plug containing the proteins of interest was excised and subjected to in-gel digestion with trypsin. Peptides were eluted and analyzed by nanoflow LC-MS/MS using the Thermo Ultimate 3000 RSLCnano UPLC in line with the Orbitrap Fusion hybrid mass spectrometer. The resulting spectra were assigned to peptide sequences using Proteome Discoverer software (Thermo) with the Sequest-HT database search algorithm. The appropriate Uniprot (mouse or human) database was used along with a list of common protein contaminants. Scaffold software (Proteome Software) provided data validation. The protein identifications were filtered for minimum 2 peptide at 95% confidence and 99% protein confidence. Lists of credible methyl-peptide sequence assignments were generated for samples from MEFs and lists of credible peptide sequence assignments were generated for samples from HeLa and H69 cells.

#### Mass spectrometry-based proteomic analysis to identify methylation sites

pan-ADMA antibodies were incubated with cell lysates from Carm1 WT MEFs or KO MEFs, respectively. Methylated proteins bound to the antibodies were enriched with protein A/G magnetic beads. The magnetic beads were then washed and boiled in Laemmli buffer. Eluted proteins were loaded to SDS-PAGE gel for the following mass spectrometry analysis.

#### Mass spectrometry analysis of methyl-sensitive binders

HeLa cells were transiently transfected with GFP-NFIB-WT or GFP-NFIB-R388K plasmids. 24 h post transfection, cells were harvested and lysed in NP-40 buffer. Proteins binding to GFP-fused NFIB WT or mutant were enriched using the GFP-trap kit, following the manufacturer’s instruction. Eluted proteins were loaded to SDS-PAGE gel for the following mass spectrometry analysis. Protein lists were filtered to remove those with peptide counts from the control R388K sample.

#### Mass spectrometry analysis of TRIM29 binding proteins

H69 cells stably expressing GFP or GFP-TRIM29 were harvested and lysed in NP-40 buffer. Proteins binding to GFP or GFP-TRI29 were enriched using the GFP-trap kit, following the manufacturer’s instruction. Eluted proteins were loaded to SDS-PAGE gel for the following mass spectrometry analysis. Protein lists were filtered to remove those with peptide counts from the control GFP sample.

### Luciferase assays

293T cells were co-transfected with GFAP-luc reporter together with indicated expression plasmids. Twenty-four hours post transfection, cells were applied for the detection of luciferase activity per the manufacturer’s instructions. Briefly, cells were lysed with passive lysis buffer at room temperature for 15 min. Luciferase reagents and Stop & Glo reagents were subsequently added to the lysates to obtain the readings for firefly and *Renilla* luciferase activities.

### Chromatin Immunoprecipitation (ChIP)

In brief, HeLa cells were crosslinked and lysed with ChIP lysis buffer (50 mM pH8.0 Tris-HCl, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, supplemented with protease inhibitor cocktail), followed by sonication to shear the DNA to 200–1000 bp. 2 µg of the Bethyl NFIB antibody was incubated with the DNA at 4 °C overnight. Protein A/G magnetic beads were then added to the antibody/DNA mix and incubated at 4 °C for 1 h. Beads were washed, and the DNA was eluted, reversed crosslinked and purified using a DNA purification kit. RT-qPCR analyses were performed on immunoprecipitated DNA using specific primers (Supplementary Table 1).

### Quantitative RT-PCR

For quantitative RT-PCR, RNA was extracted using TRIzol Reagent according to the manufacturer’s instructions, cDNA synthesis was obtained using the Superscript First-strand Synthesis kit. Quantitative real-time PCR analysis was performed on ABI 7900HT using SYBR Green Master Mix following the manufacturer’s manual and specific primers (Supplementary Table 1). The expression of each gene was normalized to GAPDH. Relative expression levels were calculated using the ΔΔCT method.

### Genomic, Epigenomic and transcriptome analysis

#### ChIP-sequencing and data analysis

Three independent antibodies were used in the ChIP-seq analysis for the global distribution of NFIB in HeLa cells. Two NFIB antibodies from Abcam and Bethyl were used for regular HeLa cells, while GFP antibody was used for HeLa cells with stable GFP-NFIB overexpression. Two technical replicates of DNA libraries each antibody and the corresponding total input libraries were prepared using NEB Ultra DNA library prep kit and subjected to sequencing on Illumina HiSeq 3000 systems. Sequenced DNA reads were mapped to the human genome hg19 using Illumina analysis pipeline CASAVA (version 1.8.2) and only the reads mapping to a unique position were retained. 26–33 million reads were generated per sample. 81–93% of the total reads were mapped to the human genome, while 68–78% of the total reads were uniquely mapped. To avoid PCR bias, only one copy for multiple reads that mapped to the same genomic position was retained for further analysis. In the end, 17–23 million reads were used in peak calling and downstream analyses. To obtain the NFIB peaks pulled down by each antibody, the two replicate samples were merged to a merged sample and peak calling was performed on both the merged sample and each individual replicate by MACS using total input DNA as the negative control. The window size was set as 300 bp and the *P* value cutoff was set as 1 × 10^−5^. The peaks overlapped with ENCODE blacklisted regions were removed. Then the peaks by the three antibodies were merged (allowing at least 1 bp overlap) and the merged peaks that overlapped with the peaks by all the three antibodies were deemed as the high confident loci directly bound by NFIB (i.e., NFIB^YYY^). Each peak in NFIB^YYY^ was assigned to the gene that has the closest transcription start site (TSS) to it. And the peak was classified according to its location to the gene: upstream (−50 k to −5 k from TSS), promoter (−5 k to +0.5 k from TSS), exon, intron, the transcription end site (TES) (−0.5 k to +5 k from TES), and downstream (+5 k to +50 k from TES). The genes used to annotate the peaks is RefSeq genes downloaded from UCSC Genome Browser on July 17, 2015. For signal track, each read was extended by 150 bp to its 3’ end. The number of reads on each genomic position was rescaled to normalize the total number of reads to 10 M and averaged over every 10 bp window. The normalized values were displayed in UCSC genome browser. The signal tracks of merged samples are shown. The H3R17me2a antibody was used for the global distribution of CARM1 substrates in HeLa cells. The analysis for H3R17me2a, including mapping and peak calling, was the same as in^9^ (briefly, the same as NFIB, except the mapping was done using bowtie (version 0.12.8) and the *P* value cutoff for peak calling was 1 × 10^−6^ to control the empirical FDR below 0.05). 46 and 52 million reads were generated for H3R17me2a and total input, respectively. 95 and 97% of the total reads were mapped to the human genome, with 73 and 74% uniquely mapped. In the end, 29 (H3R17me2a) and 38 (total input) million reads were used in the peak calling for H3R17me2a.

#### RNA-sequencing and gene set enrichment analysis

Total RNA was extracted from FACS sorted cancer cell using tdTomato reporter from *TKO*; *tdTomato, TKO;Carm1*^*KO*^; *tdTomato*, and *TKO;Nfib*; *tdTomato* mutant mice lung tumors using Trizol reagent. RNA-seq libraries were constructed and sequenced by Novogene. The RNA-seq libraries were sequenced using Illumina platform (pair end 150 bp analysis). Low-quality and adapter-containing reads were trimmed using trim-galore package under paired-end mode, any reads shorter than 50 bp were removed. The remaining trimmed sequences were mapped to the reference genome (mm10) with hisat2 under default settings. We used htseq-count to count the mapped reads number on every mm10 Refseq transcript. Differential gene expression analysis was performed with the DESeq2 package. Genes with FDR < 0.1 and Log_2_ fold change ≥0.8 were defined as upregulated genes, and genes with FDR < 0.1 and Log_2_ fold change ≤−0.8 were defined as down-regulated genes. The read count for all genes was calculated using featureCounts and then normalized by DESeq2 to obtain normalized counts. The normalized count matrix was served as input for gene set enrichment analysis (GSEA) using previously described software and the Molecular Signatures Database (MSigDB).

#### ATAC-sequencing and data analysis

Cancer cell lines were FACS sorted cancer cell using tdTomato reporter from *TKO*; *tdTomato, TKO;Carm1*^*KO*^; *tdTomato*, and *TKO;Nfib*; *tdTomato* mutant mice lung tumors. For each genotype 50,000 cells were collected, washed in phosphate-buffered saline, and incubated in 50 μL of lysis buffer (10 mM Tris HCl, 10 mM NaCl, 3 mM MgCl2, 0.1% NP40, pH 7.4) for 5 min on ice followed by centrifugation (500 × *g* at 4 °C for 10 min) and removal of supernatant. Transposition and library preparation were performed using the Nextera workflow. Cells were resuspended in 50 μL transposition reaction mix (2.5 μL TDE1 Tn5 transposase and 1 μL 0.5% digitonin in 1× Tagment DNA buffer) and incubated at 37 °C for 30 min. The reaction was quenched using 1 μL 10% sodium dodecyl sulfate and bead purification was performed using Agencourt AmpureXP beads (Beckman Coulter; A63881) according to the manufacturer’s instructions. Tagmented DNA was amplified using i7 and i5 indexing adapters using a five-cycle PCR program according to the manufacturer’s instructions, size-selected using AmpureXP beads to remove species >600 bp, and then normalized and pooled for sequencing. ATAC-seq libraries were sequenced using the Illumina NovaSeq PE150, 90G. Next, adaptor sequence trimming, mapping to the mouse (mm10) reference genome using Bowtie2 and PCR duplicate removal using Picard Tools were performed. Peaks were called using MACS2 and filtered to remove putative copy number altered regions. The number of reads/peak was determined for each sample using bedtools multicov, and the relative sequencing depth was estimated using a set of “housekeeping” peaks at transcription start sites of genes that were uniformly expressed across all tumor genotypes. Differential accessibility was assessed using DESeq2. Unless otherwise stated, regions were called differentially accessible if the absolute value of the log_2_ fold change was 0.5 at an FDR < 0.1.

### Histology and immunohistochemistry

fixed in 4% buffered formalin for 24 h and stored in 70% ethanol until paraffin embedding. 3 μm sections were stained with hematoxylin and eosin (HE) or used for immunohistochemical studies. Immunohistochemistry (IHC) was performed on formalin-fixed, paraffin embedded mouse and human tissue sections using a biotin-avidin conjugated HRP (Vectastain ABC kit). The following antibodies were used (at the indicated dilutions): CARM1 (1:1000) and NFIB (1:1000). Sections were developed with DAB substrate and counterstained with hematoxylin. Pictures were taken using a PreciPoint M8 microscope equipped with the PointView software. Analysis of the tumor area and IHC analysis was done using ImageJ software.

### Quantification and statistical analysis

Please refer to the Figure Legends for description of sample size (*n*) and statistical details. All values for n are for individual mice or individual sample. Sample sizes were chosen based on previous experience with given experiments. Cell culture assays have been performed in biological triplicates. Differences were analyzed by log-rank, two-tailed unpaired Student’s t test, two-way ANOVA with Tukey’s testing for multiple comparisons using Prism 8 (GraphPad) or Excel.

### Animal models

*Trp53*^*loxP/loxP*^*, Rb1*^*LoxP/LoxP*^, *Rbl1*^*LoxP/LoxP*^, *Carm1*^*LoxP/LoxP*^, *Rosa26*^*LSL-tdTomato*^ mice have been described before^25,47^. *Nfib*^*R388K*^ knockin mice were generated using sgRNA targeting the arginine 388 residue of NFIB, donor DNA containing the R-to-K mutation were designed by Horizon Discovery. sgRNA, donor DNA, as well as Cas9 protein were micro-injected into 1-cell embryos. The sequences of the sgRNA and donor DNA are in the oligo list. The injected embryos were then transferred into pseudopregnant recipient female mice. Founder mice were screened for the R388K mutation in NFIB. Five of the 14 pups born were identified with mutant KI allele; three founders were further characterized. The founders were backcrossed with C57BL/6 strain background mice for three generations to separate any off-target events from the KI allele. Mice were maintained on a mixed C57BL/6;FVB129/N strain background and we systematically used littermates as controls in all the experiments. Immunocompromised female NSG mice (*NOD.SCID-IL2Rg-/-*) mice were utilized for transplantation studies. All experiments were performed on 6 to 10-week-old female animals. All animals were numbered and experiments were conducted in a blinded fashion. After data collection, genotypes were revealed and animals assigned to groups for analysis. For treatment experiments, mice were randomized. None of the mice with the appropriate genotype were excluded from this study or used in any other experiments. All mice were co-housed with littermates (2–5 per cage) in pathogen-free facility with standard controlled temperature of 72 °F, with a humidity of 30–70%, and a light cycle of 12 h on/12 h off set from 7 am to 7 pm and with unrestricted access to standard food and water under the supervision of veterinarians, in an AALAC-accredited animal facility at the University of Texas M.D. Anderson Cancer Center (MDACC). Mouse handling and care followed the NIH Guide for Care and Use of Laboratory Animals. All animal procedures followed the guidelines of and were approved by the MDACC Institutional Animal Care and Use Committee (IACUC protocol 00001636, PI: Mazur). Tumor size was measured using a digital caliper and tumor volume was calculated using the formula: Volume = (width)^2^ × length/2 where *length* represents the largest tumor diameter and *width* represents the perpendicular tumor diameter. The endpoint was defined as the time at which a progressively growing tumor reached 20 mm in its longest dimension as approved by the MDACC IACUC protocol (00001636, PI: Mazur) and in no experiments was this limit exceeded. Mice were euthanized with carbon dioxide.

### Administration of Cre for the small cell lung cancer mouse models

To generate tumors in the lungs of *Rb1*^*LoxP/LoxP*^, *Rbl2*^*LoxP/LoxP*^; *Tp53*^*LoxP/LoxP*^ (*TKO*); *Rb1*^*LoxP/LoxP*^, *Rbl2*^*LoxP/LoxP*^; *Tp53*^*LoxP/LoxP*^; *Carm1*^*LoxP/LoxP*^ (*TKO;Carm1*^*KO*^); *Rb1*^*LoxP/LoxP*^, *Rbl2*^*LoxP/LoxP*^; *Tp53*^*LoxP/LoxP*^; *Nfib*^*R388K*^ (*TKO;Nfib*^*R388K*^) and in combination with *Rosa26*^*LSL-tdTomato*^ (*dtTomato*) reporter mice, we used replication-deficient adenoviruses expressing Cre-recombinase (Ad-Cre) as previously described^47^. Briefly, 8-week-old mice were anesthetized by continuous gaseous infusion of 2% isoflurane for at least 10 min using a veterinary anesthesia system (D19 Vaporizer, Vetland Medical). Ad-Cre was delivered to the lungs by intratracheal installation. Prior to administration, Ad-Cre was precipitated with calcium phosphate to improve the delivery of Cre by increasing the efficiency of viral infection of the lung epithelium. Mice were treated with one dose of 5 × 10^6^ PFU of Ad-Cre (Baylor College of Medicine, Viral Vector Production Core). Mice were analyzed for tumor formation and progression at indicated times after infection. Tumor biopsies were collected and protein lysates prepared to confirm mutation of conditional alleles by immunoblotting.

### Cell lines cultures

293 T (ATCC #CRL-3216), H69 (ATCC #HTB-119), HeLa (ATCC #CCL2), H446 (ATCC #HTB-171), H209 (ATCC #HTB-172), CORL279 (Sigma-Aldrich #96020724), H2171 (ATCC #CRL-5929), SCLC21H (Accegen #ABC-TC605S), SW1271 (ATCC #CRL-2177), H526 (CRL-5811) and CORL47 (Sigma-Aldrich #92031915) cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal calf serum, 2 mM L-glutamine-penicillin–streptomycin. Cell lines were freshly purchased for this study. Primary mouse cancer cell lines were prepared from tumor biopsies isolated from the indicated mouse models. Primary mouse cancer cell lines were cultured in DMEM supplemented with 10% fetal calf serum, 2 mM L-glutamine–penicillin–streptomycin. All cells were cultured at 37 °C in a humidified incubator with 5% CO_2_. Cell lines were authenticated by short tandem repeat profiling and tested negative for mycoplasma. Cell growth was assessed using Alamar Blue assay and soft agar colony formation assay using standard methods. All cell lines in culture are routinely tested for mycoplasma contamination and their identity confirmed through the “Cytogenetics and Cell Authentication Core“, at MD Anderson Cancer Center if needed.

### Patient-derived cancer xenografts

Patient-derived xenografts (PDXs) were obtained from the NCI Patient-Derived Models Repository (PDMR), NCI-Frederick, Frederick National Laboratory for Cancer Research (Specimen ID: 638129-119-R, 541946-237-B). Briefly, surgically resected tumor specimens were obtained from deidentified patients with histologically confirmed SCLC. PDX#1 (638129-119-R) was derived from a chemotherapy naïve patient. PDX#2 (541946-237-B) was derived from a patient that received Carboplatin and Etoposide therapy for 3 months with partial response followed by disease progression. All tumor specimens were collected after written patient consent and in accordance with the institutional review board-approved protocols of the University of Texas M.D. Anderson Cancer Center (PA19-0435, PI: Mazur). Patient-derived xenograft tumors were generated and propagated by transplanting small tumor fragments isolated directly from surgical specimens subcutaneously into NSG mice. Whole Exome Sequencing was performed and cancer gene panel analysis revealed that PDXs are carrying characteristic for SCLC mutations, specifically PDX#1: *RB1*^*p.X473_splice*^*; TP53*^*pX224_splice*^*; CREBBP*^p.E371Rfs*56^*; MSH3*^p.A61Pfs*25^ and PDX#2: *RB1*^*p.X738_splice*^*; TP53*^*pR249G*^*; KMT2D*^p.A1390Qfs*27^*; MSH3*^p.V1192Cfs*2^. When tumors became palpable, they were calipered to monitor growth kinetics. For therapy studies mice were treated as indicated with Cisplatin, Etoposide in vehicle 0.9% saline and TP064 CARM1 inhibitor in vehicle 10% (2-hydroxypropyl)-β-cyclodextrin. Control and monotherapy animals underwent the same procedure but received vehicle treatment. Tumor volume was calculated using the formula: Volume = (width)2 × length/2 where *length* represents the largest tumor diameter and *width* represents the perpendicular tumor diameter.

### Cancer cell-derived mouse xenograft

For xenograft studies, human SCLC cell line H446 and H69 were transduced with lentivirus expressing sgRNA/Cas9 targeting CARM1 or NFIB and selected with hygromycin. Next, the cells were transduced with lentivirus expressing wildtype or mutant forms of CARM1 and NFIB as indicated and selected with puromycin. The cells were trypsinized and singularized. The trypsin was washed with excess growth medium and the cells were counted. The cells were then resuspended in PBS and mixed with matrigel (1:1) at a density of 2 × 10^7^ cells per ml and kept on ice until injection. Next, 100 μl of the cell suspension was injected subcutaneously into the hind flanks of NSG mice. When tumors became palpable, they were calipered to monitor growth kinetics. Tumor volume was calculated using the formula: Volume = (width)2 × length/2 where *length* represents the largest tumor diameter and *width* represents the perpendicular tumor diameter. For therapy studies, mice were treated as indicated. Control animals received vehicle treatment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The RNA-seq and ATAC-seq data generated in this study has been deposited in the GEO database under accession code GSE195843. The ChIP-seq data generated in this study has been deposited in the GEO database under accession number GSE219265. The mass spectrometry proteomics data have deposited to the ProteomeXchange via PRIDE with the identifier PXD038237 (http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD038217), and via MASSive with the identifier MSV000090746 (https://massive.ucsd.edu/ProteoSAFe/result.jsp?task=af3cf7b04fa54f328a9be4d90dd2ae29&view=advanced_view#%7B%7D). All data supporting the findings of this study are available within the article and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Yang Y, Bedford MT (2013). Protein arginine methyltransferases and cancer. Nat. Rev. Cancer.

[2] Guccione E, Richard S (2019). The regulation, functions and clinical relevance of arginine methylation. Nat. Rev. Mol. Cell Biol..

[3] Wu, Q., Schapira, M., Arrowsmith, C. H. & Barsyte-Lovejoy, D. Protein arginine methylation: from enigmatic functions to therapeutic targeting. *Nat. Rev. Drug Discov.*10.1038/s41573-021-00159-8 (2021).10.1038/s41573-021-00159-833742187

[4] Blanc RS, Richard S (2017). Arginine methylation: the coming of age. Mol. Cell.

[5] Chen D (1999). Regulation of transcription by a protein methyltransferase. Science.

[6] Lee J, Bedford MT (2002). PABP1 identified as an arginine methyltransferase substrate using high-density protein arrays. EMBO Rep..

[7] Chevillard-Briet M, Trouche D, Vandel L (2002). Control of CBP co-activating activity by arginine methylation. EMBO J..

[8] Cheng D, Cote J, Shaaban S, Bedford MT (2007). The arginine methyltransferase CARM1 regulates the coupling of transcription and mRNA processing. Mol. Cell.

[9] Cheng D (2018). CARM1 methylates MED12 to regulate its RNA-binding ability. Life Sci. Alliance.

[10] Shishkova E (2017). Global mapping of CARM1 substrates defines enzyme specificity and substrate recognition. Nat. Commun..

[11] Ceschin DG (2011). Methylation specifies distinct estrogen-induced binding site repertoires of CBP to chromatin. Genes Dev..

[12] Wang L (2015). MED12 methylation by CARM1 sensitizes human breast cancer cells to chemotherapy drugs. Sci. Adv..

[13] Yu YS (2020). Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy. Nat. Commun..

[14] Kawabe Y, Wang YX, McKinnell IW, Bedford MT, Rudnicki MA (2012). Carm1 regulates Pax7 transcriptional activity through MLL1/2 recruitment during asymmetric satellite stem cell divisions. Cell Stem Cell.

[15] Zhao HY, Zhang YJ, Dai H, Zhang Y, Shen YF (2011). CARM1 mediates modulation of Sox2. PLoS One.

[16] Vu LP (2013). PRMT4 blocks myeloid differentiation by assembling a methyl-RUNX1-dependent repressor complex. Cell Rep..

[17] Behera AK (2019). Functional interplay between YY1 and CARM1 promotes oral carcinogenesis. Oncotarget.

[18] Cote J, Richard S (2005). Tudor domains bind symmetrical dimethylated arginines. J. Biol. Chem..

[19] Yang Y (2010). TDRD3 is an effector molecule for arginine-methylated histone marks. Mol. Cell.

[20] Yang Y (2014). Arginine methylation facilitates the recruitment of TOP3B to chromatin to prevent R loop accumulation. Mol. Cell.

[21] Gayatri S, Bedford MT (2014). Readers of histone methylarginine marks. Biochim. Biophys. Acta.

[22] Harris L, Genovesi LA, Gronostajski RM, Wainwright BJ, Piper M (2015). Nuclear factor one transcription factors: Divergent functions in developmental versus adult stem cell populations. Dev. Dyn..

[23] Hsu YC (2011). Mesenchymal nuclear factor I B regulates cell proliferation and epithelial differentiation during lung maturation. Dev. Biol..

[24] O’Brien KB (2010). CARM1 is required for proper control of proliferation and differentiation of pulmonary epithelial cells. Development.

[25] Yadav N (2003). Specific protein methylation defects and gene expression perturbations in coactivator-associated arginine methyltransferase 1-deficient mice. Proc. Natl Acad. Sci. USA.

[26] Dooley AL (2011). Nuclear factor I/B is an oncogene in small cell lung cancer. Genes Dev..

[27] Denny SK (2016). Nfib promotes metastasis through a widespread increase in chromatin accessibility. Cell.

[28] Semenova EA (2016). Transcription factor NFIB is a driver of small cell lung cancer progression in mice and marks metastatic disease in patients. Cell Rep..

[29] Suresh S, Huard S, Dubois T (2021). CARM1/PRMT4: making its mark beyond is function as a transcriptional coactivator. Trends Cell Biol..

[30] Bao J (2019). Mouse models of overexpression reveal distinct oncogenic roles for different type I protein arginine methyltransferases. Cancer Res..

[31] Nakayama K (2018). TP-064, a potent and selective small molecule inhibitor of PRMT4 for multiple myeloma. Oncotarget.

[32] Drew AE (2017). Identification of a CARM1 inhibitor with potent in vitro and in vivo activity in preclinical models of multiple myeloma. Sci. Rep..

[33] Cai, X. C. et al. A chemical probe of CARM1 alters epigenetic plasticity against breast cancer cell invasion. *Elife*10.7554/eLife.47110 (2019).10.7554/eLife.47110PMC691750031657716

[34] Greenblatt SM (2018). CARM1 is essential for myeloid leukemogenesis but dispensable for normal hematopoiesis. Cancer Cell.

[35] Veazey KJ (2020). CARM1 inhibition reduces histone acetyltransferase activity causing synthetic lethality in CREBBP/EP300-mutated lymphomas. Leukemia.

[36] Guo A (2014). Immunoaffinity enrichment and mass spectrometry analysis of protein methylation. Mol. Cell Proteom..

[37] Grunder A (2002). Nuclear factor I-B (Nfib) deficient mice have severe lung hypoplasia. Mech. Dev..

[38] Steele-Perkins G (2005). The transcription factor gene Nfib is essential for both lung maturation and brain development. Mol. Cell Biol..

[39] Becker-Santos DD, Lonergan KM, Gronostajski RM, Lam WL (2017). Nuclear Factor I/B: A Master Regulator of Cell Differentiation with Paradoxical Roles in Cancer. EBioMedicine.

[40] Gronostajski RM (2000). Roles of the NFI/CTF gene family in transcription and development. Gene.

[41] Sims RJ (2011). The C-terminal domain of RNA polymerase II is modified by site-specific methylation. Science.

[42] Masuda Y (2015). TRIM29 regulates the assembly of DNA repair proteins into damaged chromatin. Nat. Commun..

[43] Zheng S (2013). Arginine methylation-dependent reader-writer interplay governs growth control by E2F-1. Mol. Cell.

[44] Shu T, Butz KG, Plachez C, Gronostajski RM, Richards LJ (2003). Abnormal development of forebrain midline glia and commissural projections in Nfia knock-out mice. J. Neurosci..

[45] Brun M (2009). Nuclear factor I regulates brain fatty acid-binding protein and glial fibrillary acidic protein gene expression in malignant glioma cell lines. J. Mol. Biol..

[46] Gobius I (2016). Astroglial-mediated remodeling of the interhemispheric midline is required for the formation of the Corpus Callosum. Cell Rep..

[47] Schaffer BE (2010). Loss of p130 accelerates tumor development in a mouse model for human small-cell lung carcinoma. Cancer Res..

[48] Yan C, Higgins PJ (2013). Drugging the undruggable: transcription therapy for cancer. Biochim. Biophys. Acta.

[49] Wu N (2016). NFIB overexpression cooperates with Rb/p53 deletion to promote small cell lung cancer. Oncotarget.

[50] Yang D (2018). Intertumoral heterogeneity in SCLC is influenced by the cell type of origin. Cancer Discov..

[51] Na F (2022). KMT2C deficiency promotes small cell lung cancer metastasis through DNMT3A-mediated epigenetic reprogramming. Nat. Cancer.

[52] Han W (2008). DNA copy number alterations and expression of relevant genes in triple-negative breast cancer. Genes Chromosomes Cancer.

[53] Moon HG (2011). NFIB is a potential target for estrogen receptor-negative breast cancers. Mol. Oncol..

[54] Yang ZQ (2001). A novel amplicon at 9p23 - 24 in squamous cell carcinoma of the esophagus that lies proximal to GASC1 and harbors NFIB. Jpn J. Cancer Res..

[55] Mukhopadhyay SS, Wyszomierski SL, Gronostajski RM, Rosen JM (2001). Differential interactions of specific nuclear factor I isoforms with the glucocorticoid receptor and STAT5 in the cooperative regulation of WAP gene transcription. Mol. Cell Biol..

[56] Lajoie M, Hsu YC, Gronostajski RM, Bailey TL (2014). An overlapping set of genes is regulated by both NFIB and the glucocorticoid receptor during lung maturation. BMC Genomics.

[57] Willi M, Yoo KH, Wang C, Trajanoski Z, Hennighausen L (2016). Differential cytokine sensitivities of STAT5-dependent enhancers rely on Stat5 autoregulation. Nucleic Acids Res..

[58] Norquay LD (2003). RFX1 and NF-1 associate with P sequences of the human growth hormone locus in pituitary chromatin. Mol. Endocrinol..

[59] Grabowska MM (2014). NFI transcription factors interact with FOXA1 to regulate prostate-specific gene expression. Mol. Endocrinol..

[60] Nanda JS (2020). Increased nuclear factor I/B expression in prostate cancer correlates with AR expression. Prostate.

[61] Hickey SL, Berto S, Konopka G (2019). Chromatin decondensation by FOXP2 promotes human neuron maturation and expression of neurodevelopmental disease Genes. Cell Rep..

[62] Choi JH, Lee H (2020). Histone demethylase KDM4D cooperates with NFIB and MLL1 complex to regulate adipogenic differentiation of C3H10T1/2 mesenchymal stem cells. Sci. Rep..

[63] Castro MA (2016). Regulators of genetic risk of breast cancer identified by integrative network analysis. Nat. Genet..

[64] Tang ZP, Cui QZ, Dong QZ, Xu K, Wang EH (2013). Ataxia-telangiectasia group D complementing gene (ATDC) upregulates matrix metalloproteinase 9 (MMP-9) to promote lung cancer cell invasion by activating ERK and JNK pathways. Tumour Biol..

[65] Masuda Y, Takahashi H, Hatakeyama S (2015). TRIM29 regulates the p63-mediated pathway in cervical cancer cells. Biochim. Biophys. Acta.

[66] Chibazakura T (1997). Phosphorylation of human general transcription factors TATA-binding protein and transcription factor IIB by DNA-dependent protein kinase–synergistic stimulation of RNA polymerase II basal transcription in vitro. Eur. J. Biochem..

[67] Dvir A, Stein LY, Calore BL, Dynan WS (1993). Purification and characterization of a template-associated protein kinase that phosphorylates RNA polymerase II. J. Biol. Chem..

[68] Ju BG (2006). A topoisomerase IIbeta-mediated dsDNA break required for regulated transcription. Science.

[69] Goodwin JF (2015). DNA-PKcs-mediated transcriptional regulation drives prostate cancer progression and metastasis. Cancer Cell.

[70] Woodard RL, Anderson MG, Dynan WS (1999). Nuclear extracts lacking DNA-dependent protein kinase are deficient in multiple round transcription. J. Biol. Chem..

[71] Gallant P (2007). Control of transcription by Pontin and Reptin. Trends Cell Biol..

[72] Bradner JE, Hnisz D, Young RA (2017). Transcriptional addiction in cancer. Cell.

# Supplementary material for: The NFIB/CARM1 partnership is a driver in preclinical models of small cell lung cancer
**Source:** Nat Commun. 2023 Jan 23;14:363. doi: 10.1038/s41467-023-35864-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1

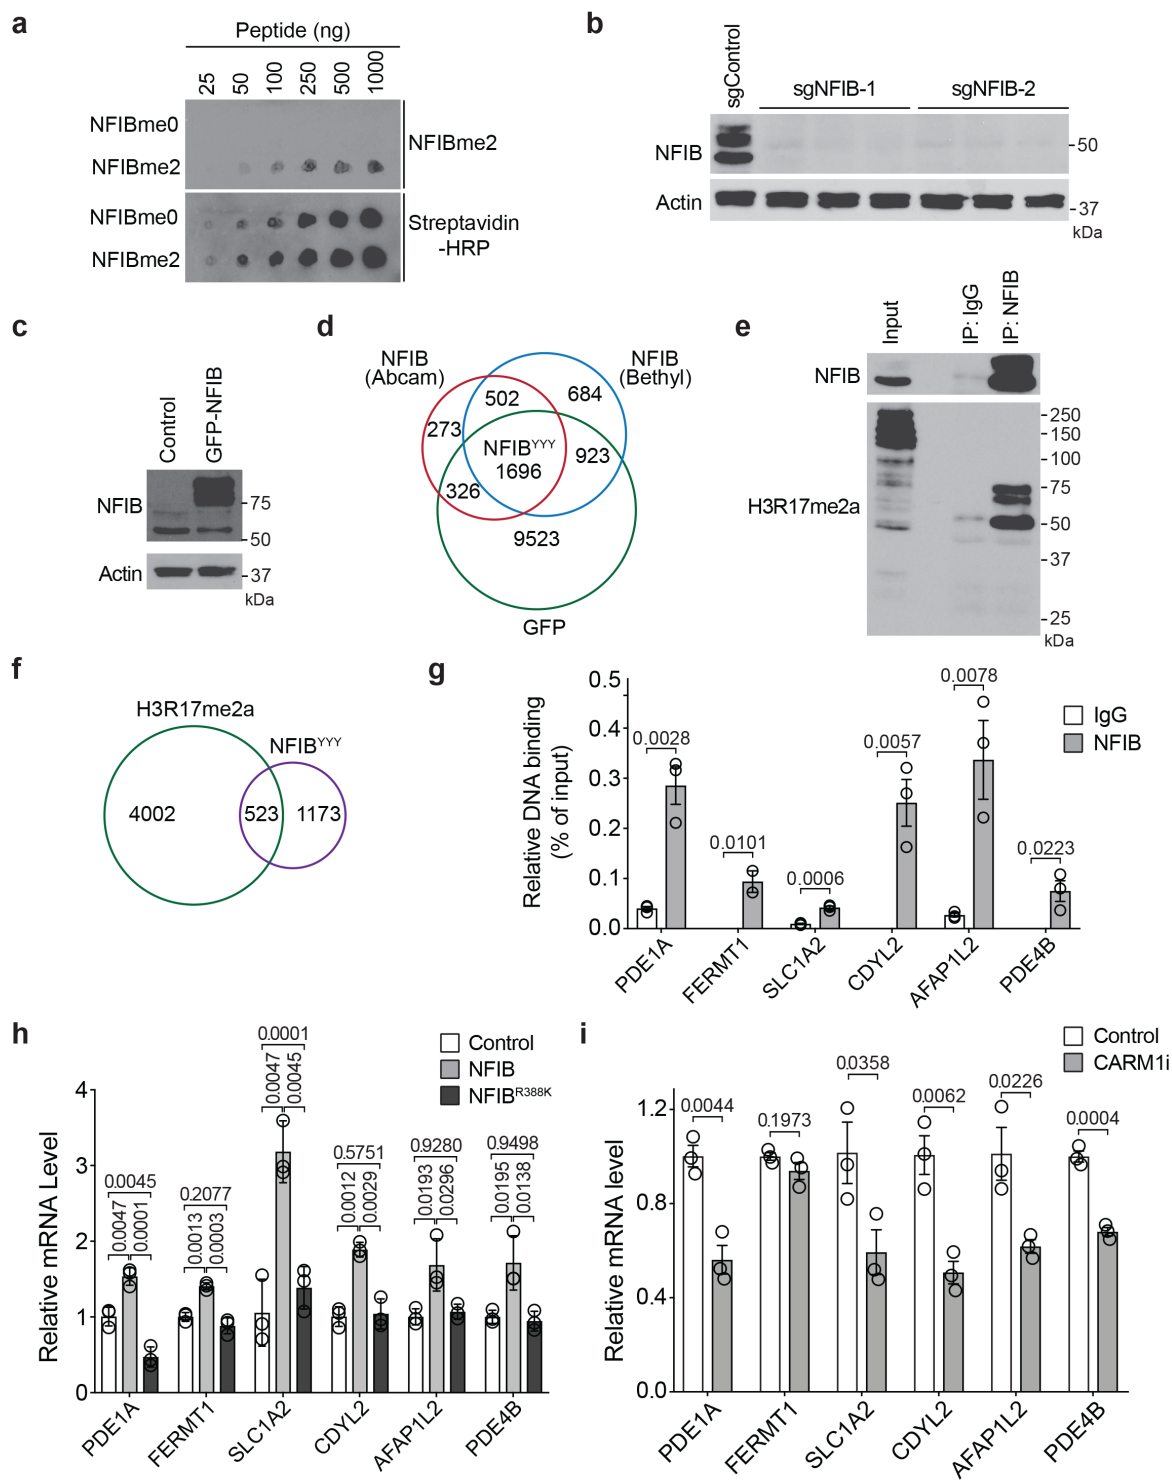

**Supplementary Fig. 1 | Methylation of NFIB Is Regulating the Expression of NFIB Target Genes (related to Fig. 1).** **a**, Dot blot showing the specific recognition of methyl-NFIB peptide by the NFIBme2a antibody made in house. **b**, Single-colony NFIB knockout cell lines were generated using CRISPR-Cas9 strategy in HeLa cells. The protein levels of NFIB were detected by Western blotting. **c**, Western blot showing the protein levels of NFIB in parent HeLa cells and HeLa cells stably expressing GFP-NFIB. **d**, Three individual ChIP-seq datasets were generated by immunoprecipitating NFIB with 2 independent NFIB antibodies from HeLa cells and immunoprecipitating GFP-NFIB from a HeLa cell line stably overexpressing GFP-NFIB. The Venn diagram shows the overlap of the ChIP-seq peaks from these 3 datasets. **e**, Endogenous NFIB proteins from HeLa cells were immunoprecipitated by the Bethyl NFIB antibody and tested for arginine methylation using the H3R17me2a antibody. **f**, Venn diagram showing the overlap of NFIB<sup>YYY</sup> peaks and ChIP-seq peaks using the H3R17me2a antibody. NFIB<sup>YYY</sup>, common peaks in the 3 NFIB ChIP-seq datasets. **g**, Validation of NFIB binding to the indicated genes by ChIP-qPCR. **h**, Relative expression levels of indicated genes in HeLa cells ectopically expressing NFIB WT or R388K mutant. Biological replicates were performed. **i**, Relative expression levels of indicated genes in HeLa cells treated with CARM1 inhibitor. Experiments in **g**, **h** & **i** were performed in biological triplicate. Data present in mean  $\pm$  SEM; *P* values determined by two-tailed student's t-test. All the blots are shown as representative data from three independent experiments.

Supplementary Figure 2

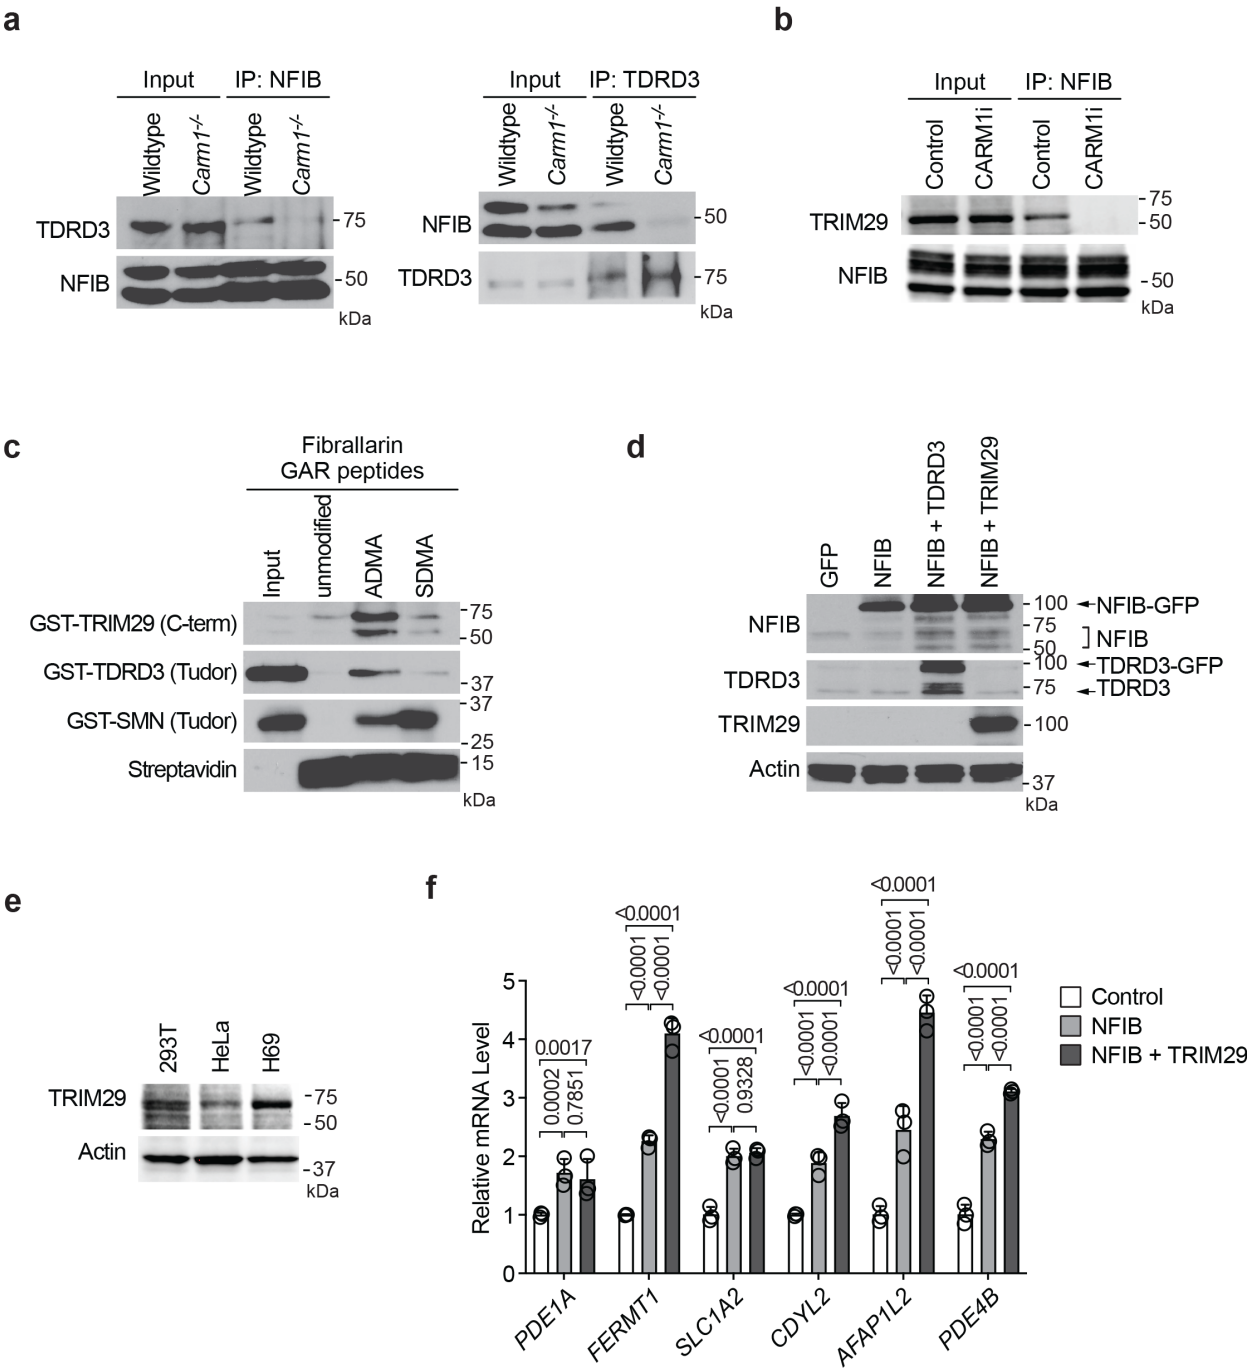

**Supplementary Fig. 2 | TDRD3 and TRIM29 preferentially bind to ADMA marks (related to Fig. 2).** **a**, Reciprocal co-immunoprecipitations of NFIB and TDRD3 in CARM1 WT or KO MEFs. **b**, H69 cells were treated with DMSO or 1  $\mu$ M TP-064 for 2 days. Then the cell lysates were prepared, and co-IP was performed using the anti-NFIB antibody, followed by Western blot using the antibodies against NFIB or TRIM29. **c**, A series of biotin-labeled Fibrillarin GAR motif peptides (unmodified, ADMA, or SDMA modified) were incubated with GST-tagged TRIM29, TDRD3, or SMN domains. GST-tagged proteins binding to those peptides were enriched using Streptavidin-conjugated beads, followed by detection with GST antibody. **d**, 293T cells were co-transfected with GFAP-luc, together with GFP control, NFIB expressing vectors alone, or NFIB plus TDRD3 or TRIM29 constructs. Overexpression of NFIB, TDRD3, or TRIM29 was detected by Western blotting, serving as a control for **Fig. 2i**. **e**, TRIM29 protein levels in 293T, HeLa and H69 cells determined by Western blot using the TRIM29 antibody. **f**, HeLa cells were transfected with GFP control, GFP-NFIB, or GFP-NFIB plus FLAG-TRIM29 plasmids. The mRNA levels of indicated NFIB target genes were determined by RT-qPCR. Data present in mean  $\pm$  SEM; *P* values determined by two-tailed student's t-test. All experiments were performed in biological triplicate.

### Supplementary Figure 3

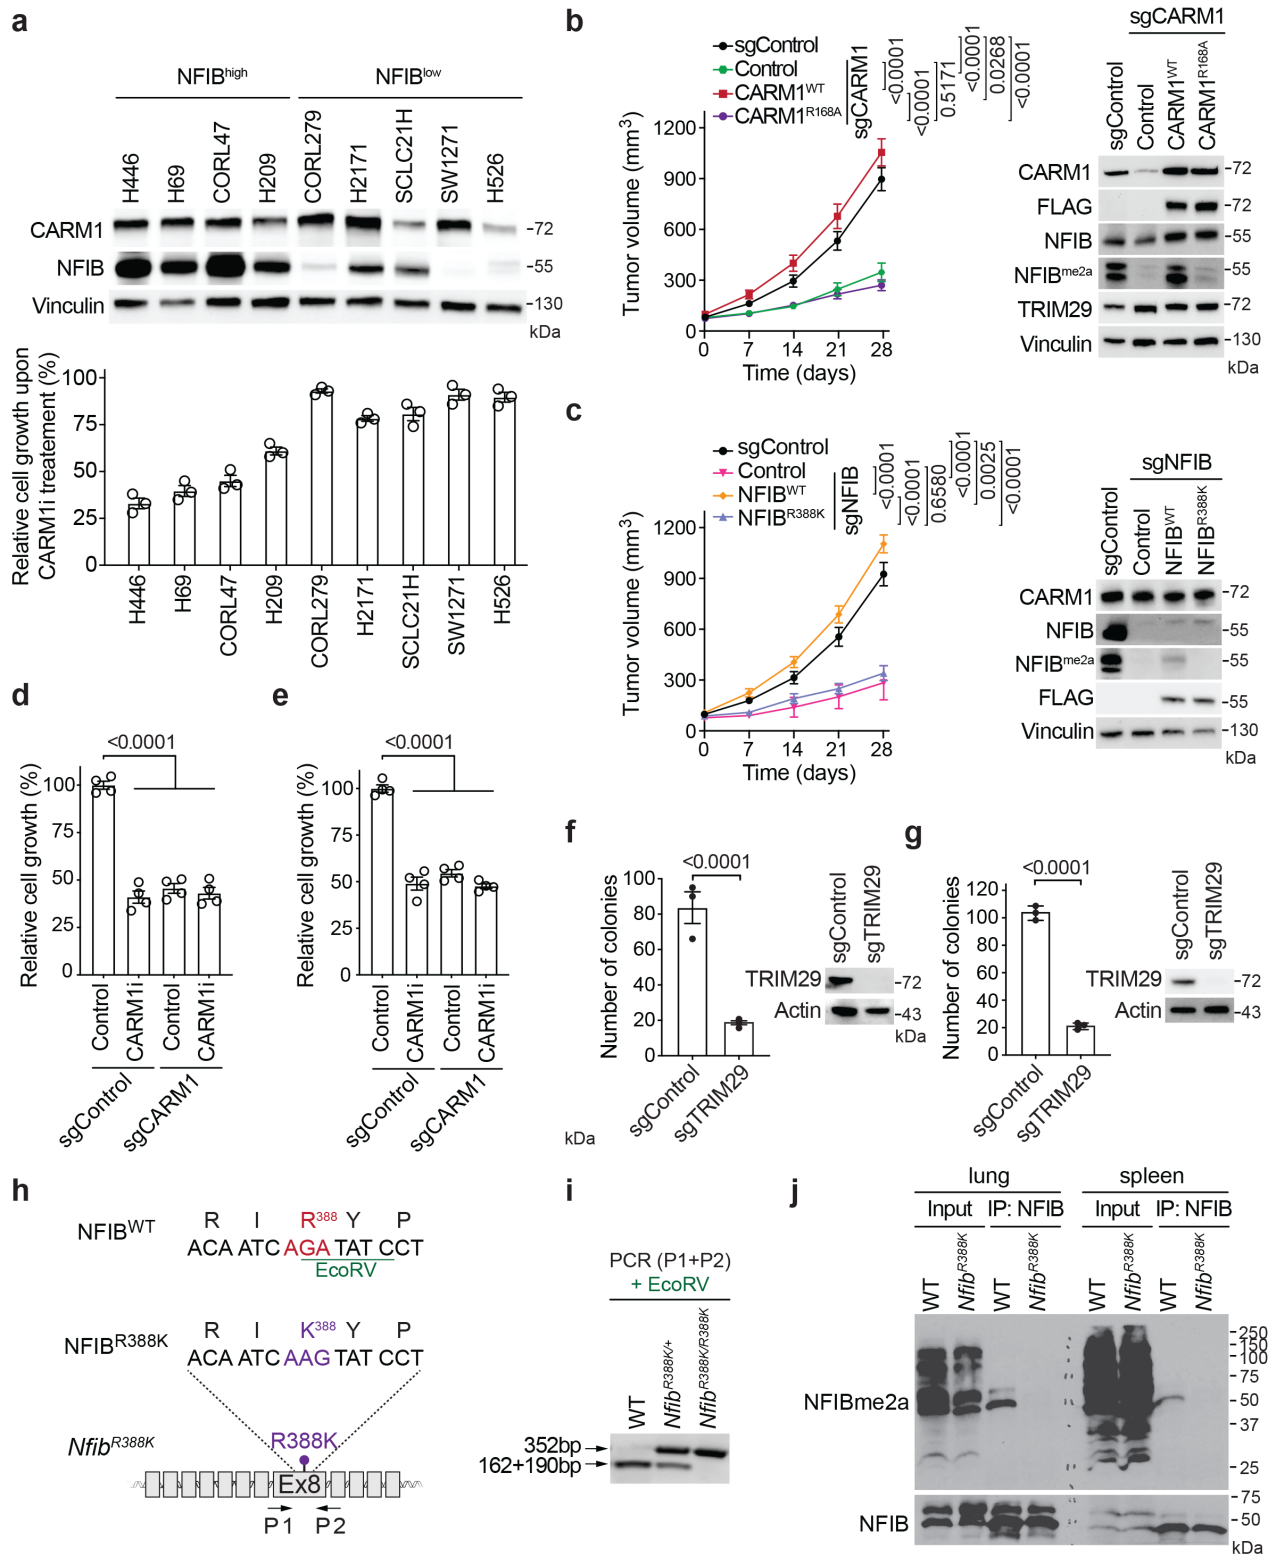

**Supplementary Fig. 3 | Characterization of the CARM1-NFIB-TRIM29 pathway in SCLC cell (related to Fig. 3).**

**a**, Immunoblot analysis of CARM1 and NFIB in cell lysates from indicated human SCLC cell lines. Vinculin shown as a loading control. NFIB expression correlates with cancer cells sensitivity to CARM1 inhibitor (TP-064), and these growth experiments were performed in biological triplicate. **b**, Complementation of sgRNA CARM1 depleted CORL47 SCLC cells with WT or R168A mutant CARM1 shows that CARM1 catalytic activity is required for SCLC cell growth *in vivo*. Tumor volume quantification of CORL47 xenografts in NSG mice treated as indicated (n=8 each group; *P* values were determined by two-way ANOVA with Tukey's testing for multiple comparisons, data represent mean  $\pm$  SEM). Immunoblots with indicated antibodies of cell lysates depicted in the graph, asterisk indicate endogenous and arrowhead HA-tagged CARM1. **c**, Complementation of sgRNA NFIB depleted CORL47 SCLC cells with WT or R388K mutant NFIB shows that NFIB K388 methylation is required for SCLC cell growth *in vivo*. Tumor volume quantification of CORL47 xenografts in NSG mice treated as indicated (n=5 each group; *P* values were determined by two-way ANOVA with Tukey's testing for multiple comparisons, data represent mean  $\pm$  SEM). Immunoblots with indicated antibodies of cell lysates depicted in the graph, asterisk indicate endogenous and arrowhead HA-tagged CARM1 and HA-tagged NFIB. Vinculin shown as a loading control. **d-e**, Analyses of **(d)** H69 and **(e)** CORL47 cells growth upon genetic and pharmacological CARM1 inhibition. sgCARM1 depletion as shown in Fig. 3d and Supplementary Fig. 3b, respectively. CARM1 inhibitor (TP-064). Experiments were performed in biological triplicate. Data present in mean  $\pm$  SEM; *P* values determined by two-tailed student's test. **f-g**, Soft agar colony formation analyses of **(f)** H69 and **(g)** CORL47 cells with depletion of TRIM29. Immunoblot confirmation of TRIM28 depletion. Actin shown as a loading control. Data present in mean  $\pm$  SEM; *P* values determined by two-tailed student's test. Experiments were performed in biological triplicate. **h**, Schematic showing the generation of the *Nfib*<sup>R388K</sup> mouse model using CRISPR/Cas9 strategy. **i**, Representative genotyping for *Nfib*<sup>R388K</sup> mice. After the PCR reaction, the DNA is subjected to EcoRV cleavage. DNA from *Nfib*<sup>R388K</sup> homozygous mice is resistant to cleavage. **j**, Validation of the *Nfib*<sup>R388K</sup> mouse model by NFIB immunoprecipitation and immunoblotting with the NFIBme2a antibody. Tissue samples were extracted from the lung and spleen of wildtype (WT) and *Nfib*<sup>R388K</sup> homozygous mutant mice. Experiments were performed in triplicate.

Supplementary Figure 4

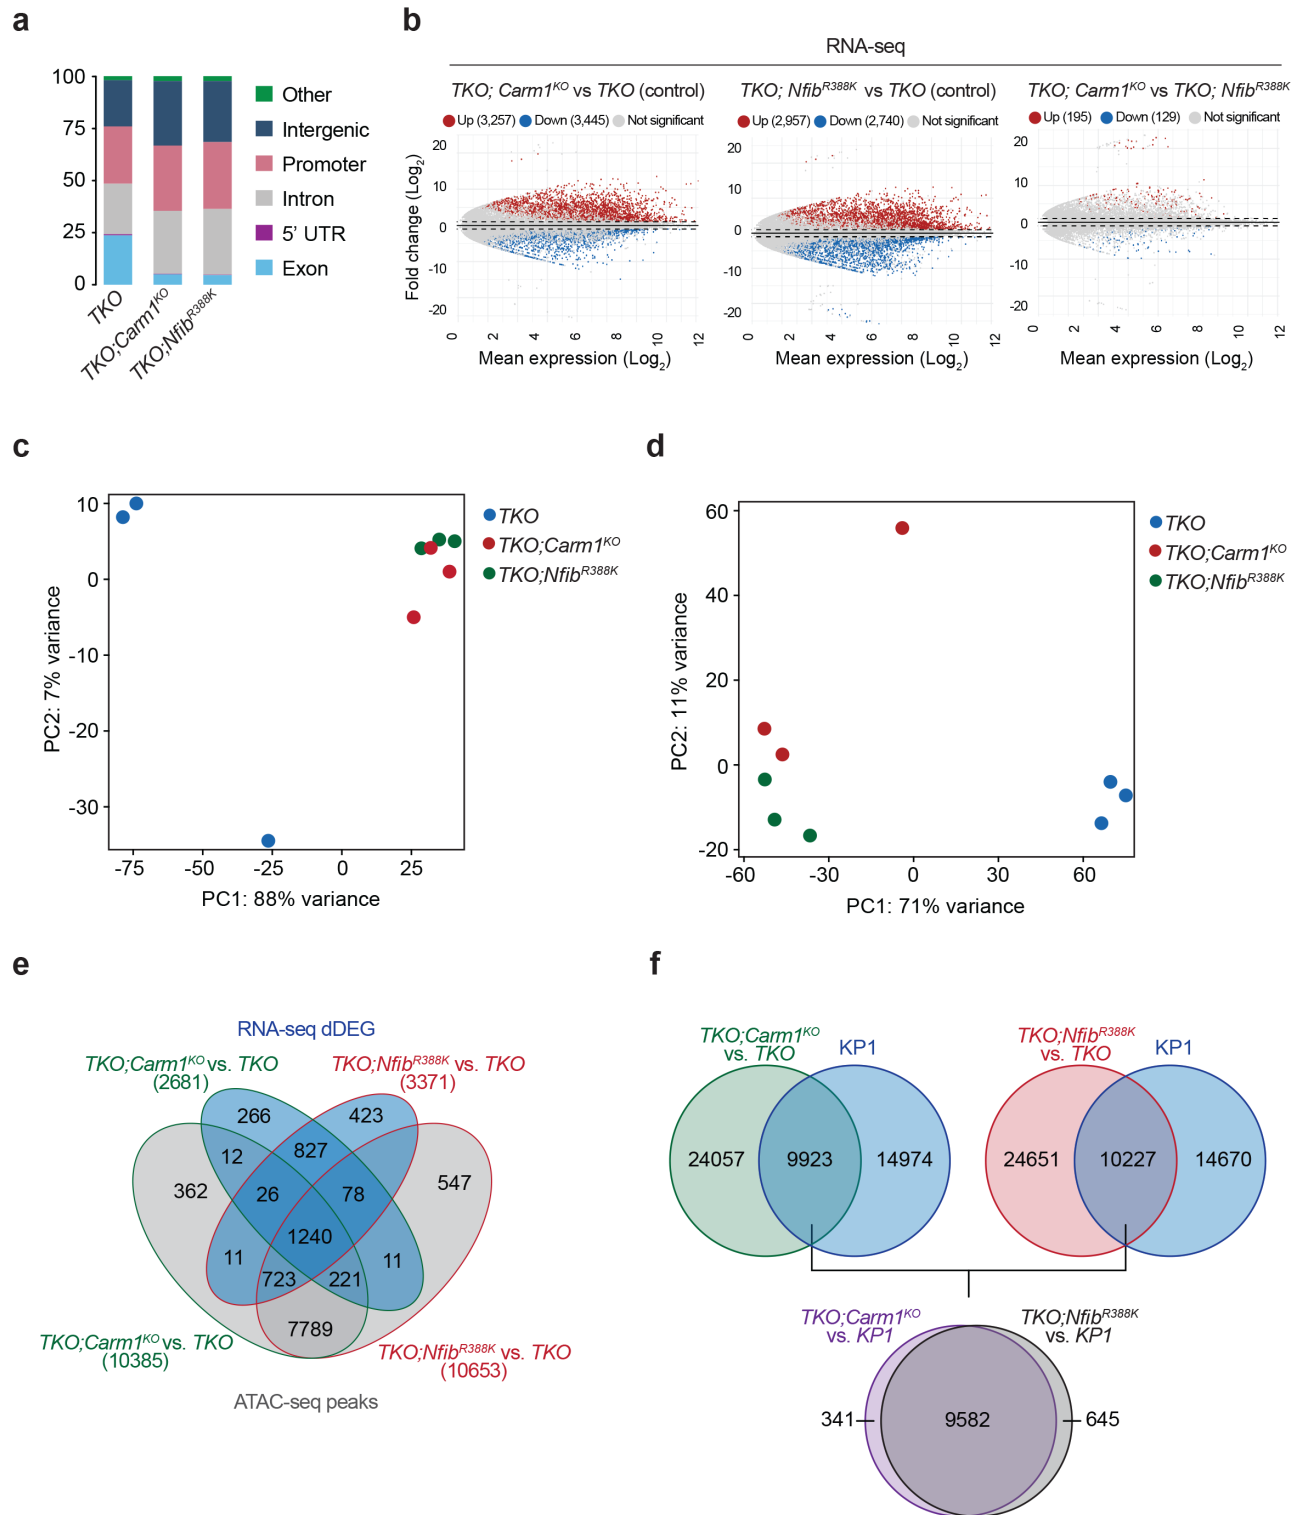

**Supplementary Fig. 4 | The CARM1-NFIB axis (related to Fig. 4).** **a**, ATAC-seq analysis of genomic regions with chromatin accessibility in indicated groups. **b**, RNA-seq analysis of differentially expressed genes in indicated groups. **c-d**, The principle component analyses of **(c)** ATAC-seq and **(d)** RNA-seq results obtained from indicated samples. **e**, Venn diagram showing the number of genes with differential chromatin accessibility and expression levels in *TKO;Nfib<sup>R388K</sup>* and *TKO;Carm1<sup>KO</sup>* mutant mice relative to *TKO* (control) tumor biopsies the overlap of these targets between the two mutant mice. **f**, Venn diagram of NFIB ChIP-seq peaks obtained from murine KP1 cells<sup>27</sup> and the down-regulated ATAC-seq peaks in *TKO;Nfib<sup>R388K</sup>* and *TKO;Carm1<sup>KO</sup>* versus *TKO* control of which over 93% shared peaks between *TKO;Nfib<sup>R388K</sup>* and *TKO;Carm1<sup>KO</sup>*.

# Supplementary Figure 5

a

| Gene signatures (MSigDB identifier)                                | NES                                               |                                                 |
|--------------------------------------------------------------------|---------------------------------------------------|-------------------------------------------------|
|                                                                    | <i>TKO;Nfib<sup>R388K</sup></i><br>vs. <i>TKO</i> | <i>TKO;Carm1<sup>KO</sup></i><br>vs. <i>TKO</i> |
| HALLMARK_E2F targets (M1604)                                       | -3.45                                             | -3.71                                           |
| HALLMARK_G2M checkpoint (M5901)                                    | -3.04                                             | -3.67                                           |
| HALLMARK_MYC targets V1 (M1610)                                    | -2.78                                             | -1.91                                           |
| HALLMARK_Mitotic spindle (M1613)                                   | -1.99                                             | -2.17                                           |
| HALLMARK_DNA repair (M)                                            | -1.61                                             | -1.34                                           |
| HALLMARK_Inflammatory response (M)                                 | 2.44                                              | 2.86                                            |
| HALLMARK_Apoptosis (M1714)                                         | 1.17                                              | 1.55                                            |
| Neuron fate specification (GO:0048665)                             | -2.35                                             | -1.84                                           |
| Chromatin modification (GO:0016568)                                | -2.12                                             | -2.12                                           |
| Chromatin organization (GO:0006325)                                | -2.06                                             | -1.52                                           |
| Cell cycle process (GO:0022402)                                    | -2.04                                             | -1.74                                           |
| Chromatin remodeling (GO:0006338)                                  | -2.01                                             | -1.62                                           |
| Neuron fate commitment (GO:0048663)                                | -1.96                                             | -1.70                                           |
| Chromatin silencing & neg.epigenetic reg of gene exp. (GO:0006342) | -1.80                                             | -1.67                                           |
| Positive reg. of immune response (GO:0050778)                      | 2.66                                              | 2.28                                            |
| Positive reg. of cell killing (GO:0031343)                         | 2.05                                              | 1.47                                            |
| Negative reg. of axon extension (GO:0030517)                       | 1.37                                              | 1.33                                            |
| Regulation of axon guidance (GO:1902667)                           | 1.52                                              | 1.32                                            |

b

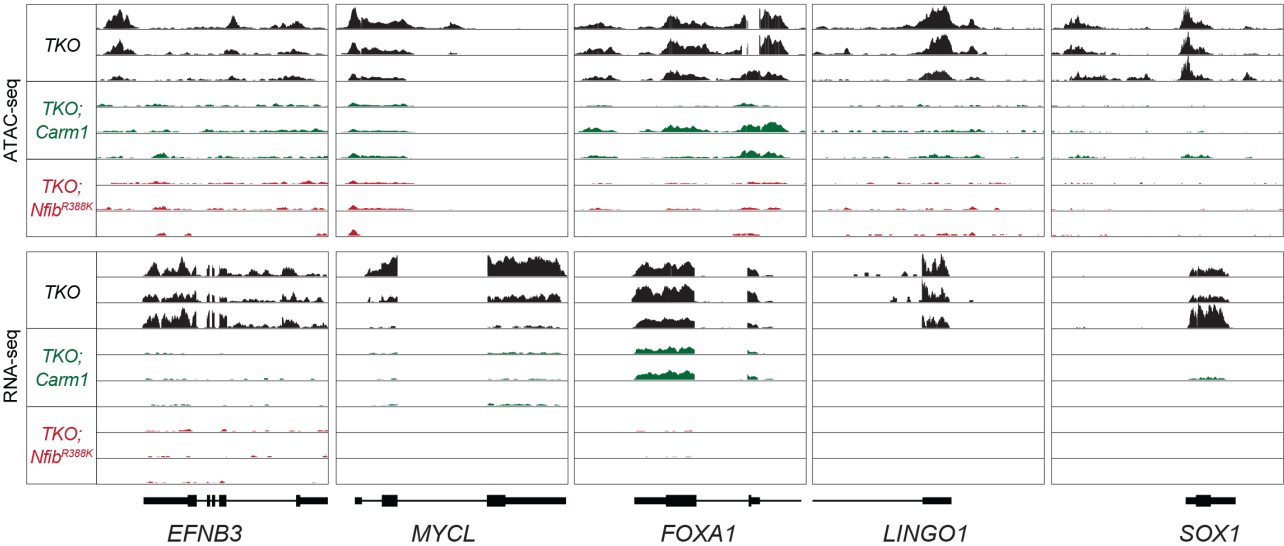

**Supplementary Fig. 5 | The CARM1-NFIB axis (related to Fig. 4).** **a**, GSEA of differentially expressed genes showing pathways significantly regulated in *TKO;Nfib<sup>R388K</sup>* and *TKO;Carm1<sup>KO</sup>* mutant mice versus *TKO* (control) tumor biopsies. The top gene sets identified in the GSEA analysis show high overlap. Normalized enrichment scores (NES) and false discovery rate (FDR) are provided (detailed statistics description in Methods). **b**, Integrative Genomic View (IGV) of ATAC-seq and RNA-seq signals on the indicated genes and conditions. Arrow indicates the direction of gene transcription. The tracks for each of the 9 independent tumors analyzed are shown.

**Supplementary Table 1**

| <b>Primers used for RT-qPCR</b>              |                           |
|----------------------------------------------|---------------------------|
| PDE1A-F                                      | AATGTGGCAGCGCCTGAAAGGA    |
| PDE1A-R                                      | CTTCCAGCACAGATGCCGCATA    |
| FERMT1-F                                     | CCAACTCTATGAGCAAGCCAGG    |
| FERMT1-R                                     | CCTGTGTTTCAGCAGACAACGAC   |
| SLC1A2-F                                     | TGCCAACAGAGGACATCAGCCT    |
| SLC1A2-R                                     | CAGCTCAGACTTGGAGAGGTGA    |
| CDYL2-F                                      | CGCCAGAATGAAAGCAACTGTCG   |
| CDYL2-R                                      | GTCGTCTGTGGCTGCGTTGCA     |
| AFAP1L2-F                                    | GCCACCCAAGATGATTCCAGA     |
| AFAP1L2-R                                    | GCCGTCTCTTCATCGTAGG       |
| PDE4B-F                                      | TTCTCCACGCAGTTCACCAA      |
| PDE4B-R                                      | AAGGTGGCGTGAAGTACCAG      |
| GAPDH-F                                      | CATCACTGCCACCCAGAAGACTG   |
| GAPDH-R                                      | ATGCCAGTGAGCTTCCCGTTCAG   |
|                                              |                           |
|                                              |                           |
| <b>primers used for ChIP-qPCR</b>            |                           |
| PDE4B-ChIP-F                                 | TCCGTGTTGACTCCACTTCACAT   |
| PDE4B-ChIP-R                                 | TCTGCTACAGTATAAACTTTTCC   |
| PDE1A-ChIP-F                                 | GACTACATGGGTTACTATGGTAT   |
| PDE1A-ChIP-R                                 | ACTTGAAATCTCACTTGCTT      |
| AFAP1L2-ChIP-F                               | GCTTTTACATTTTTAAATGACTGAG |
| AFAP1L2-ChIP-R                               | TGCTCTAGAATTGGGGCTG       |
| SLC1A2-ChIP-F                                | GCCTGCTTCTGATGTTGAGTGA    |
| SLC1A2-ChIP-R                                | GCTTGGCCTTGGGATGGTGA      |
| CDYL2-ChIP-F                                 | GGCTTTGCCCTATACTAACATTC   |
| CDYL2-ChIP-R                                 | AACTGCTTTACTTGAGTTTATTGA  |
| FERMT1-ChIP-F                                | GAAGAGACAGTCAAGGGTGCT     |
| FERMT1-ChIP-R                                | CAATAAAAACAGAGATCAGAAGATG |
|                                              |                           |
|                                              |                           |
| <b>Primers used for genotyping</b>           |                           |
| Nfib-geno-F                                  | TCTCCAGTGTTACCGCGTTG      |
| Nfib-geno-R                                  | GCCTGGCTAAGCTCTCACTT      |
|                                              |                           |
|                                              |                           |
| <b>Primers used for plasmid construction</b> |                           |

|                               |                                                                                                                                                  |
|-------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| FLAG-TRIM29 Fwd               | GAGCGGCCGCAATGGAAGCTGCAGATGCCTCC                                                                                                                 |
| FLAG-TRIM29 Rev               | GCGTCGACTCATGGGGCTTCGTTGGACCC                                                                                                                    |
| FLAG-TRIM29-N Rev             | GCGTCGACGTCCCGGATGGGCTCGAGC                                                                                                                      |
| FLAG-TRIM29-CC Fwd            | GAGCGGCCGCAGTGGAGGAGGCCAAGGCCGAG                                                                                                                 |
| FLAG-TRIM29-CC Rev            | GCGTCGACATCCATGATCACCTTCACTTGG                                                                                                                   |
| FLAG-TRIM29-C Fwd             | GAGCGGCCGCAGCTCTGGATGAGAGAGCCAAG                                                                                                                 |
| GST-TRIM29 Fwd                | GCGGATCCATGGAAGCTGCAGATGCCTCC                                                                                                                    |
| GST-TRIM29 Rev                | GCCTCGAGTCATGGGGCTTCGTTGGACCC                                                                                                                    |
| GST-TRIM29-C Fwd              | GCGGATCCGCTCTGGATGAGAGAGCCAAG                                                                                                                    |
| GST-TRIM29-ΔC Rev             | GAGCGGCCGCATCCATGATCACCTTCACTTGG                                                                                                                 |
| Mutagenesis NFIBR388K Fwd     | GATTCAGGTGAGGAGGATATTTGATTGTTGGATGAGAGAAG                                                                                                        |
| Mutagenesis NFIBR388K Rev     | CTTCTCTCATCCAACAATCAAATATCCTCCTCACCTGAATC                                                                                                        |
| Mutagenesis NFICR395K Fwd     | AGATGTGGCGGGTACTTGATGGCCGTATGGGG                                                                                                                 |
| Mutagenesis NFICR395K Rev     | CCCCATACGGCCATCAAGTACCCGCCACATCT                                                                                                                 |
|                               |                                                                                                                                                  |
|                               |                                                                                                                                                  |
| <b>sgRNA related oligos</b>   |                                                                                                                                                  |
| sgRNA non-targeting control   | CTTCGAAATGTCCGTTCCGGT                                                                                                                            |
| sgRNA CARM1                   | ATCCAGTT CGCCACACCCAA                                                                                                                            |
| sgRNA NFIB for xenograft      | TTCTCCCATCTGTCTCACTC                                                                                                                             |
| srRNA NFIB for HeLa cell      | GATTGGATAAGACACAGCAC                                                                                                                             |
| sgRNA for NfibR388K mouse     | TGAGGAGGATATCTGATTGTTGG                                                                                                                          |
| donor DNA for NfibR388K mouse | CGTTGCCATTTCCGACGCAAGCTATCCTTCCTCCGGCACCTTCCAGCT<br>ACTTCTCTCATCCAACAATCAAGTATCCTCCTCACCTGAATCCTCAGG<br>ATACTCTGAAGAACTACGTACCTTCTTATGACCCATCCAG |

# Source Data for Supplementary Figures

Fig. S1a

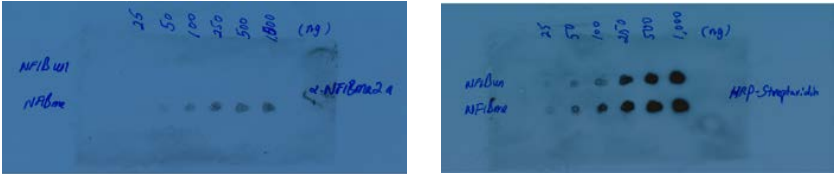

Fig. S1b

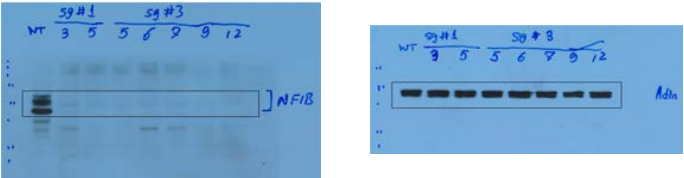

Fig. S1c

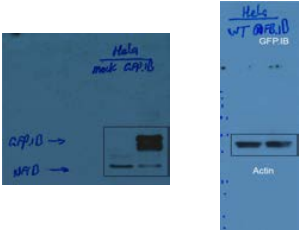

Fig. S1d  
see Suppl Table S2A

Fig. S1e

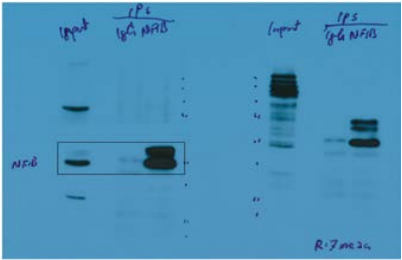

Fig. S1f  
see Suppl Table S2B

Fig. S1g  
relative DNA binding

|         | IgG      |          | αNFIB    |          |          |
|---------|----------|----------|----------|----------|----------|
| PDE1A   | 0.040735 | 0.030731 | 0.042573 | 0.299646 | 0.312075 |
| FERMT1  | n.d.     | n.d.     | n.d.     | n.d.     | 0.109508 |
| SLC1A2  | 0.007046 | 0.010491 | 0.009632 | 0.044066 | 0.034003 |
| CDYL2   | n.d.     | n.d.     | n.d.     | 0.256148 | 0.304249 |
| AFAP1L2 | 0.031996 | 0.020739 | 0.023733 | 0.177157 | 0.42922  |
| PDE4B   | n.d.     | n.d.     | n.d.     | 0.076019 | 0.034965 |

Fig. S1h

relative mRNA level

|         | GFP      |          | NFIB-WT  |          | NFIB-R388K |          |
|---------|----------|----------|----------|----------|------------|----------|
| PDE1A   | 1.081512 | 1.07187  | 0.862634 | 1.581904 | 1.403362   | 1.619784 |
| FERMT1  | 0.934673 | 1.042544 | 1.026233 | 1.357441 | 1.448227   | 1.413534 |
| SLC1A2  | 0.708435 | 1.55309  | 0.908873 | 2.90951  | 3.965356   | 2.98863  |
| CDYL2   | 1.052991 | 1.106539 | 0.85824  | 1.801576 | 1.878559   | 1.994005 |
| AFAP1L2 | 0.976456 | 1.121424 | 0.913224 | 1.527448 | 2.583252   | 1.451264 |
| PDE4B   | 0.970966 | 1.099195 | 0.93696  | 2.129498 | 1.505211   | 1.510059 |

Fig. S1i

relative mRNA level

|         | DMSO     |          | TP-064   |          |          |
|---------|----------|----------|----------|----------|----------|
| PDE1A   | 0.994388 | 0.9271   | 1.084719 | 0.480746 | 0.680115 |
| FERMT1  | 0.997881 | 1.029685 | 0.973234 | 0.953458 | 0.993142 |
| SLC1A2  | 1.263335 | 0.965633 | 0.819728 | 0.519723 | 0.478624 |
| CDYL2   | 0.862471 | 1.010751 | 1.147126 | 0.594656 | 0.494838 |
| AFAP1L2 | 0.94025  | 1.231707 | 0.863473 | 0.618045 | 0.66775  |
| PDE4B   | 1.045242 | 0.990511 | 0.965881 | 0.649144 | 0.683403 |

Fig. S2a

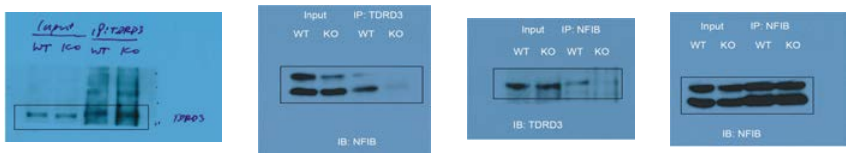

Fig. S2b

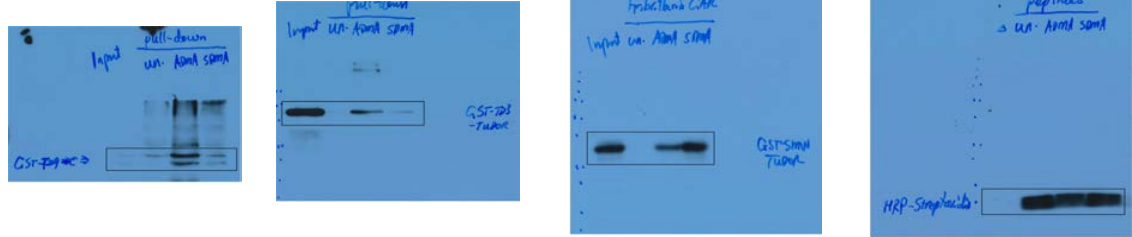

Fig. S2c

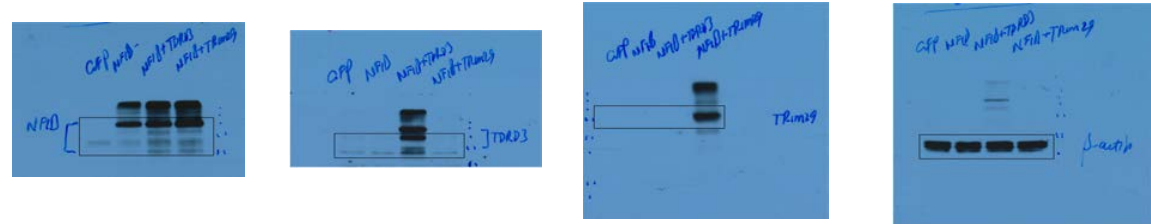

Fig. S2d

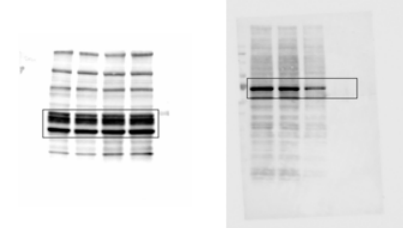

Fig. S2e

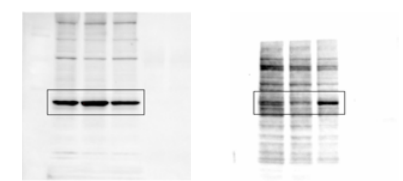

Fig. S2f

mRNA level for TRIM29-NFIB targets

|         | GFP      |          | NFIB     |          | NFIB+TRIM29 |          |
|---------|----------|----------|----------|----------|-------------|----------|
| PDE1A   | 1.030254 | 0.958599 | 1.663244 | 1.975202 | 2.005553    | 1.36604  |
| FERMT1  | 1.003457 | 0.988584 | 2.300645 | 2.333072 | 4.28016     | 4.214153 |
| SLC1A2  | 0.962967 | 0.901688 | 1.151681 | 2.144453 | 1.966036    | 1.893748 |
| CDYL2   | 0.974284 | 1.011587 | 1.014638 | 2.009616 | 1.975283    | 1.672128 |
| AFAP1L2 | 1.167698 | 0.888022 | 0.964375 | 2.779194 | 1.99262     | 2.584109 |
| PDE4B   | 1.177155 | 0.851951 | 0.99713  | 2.253699 | 2.434057    | 2.186833 |

Fig. S3a

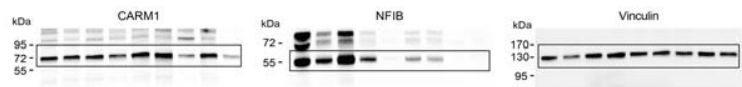

Fig. S3b

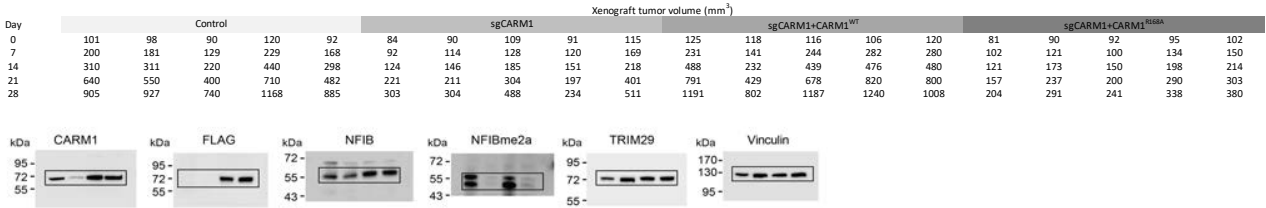

Fig. S3c

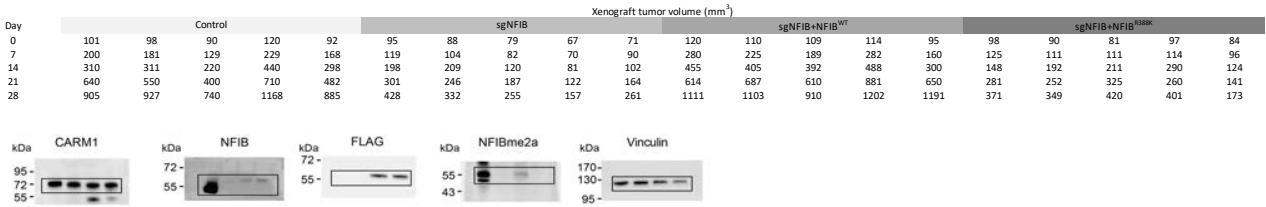

Fig. S3d

|                   | Percent of viable cells (control 100%) |        |       |       |
|-------------------|----------------------------------------|--------|-------|-------|
| sgControl+vehicle | 104.62                                 | 102.46 | 96.97 | 95.95 |
| sgControl+CARM1i  | 38.17                                  | 48.89  | 33.91 | 43.08 |
| sgCARM1+vehicle   | 43.12                                  | 50.5   | 49.28 | 39.61 |
| sgCARM1+CARM1i    | 50.75                                  | 37.49  | 45.15 | 38.92 |

Fig. S3e

|                   | Percent of viable cells (control 100%) |       |       |        |
|-------------------|----------------------------------------|-------|-------|--------|
| sgControl+vehicle | 99.41                                  | 96.28 | 98.73 | 105.58 |
| sgControl+CARM1i  | 48.59                                  | 55.67 | 52.1  | 39.48  |
| sgCARM1+vehicle   | 51.96                                  | 50.43 | 57.06 | 58.7   |
| sgCARM1+CARM1i    | 50.94                                  | 47.15 | 44.68 | 47.76  |

Fig. S3f

Fig. S3g

Fig. S3h

N/A

Fig. S3i

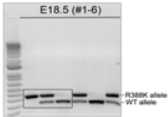

Fig. S3j

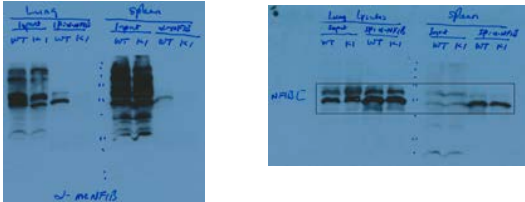

Fig. S4 & S5  
See GEO accession: GSE195843

# Supplementary material for: The NFIB/CARM1 partnership is a driver in preclinical models of small cell lung cancer
**Source:** Nat Commun. 2023 Jan 23;14:363. doi: 10.1038/s41467-023-35864-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Identification of CARM1 substrates

File Name: Supplementary Data 2

Description: NFIB targets

File Name: Supplementary Data 3

Description: Screening for NFIBme2a readers

File Name: Supplementary Data 4

Description: TRIM29 binding partners

# Supplementary material for: The NFIB/CARM1 partnership is a driver in preclinical models of small cell lung cancer
**Source:** Nat Commun. 2023 Jan 23;14:363. doi: 10.1038/s41467-023-35864-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | PreciPoint M8 ViewPoint was used to acquire the histological images.                                                                                                                                                                                                        |
| Data analysis   | ImageJ2/FIJI was used to analyze the images; Prism 8 and Excel for Mac 2016 were used to do the statistical analysis. Proteome Discoverer software Version 2.1 was used to assign peptide sequences from mass spectrum. Scaffold 5 was used to analyze the proteomics data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and ATAC-seq data generated in this study has been deposited in the GEO database under accession code GSE195843. The mass spectrometry proteomics data have deposited to the ProteomeXchange via PRIDE with the identifier PXD038237, and via MASSive with the identifier MSV000090746.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

For cell line experiments, at least 3 independent samples were used for each analysis; for the analysis on GEMM mouse models, more than 6 mice were used; for xenografts studies, 8 mice were used in each group; for PDX models, 8 mice were used for each group; and for patient sample analysis, a total of 32 samples were included.

### Data exclusions

No data were excluded from analysis

### Replication

Except for the in vivo studies, all experiments presented in this study were performed at least 3 times under independent experimental conditions. All attempts at replication have been successful.

### Randomization

For the in vivo studies, animals were assigned randomly to experimental and control groups. Other experiments were not randomized but were usually performed in different format (e.g., 6-well plates vs. 24-well plates).

### Blinding

Blinding was performed in this study because it requires mixing of wild-type and mutants and this could lead to the risk of mislabeling.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

CARM1, Bethyl, Cat# A300-421A  
 NFIB (ab), Abeam, Cat# ab186738  
 NFIB (be), Bethyl, Cat# A303-566A  
 NFIB R388me2a, made in house (This paper)  
 TRIM29, Santa Cruz Biotechnology, Cat# sc-166718  
 TDRD3, Millipore, Cat# MABE1042  
 GFP (WB), Santa Cruz Biotechnology, Cat# sc-9996  
 GFP (IP), Invitrogen, Cat# A6455  
 GST, made in house  
 Actin, Sigma-Aldrich, Cat# A1978  
 pan-ADMA, made in house (Wang et al., 2021)  
 pan-SDMA, made in house (Wang et al., 2021)  
 H3R17me2a, Millipore, Cat# 07-214  
 pH3SerIO, Millipore, Cat# 06-570  
 Vinculin, Cell Signaling, Technology Cat# 13901  
 FLAG, Sigma-Aldrich, Cat# F1804  
 MYCL, Thermo Fisher Scientific, Cat# PA5109998  
 EFN3, Thermo Fisher Scientific, Cat# 34-3600  
 LINGO1/2, Cell Signaling Technology, Cat# 49389  
 FOXA1, Thermo Fisher Scientific, Cat# MAS-32556  
 SOX1, Thermo Fisher Scientific, Cat# MAS-32447  
 Peroxidase AffiniPure Donkey Anti-Mouse IgG Jackson ImmunoResearch Cat# 715-035-151  
 Peroxidase AffiniPure Donkey Anti-Rabbit IgG Jackson ImmunoResearch Cat# 711-035-152

## Validation

Except for the validation data available on the antibody websites, we have shown validations for some key antibodies we used: Anti-CARM1 antibody is validated using CARM1-KO MEF cells; this antibody works for both human and mouse CARM1; it works for Western blots and IP.  
 Anti-NFIB antibodies were validated for Western blots using NFIB-KO HeLa cells; these antibodies recognize both human and mouse NFIB; they were both also validated for immunoprecipitation as well.  
 Anti-pan-ADMA/-SDMA antibodies were validated in PRMT1 and PRMT5 inducible KO MEFs as well as inhibitors to PRMT1 and PRMT5;  
 Anti-NFIBme2a antibody was validated with control and NFIBme2a peptides, NFIB KO cells and cells treated with CARM1 inhibitor.  
 Anti-TRIM29 antibody was validated by TRIM29 overexpression; it can recognize both human and mouse TRIM29 by Western blots.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

293T ATCC CRL-3216  
 HeLa ATCC CCL2  
 H69 ATCC HTB-119  
 CORL47 Sigma-Aldrich 92031915  
 H446 ATCC HTB-171  
 H209 ATCC HTB-172  
 CORL279 Sigma-Aldrich 96020724  
 H2171 ATCC CRL-5929  
 SCLC21H Accegen ABC-TC605S  
 SW1271 ATCC CRL-2177  
 H526 ATCC CRL-5811

## Authentication

Cell lines were freshly purchase for studies presented in this manuscript. When needed cell identity was confirmed using the "Cytogenetics and Cell Authentication Core", at MD Anderson Cancer Center.

## Mycoplasma contamination

Cell lines in culture are routinely tested for mycoplasma contamination in the Bedford lab

Commonly misidentified lines  
(See [ICLAC](#) register)

HeLa

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mouse: p53 LoxP/LoxP, The Jackson Laboratories, Strain# 008462</p> <p>Mouse: Rbl LoxP/LoxP, The Jackson Laboratories, Strain# 026563</p> <p>Mouse: Rbl2LoxP/LoxP, The Jackson Laboratories, Strain# 008177</p> <p>Mouse: Rosa26LSL-tdTomato, The Jackson Laboratories, Strain# 007914</p> <p>Mouse: Carmi LoxP/LoxP, (Yadav et al., 2003)</p> <p>Mouse: NfibR388K, described in this paper</p> <p>Mouse: NOD.SCID-IL2Rg<sup>-/-</sup> (NSG), The Jackson Laboratories ,Strain# 005557</p> <p>Mouse: C57BL/6, The Jackson Laboratories, Strain# 000664</p> <p>Mouse: FVB129/N, The Jackson Laboratories, Strain# 001800</p> <p>The sex and age of the mice used are randomized.</p> <p>We used the animals to study small cell lung cancer which is not affected by the gender of the animals, and sex was not considered in the study design.</p> |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | Mouse handling and care followed the NIH Guide for Care and Use of Laboratory Animals. All animal procedures followed the guidelines of and were approved by the MDACC Institutional Animal Care and Use Committee (IACUC protocol 00001636, PI: Mazur).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links                             | GEO accession number GSE219265.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| <i>May remain private before publication.</i> |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Files in database submission                  | <p>HeLa_NFIB_ab_1.peaks.txt</p> <p>HeLa_NFIB_ab_2.peaks.txt</p> <p>HeLa_NFIB_be_1.peaks.txt</p> <p>HeLa_NFIB_be_2.peaks.txt</p> <p>NFIB_GFP_1.peaks.txt</p> <p>NFIB_GFP_2.peaks.txt</p> <p>8-CHIP.peaks.txt</p> <p>merged_HeLa_NFIB_ab.peaks.txt</p> <p>merged_HeLa_NFIB_ab.peaks.txt</p> <p>merged_HeLa_NFIB_be.peaks.txt</p> <p>merged_HeLa_NFIB_be.peaks.txt</p> <p>merged_NFIB_GFP.peaks.txt</p> <p>merged_NFIB_GFP.peaks.txt</p> <p>HeLa_Input_1_ATCACG_L001_R1_001.fastq.gz</p> <p>HeLa_Input_2_TTAGGC_L001_R1_001.fastq.gz</p> <p>HeLa_NFIB_ab_1_GATCAG_L001_R1_001.fastq.gz</p> <p>HeLa_NFIB_ab_2_CCGTCC_L001_R1_001.fastq.gz</p> <p>HeLa_NFIB_be_1_GTCCGC_L001_R1_001.fastq.gz</p> <p>HeLa_NFIB_be_2_ATCACG_L002_R1_001.fastq.gz</p> <p>NFIB_GFP_1_CCGTCC_L002_R1_001.fastq.gz</p> <p>NFIB_GFP_2_GTCCGC_L002_R1_001.fastq.gz</p> <p>NFIB_Input_1_TTAGGC_L002_R1_001.fastq.gz</p> <p>NFIB_Input_2_GATCAG_L002_R1_001.fastq.gz</p> <p>8-CHIP.fastq.gz</p> <p>8-input.fastq.gz</p> <p>HeLa_Input_1_ATCACG_L001_R1_002.fastq.gz</p> <p>HeLa_Input_2_TTAGGC_L001_R1_002.fastq.gz</p> <p>HeLa_NFIB_ab_1_GATCAG_L001_R1_002.fastq.gz</p> <p>HeLa_NFIB_ab_2_CCGTCC_L001_R1_002.fastq.gz</p> <p>HeLa_NFIB_be_1_GTCCGC_L001_R1_002.fastq.gz</p> <p>HeLa_NFIB_be_2_ATCACG_L002_R1_002.fastq.gz</p> <p>NFIB_GFP_1_CCGTCC_L002_R1_002.fastq.gz</p> <p>NFIB_GFP_2_GTCCGC_L002_R1_002.fastq.gz</p> <p>NFIB_Input_1_TTAGGC_L002_R1_002.fastq.gz</p> |

NFIB\_Input\_2\_GATCAG\_L002\_R1\_002.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_003.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_003.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_003.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_003.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_003.fastq.gz  
 HeLa\_NFIB\_be\_2\_ATCACG\_L002\_R1\_003.fastq.gz  
 NFIB\_GFP\_1\_CCGTCC\_L002\_R1\_003.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_003.fastq.gz  
 NFIB\_Input\_1\_TTAGGC\_L002\_R1\_003.fastq.gz  
 NFIB\_Input\_2\_GATCAG\_L002\_R1\_003.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_004.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_004.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_004.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_004.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_004.fastq.gz  
 HeLa\_NFIB\_be\_2\_ATCACG\_L002\_R1\_004.fastq.gz  
 NFIB\_GFP\_1\_CCGTCC\_L002\_R1\_004.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_004.fastq.gz  
 NFIB\_Input\_1\_TTAGGC\_L002\_R1\_004.fastq.gz  
 NFIB\_Input\_2\_GATCAG\_L002\_R1\_004.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_005.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_005.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_005.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_005.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_005.fastq.gz  
 HeLa\_NFIB\_be\_2\_ATCACG\_L002\_R1\_005.fastq.gz  
 NFIB\_GFP\_1\_CCGTCC\_L002\_R1\_005.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_005.fastq.gz  
 NFIB\_Input\_1\_TTAGGC\_L002\_R1\_005.fastq.gz  
 NFIB\_Input\_2\_GATCAG\_L002\_R1\_005.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_006.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_006.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_006.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_006.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_006.fastq.gz  
 HeLa\_NFIB\_be\_2\_ATCACG\_L002\_R1\_006.fastq.gz  
 NFIB\_GFP\_1\_CCGTCC\_L002\_R1\_006.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_006.fastq.gz  
 NFIB\_Input\_1\_TTAGGC\_L002\_R1\_006.fastq.gz  
 NFIB\_Input\_2\_GATCAG\_L002\_R1\_006.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_007.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_007.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_007.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_007.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_007.fastq.gz  
 HeLa\_NFIB\_be\_2\_ATCACG\_L002\_R1\_007.fastq.gz  
 NFIB\_GFP\_1\_CCGTCC\_L002\_R1\_007.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_007.fastq.gz  
 NFIB\_Input\_1\_TTAGGC\_L002\_R1\_007.fastq.gz  
 NFIB\_Input\_2\_GATCAG\_L002\_R1\_007.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_008.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_008.fastq.gz  
 HeLa\_NFIB\_ab\_1\_GATCAG\_L001\_R1\_008.fastq.gz  
 HeLa\_NFIB\_ab\_2\_CCGTCC\_L001\_R1\_008.fastq.gz  
 HeLa\_NFIB\_be\_1\_GTCCGC\_L001\_R1\_008.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_008.fastq.gz  
 HeLa\_Input\_1\_ATCACG\_L001\_R1\_009.fastq.gz  
 HeLa\_Input\_2\_TTAGGC\_L001\_R1\_009.fastq.gz  
 NFIB\_GFP\_2\_GTCCGC\_L002\_R1\_009.fastq.gz

Genome browser session  
(e.g. [UCSC](https://genome.ucsc.edu/))

UCSC genome browser human genome assembly hg19: <https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg19>

## Methodology

|                         |                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 3 antibodies were used for NFIB peaks (GFP, NFIB-ab and NFIB-be) and each were represented by 2 replicates. 1 antibody was used for H3R17me2a peaks and it was done using 3 replicates. |
| Sequencing depth        | 26-33 million reads were generated for NFIB peaks per sample. 46 and 52 million reads were generated for H3R17me2a.                                                                     |
| Antibodies              | NFIB (ab), Abeam, Cat# ab186738 NFIB (be), Bethyl, Cat# A303-566A GFP (IP), Invitrogen, Cat# A6455 H3R17me2a, Millipore, Cat# 07-214                                                    |
| Peak calling parameters | To obtain the NFIB peaks pulled down by each antibody, the two replicate samples were merged to a merged sample and peak                                                                |

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Peak calling parameters | calling was performed on both the merged sample and each individual replicate by MACS (Zhang et al., 2008) using total input DNA as the negative control. The window size was set as 300 bp and the P-value cutoff was set as $1 \times 10^{-5}$ . The peaks overlapped with ENCODE blacklisted regions (Consortium, 2012) were removed.<br>The analysis for H3R17me2a, including mapping and peak calling, was the same as in (Cheng et al., 2018) (briefly, the same as NFIB, except the mapping was done using bowtie (version 0.12.8) (Langmead et al., 2009) and the P-value cutoff for peak calling was $1 \times 10^{-6}$ to control the empirical FDR below 0.05). |
| Data quality            | For NFIB Chip-seq, 81-93% of the total reads were mapped to the human genome, while 68-78% of the total reads were uniquely mapped.<br>For H3R17me2a ChIP-seq, 95% and 97% of the total reads were mapped to the human genome, with 73% and 74% uniquely mapped.                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                | Sequenced DNA reads were mapped to the human genome hg19 using Illumina analysis pipeline CASAVA (version 1.8.2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

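RNA-seq and ATAC-seq libraries of tumor cells from TKO, *TKO;Carm1* KO (CARM1 knockout) and *TKO;Nfib* R388K (NFIB mutant) mice were used, 3 libraries per genotype and assay, 9 libraries per assay. The columns named C, KO and N were taken as TKO, CARM1 knockout and NFIB mutant, by the names in the legends of Fig. 4d and 4e. For RNA-seq the authors trimmed and mapped the reads and deposited unnormalized gene counts made with htseq-count. For ATAC-seq the authors deposited unnormalized counts of reads on 1 merged set of peaks, made with featureCounts per the file header, after duplicates had been removed. All values were whole numbers, and 5 summary entries of the RNA-seq table stayed out of library sizes and tests. Reads that htseq-count found ambiguous were 3.84 to 4.50% and those not unique 3.18 to 6.31%. No peak lay beyond the ends of the chromosomes of GRCm38, and no pair of libraries held the same counts.

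Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main comparison used edgeR's TMM factors, filterByExpr and a robust quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 model of all 9 libraries without a term for the replicate number. Comparisons were each mutant against TKO, the mutants together against TKO, and CARM1 knockout against NFIB mutant. Calls needed an adjusted p under 0.1 and an absolute log2 fold change of at least 0.8 for genes or 0.5 for peaks. CPM for single genes and peaks were scaled with the TMM factors. Folds against a group at or under 3 counts in every library are lower bounds computed against 3 counts. Principal components were computed on log2 CPM of the 500 most variable features with a prior count of 2. Gene sets were tested with limma's camera and fry at an adjusted p under 0.05.

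Alternatives were other scalings, filters, thresholds and tests, a fit of only the groups compared, an offset for GC content, a block for the replicate number and leaving out each library in turn. An ATAC-seq scaling by totals without the peaks holding over 0.5% of the counts was added after the values had been seen. The fits were tested on simulated data with known changes.

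Genes named in the text are those the paper names for the mouse tumors or their alleles, and Nfia, Nfic, Nfix, Trim29 and Tdrd3 from its cell experiments. Added to them were, for each assay, the 5 largest rises and 5 largest falls of the mean log2 fold change. These had to be called in the same direction in both mutants, with every mutant library beyond every TKO library and a mean of at least 5 (genes) or 3 (peaks) log2 CPM in the higher genotype. For the comparison of the mutants the rule gave no gene and no peak.

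Marker lists for leukocytes, neuroendocrine cells, lung epithelium, endothelium, fibroblasts, neural fate, E2F-regulated replication, Y-linked genes and X inactivation were written from general knowledge before the values were seen. A list of 24 Trp53 targets was added later. The lists hold 12, 12, 10, 6, 6, 30, 27, 4, 1 and 24 genes, of which 5, 12, 7, 3, 5, 21, 27, 0, 1 and 22 had at least 1 CPM in TKO. The neuroendocrine and neural fate lists share 2 genes, and the others share none. The KP1 peaks, the normalized enrichment scores of the paper and the cell line experiments were not analysed here. The single genes called in the list of E2F-regulated replication genes, and those called between the mutants with at least 10 counts in every library, are not reported here.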

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

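Among the tests of this part, those on a minor share of fibroblasts, on a lower share of neuroendocrine cells and on CARM1 knockout replicate 3 were chosen only after the result was seen, as was the list of Trp53 targets.

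Fibroblast genes, which the paper does not discuss, were abundant in every mutant RNA-seq library and low in TKO. The median gene of the list had at least 1640 CPM in each mutant library and at most 4.38 CPM in a TKO library. Col1a1 had 0.288 to 3.85 CPM in TKO and 2370 to 10100 CPM in the mutants. All 6 genes of the list were called higher in CARM1 knockout and 5, all but Lum, in NFIB mutant tumors, or 6 and 6 adjusted over the list alone. Its median log2 fold change was 10.02 and 8.53 (camera, adjusted p = 2.97e-05 and 0.000249). At the same time neuroendocrine genes fell, with a median log2 fold change of -2.53 in CARM1 knockout and -8.45 in NFIB mutant tumors, the latter -8.12 with genes under the limit of detection at their bound (camera, adjusted p = 0.0142 and 0.00061). Leaving out CARM1 knockout replicate 3 brought the former to -8.41. Uchl1 and Grp were called in CARM1 knockout and 11 of 12, all but Calca, in NFIB mutant tumors, or 0 and 12 adjusted over the list alone.

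RNA of fibroblasts carried over into libraries of neuroendocrine cells is argued against by the chromatin, since 4 of the 5 genes of the list with a peak at the start site were called higher there in both mutants. Start-site peaks of 10 of 11 neuroendocrine genes were called lower in both. A minor share of fibroblasts among neuroendocrine cells is argued against by 5 of 6 mutant libraries, in which the median neuroendocrine gene was under 10% of its TKO mean (0.0549 to 0.598%). A lower share of neuroendocrine cells that raises all other types alike is argued against narrowly and by the endothelium list alone: the lowest log2 fold change of the fibroblast list lay 0.13 above the highest of the endothelium list, with list medians of 8.85 and 0.34. For leukocytes (median 4.76) and lung epithelium (1.43) a like rise cannot be told apart from a separate one, since their ranges overlap that of the fibroblast list, whose lowest value minus their highest was -1.25 and -1.46. In CARM1 knockout replicate 3 the median neuroendocrine gene stood at 44.6% of its TKO mean, and a mixture of cells cannot be told apart there from cells with both programs, since bulk libraries do not resolve cells. Unrecombined fibroblasts with an intact Trp53 gene cannot be told apart from recombined cells, because gene counts do not separate the transcripts: Trp53 had a log2 fold change of -0.77 (adjusted p = 0.0795, lower in 6 of 6 mutant libraries than in every TKO library), and 14 of 24 of its targets rose. Of these targets 5 were called higher and 4 lower in each mutant. Adjusted over the list alone these counts were 5 and 5 in CARM1 knockout and 5 and 3 in NFIB mutant tumors. Camera did not call the set (adjusted p = 0.292 and 0.336). Fry called it in NFIB mutant tumors (adjusted p = 0.0484) but not in CARM1 knockout tumors (adjusted p = 0.0518). Diploid cells of normal tissue cannot be told apart from tumor cells with few chromosome changes. The chromosome medians of the mutant libraries correlated between the assays with r of at least 0.841, against at most 0.573 with another library. In 0 of 6, however, did a chromosome shift by 0.3 or more in both assays. The nearest was chromosome 15 in NFIB mutant replicate 1, with 0.295 in RNA-seq and 0.326 in ATAC-seq. By contrast, 1 chromosome shifted by 0.3 or more in both assays in TKO replicate 1, 1 in TKO replicate 2 and 4 in TKO replicate 3. Cells that are mainly of another type than the TKO cells may therefore account for part of the changes against TKO, and a change of the tumor cells by the genotype stays open as untested.

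Leukocyte genes, which the paper does not discuss either, reached a median of 80.8 CPM in CARM1 knockout replicate 3 and at most 2.02 CPM in TKO. Of the 10 genes tested, 7 were called higher in CARM1 knockout (Ptprc, Cd68, Csf1r, Itgam, Lyz2, Cd74 and Laptm5) and 2 in NFIB mutant tumors (Cd68 and Csf1r), or 8 higher and 1 lower, and 2 higher, adjusted over the list alone. The set was not called (median 5.65, adjusted p = 0.0759, and 3.8, adjusted p = 0.464). Leaving out 1 library moved the medians between 4.80 and 8.54 and between -1.05, without NFIB mutant replicate 2, and 5.92, without TKO replicate 1. In CARM1 knockout tumors the set was called in 4 of the 9 fits that each left out 1 library, those without TKO replicate 1 (8.54), CARM1 knockout replicate 2, NFIB mutant replicate 1 or NFIB mutant replicate 2, and with totals alone. Of the 2 genes with a peak at the start site, none was called higher and 1 was called lower in both mutants. The source of these transcripts was not tested further, and no biological explanation was tested.

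Lung epithelium genes reached a median of 7.32 CPM in NFIB mutant replicate 1 and at most 1.51 CPM in TKO, with 1740 CPM of Sftpb in that library. Sftpb, Sftpa1 and Krt8 were called higher and Foxj1 lower in NFIB mutant tumors, and Foxj1 lower in CARM1 knockout tumors. Adjusted over the list alone, 1 was higher and 1 lower in the former and 1 lower in the latter. The set was not called (median 0.86, adjusted p = 0.569, and 2.28, adjusted p = 0.97), and without NFIB mutant replicate 1 the latter was -1.17. Without CARM1 knockout replicate 3 the former was -3.28. Of 7 genes with a peak at the start site, 1 was called higher and 1 lower in both mutants. The source of these transcripts was not tested further, and no biological explanation was tested. Endothelium genes had medians of 0.122 to 2.30 CPM in the mutants and 0.284 to 0.576 CPM in TKO. Their median log2 fold change was 1.53 in CARM1 knockout (adjusted p = 0.811) and -1.11 in NFIB mutant tumors (adjusted p = 0.898), or 1.48 and -1.11 with genes at their bound, and without CARM1 knockout replicate 3 the former was -1.08. Cdh5 was called higher in both and Kdr lower in NFIB mutant tumors, also over the list alone.

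Y-linked genes had a median of 25.4 CPM in NFIB mutant replicate 1 and of at most 0.0925 CPM in every other library. In NFIB mutant replicate 1 Xist had 5.47 CPM. The other mutant libraries had 405 to 701 CPM of Xist and the TKO libraries 1750 to 3310 CPM. None of the 4 Y-linked genes had enough counts for the test, and Xist was called in NFIB mutant tumors only (log2 fold change -3.12, against -2.07 in CARM1 knockout tumors). By these genes only NFIB mutant replicate 1 had the pattern of a male animal. Whether sex, a biological difference, adds to the differences between genotypes was not tested, and a mislabelled library was not tested.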

How the results depend on the processing

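The main test, its alternatives and the lists other than the Trp53 targets were chosen before the data were examined. The alternative added later, ATAC-seq totals without the peaks over 0.5% of the counts, gave 78467 and 80763 calls in CARM1 knockout and NFIB mutant tumors, 0 between them and 83760 for both mutants. It was the only test of this part chosen after its result was seen.

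Calls against TKO stayed within 1.5 times the main count except with at least 10 counts in every library, which tests fewer features: RNA-seq 4520 for NFIB mutant and 4444 for both mutants, ATAC-seq 38831, 40676 and 42389. Between the mutants that filter gave 5 genes and 8 peaks, DESeq2 538 and 1060, scaling by totals alone 7 peaks and the fit of only the groups compared 16 peaks. Leaving out each library gave 0 to 2 genes (Gm3608 and BC002163 without CARM1 knockout replicate 1) and 0 to 50 peaks between the mutants, the most without TKO replicate 3. It also gave 4 peaks without CARM1 knockout replicate 1 (chromosome 12 from 67219073 to 67223518, 18 from 45557940 to 45561242, 9 from 14574473 to 14575944 and 9 from 98031909 to 98034022) and 1 without NFIB mutant replicate 2 (chromosome 4 from 117650920 to 117652556). Apart from the filter, the cause was not tested. For both mutants the fit of only the groups compared is the main one.

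The RNA-seq correlation of 0.868 moved to 0.899 with Spearman's rho, 0.763 with DESeq2 over all features and 0.764 with separate TKO libraries, and the ATAC-seq one to 0.853 with the latter. The ATAC-seq share of common calls was 81.3% at an adjusted p under 0.05. The first component held 63.9 and 75.2% over all features. Gene sets called in both mutants numbered 0 with an estimated correlation, and named genes 11 with totals alone. The exonic share of TKO was 3.90% with promoters of 2500 bp, 10.8% by any overlap and 4.57% at 0.5 CPM. The cause was not tested. With each library left out, r was 0.802 to 0.901 for genes and 0.952 to 0.967 for peaks, the common share 54.1 to 66.6% and 79 to 84.2%, the first component 73.1 to 87.7% and 85.4 to 92.0%, and genes lower in both measures 1192 to 2287 in CARM1 knockout tumors.

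Directions reversed for Ephb3 with totals alone (-0.05 and -0.29) and with single libraries left out (-0.03 to 0.46 and -0.11 to 0.28), for Mycl in CARM1 knockout (-2.79 to 0.07, the last without TKO replicate 1) and for Rbl1 in NFIB mutant tumors (-0.11 to 2.40, the first without TKO replicate 2). Camera's direction, which can differ from the sign of the median, changed for Mitotic Spindle Checkpoint with totals alone (median -0.353 and -0.358) and with libraries left out (-0.123 to 0.0496 and -0.169 to 0.101), and in NFIB mutant tumors for endothelium genes (-1.46 with totals alone, -1.84 to -0.318 with libraries left out) and lung epithelium genes (-1.17 to 3.74). The cause was not tested. Of the other results, without leaving out libraries, 10 genes were stronger and 3 weaker, 10 sets stronger and 33 weaker, and 10 peak counts moved. With libraries left out, 3 genes were stronger and 29 weaker, 18 sets stronger and 15 weaker, and 11 peak counts moved.

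Replicate numbers are shared between genotypes only as numbers: deviations of libraries with the same number correlated with a mean r of -0.058 in RNA-seq and -0.013 in ATAC-seq, against 0.029 and 0.007 for different numbers. With a replicate block, RNA-seq calls were 5485, 6508, 0 and 6860 and ATAC-seq calls 76648, 79377, 0 and 82589, the RNA-seq correlation was 0.897, and the lung epithelium genes of NFIB mutant tumors changed camera's direction (median 1.81). With the GC offset as well, ATAC-seq calls were 73445, 74728, 0 and 79432.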

Differences from the paper's values

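Between CARM1 knockout and NFIB mutant tumors, the paper shows about 340 higher and about 360 lower ATAC-seq peaks (Fig. 4c, read by eye), against 0 and 0 here, with 6813 peaks at an unadjusted p under 0.05. DESeq2, the tool of the Methods, gave 523 and 537, both more than in the paper. Of these the lower peaks came just within 1.5 times the paper's count and the higher peaks did not. None of the other alternatives set before the data were examined came within 1.5 times. In RNA-seq the paper shows about 200 higher and about 130 lower genes (Supplementary Fig. 4b, read by eye), against 0 and 0 here, with 1414 genes at an unadjusted p under 0.05. DESeq2 gave 316 and 222, and none of the alternatives set before the data were examined closed the gap.

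The correlation of the RNA-seq log2 fold changes is about 0.77 in the paper (Fig. 4e, read by eye) and 0.868 here. DESeq2's fold changes over all features with a count (0.763) and separate TKO libraries for each mutant (0.764) closed the gap, and the other alternatives did not.

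The paper shows about 24% exonic peaks for TKO (Supplementary Fig. 4a, read by eye), against 4.65% here. The alternatives gave 3.90% with promoters of 2500 bp, 10.8% by any overlap and 4.57% at 0.5 CPM, and none of them closed the gap.

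The paper's volcano plots show more calls for CARM1 knockout than for NFIB mutant tumors. Here there were 6021 against 7099 genes and 78985 against 81432 peaks. In the paper's Venn diagram of lower genes the order is the one found here, with about 2700 for CARM1 knockout and about 3400 for NFIB mutant tumors (Supplementary Fig. 4e, read by eye), against 2836 and 3640. The paper names SOX1, EPHB3, FOXA and MYCL among the targets regulated in both mutants and states that FOXA1 is reduced in them. In CARM1 knockout RNA-seq, Sox1 (-3.85), Foxa1 (-1.24) and Mycl (-2.30) were not called, and Ephb3 was not called in either mutant (0.21 and 0.02). Sox1 was called with DESeq2, with the block for the replicate number and without CARM1 knockout replicate 3. Mycl was called with DESeq2, with totals alone and without TKO replicate 2 or 3. None of the alternatives called Foxa1 in CARM1 knockout tumors or Ephb3 in either mutant. The figures of the paper name EFNB3 in place of EPHB3, and Efnb3 RNA was called lower in both mutants (-4.28 and -3.81). The paper's evidence for these targets was browser tracks of both assays and protein blots, which RNA calls alone do not cover. In ATAC-seq, 4 of 4 peaks at Sox1, 4 of 5 at Ephb3, 2 of 3 at Foxa1 and 2 of 3 at Mycl were lower in both mutants. At Mycl 1 peak was higher in both.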

Other observations

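The test on the Mycn region was chosen only after the result was seen. The test on the Carm1 region addresses a low value of TKO replicate 3 that had been seen before. No other test in this part was chosen in this way. The simulation of unchanged groups was corrected after its first values were seen, by drawing the TKO libraries as well.

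Other splits of the same libraries were compared with the real one. For each mutant against TKO, 1 of the 10 splits, the real one, gave as many calls in RNA-seq and 1 of the 10 in ATAC-seq, a share that a design of 3 against 3 cannot bring lower. Between the mutants the real split gave 0 calls, so that all 10 of the 10 splits gave at least as many by necessity, and their number decides nothing. The highest count of another split was 0 genes and 1 peak. For both mutants together 1 of the 84 splits in RNA-seq and 1 of the 30 drawn in ATAC-seq, the real one, gave as many, and the highest other count was 1 gene and 3313 peaks.

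The absence of calls between the mutants may reflect the spread within the genotypes, since 33.3% of simulated 4-fold changes were called in RNA-seq at the spread of these libraries. With the dispersion reduced to 10%, 86.3% were called. The simulation changed 200 genes, so it covers few changes and not a widespread difference between the mutants. The shared TKO libraries are argued against as the whole cause of the correlation of the fold changes of the mutants. Unchanged groups simulated against shared libraries gave r of at most 0.520 in RNA-seq and 0.517 in ATAC-seq, against 0.868 and 0.963, and with separate TKO libraries for each mutant r was 0.764 and 0.853.

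GC content and normalization are argued against as the whole cause of the ATAC-seq calls. With an offset for GC content 81653 peaks were called for both mutants, and the fewest calls of 1 direction under depth from start sites or totals alone were 30247. The biological explanation, a change by the genotype, stays open together with the change of cell type above.

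Peaks lower in both mutants held the NFI motif more often than uncalled peaks of like GC content and length (1.06 against 0.569%, odds ratio 2.14, 95% confidence interval 1.68 to 2.71), and peaks higher in both held it less often (0.424). This is consistent with a loss of accessibility at NFIB sites. It does not separate that loss from another cell type, and other motifs moved too: in lower and higher peaks the odds ratios were 0.33 and 2.87 for AP1, 0.823 and 1.49 for TEAD, 1.46 and 1.05 for the E-box and 1.18 and 0.891 for FOX.

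Mycn had 1170 and 1560 CPM in TKO replicates 1 and 2, 19.1 CPM in TKO replicate 3 and 0.817 to 14.4 CPM in the mutants. Extra copies of the region cannot be told apart from higher activity there. Its peaks stayed in the peak set, although the Methods state that putative copy number altered regions were left out. The ATAC-seq peaks within 1000000 bp held 9.29% of the counts in TKO replicate 1, but the libraries were set apart by these same counts. No biological explanation was tested.

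Extra copies of the Nfib region in TKO cannot be told apart from lower Nfib expression. The ATAC-seq peaks within 5000000 bp moved by a median of 0.14, within the spread of such windows (SD 0.90, 39.5% of 253 windows lower), while the genes there fell by 0.92, lower than all but 2.27% of 220 windows. Loss of a copy of the Carm1 region in TKO replicate 3 is argued against by the 83 genes there, which differed by a median of 0.02. No biological explanation of the low Carm1 in that library was tested.

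More reads lay outside annotated genes in TKO RNA-seq libraries. A higher share of unspliced nuclear RNA is a candidate explanation, since genes within an intron changed by a median of -1.03 relative to their host genes over 207 pairs (80.2% under 0). RNA or cDNA carried over into TKO ATAC-seq libraries is argued against as the source of more exonic peaks: their share in TKO was 1.11 times that in the mutants, by reads it was lower in TKO (2.04 to 2.23%) than in the mutants (2.31 to 2.79%), and host genes of exonic and intronic peaks lower in both mutants had median log2 CPM of 4.92 and 4.94.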
